# The SGLT2 inhibitor canagliflozin suppresses growth and enhances prostate cancer response to radiotherapy

**DOI:** 10.1038/s42003-023-05289-w

**Published:** 2023-09-08

**Authors:** Amr Ali, Bassem Mekhaeil, Olga-Demetra Biziotis, Evangelia E. Tsakiridis, Elham Ahmadi, Jianhan Wu, Simon Wang, Kanwaldeep Singh, Gabe Menjolian, Thomas Farrell, Aruz Mesci, Stanley Liu, Tobias Berg, Jonathan L. Bramson, Gregory R. Steinberg, Theodoros Tsakiridis

**Keywords:** Prostate cancer, Prostate cancer

## Abstract

Radiotherapy is a non-invasive standard treatment for prostate cancer (PC). However, PC develops radio-resistance, highlighting a need for agents to improve radiotherapy response. Canagliflozin, an inhibitor of sodium-glucose co-transporter-2, is approved for use in diabetes and heart failure, but is also shown to inhibit PC growth. However, whether canagliflozin can improve radiotherapy response in PC remains unknown. Here, we show that well-tolerated doses of canagliflozin suppress proliferation and survival of androgen-sensitive and insensitive human PC cells and tumors and sensitize them to radiotherapy. Canagliflozin blocks mitochondrial respiration, promotes AMPK activity, inhibits the MAPK and mTOR-p70^S6k^/4EBP1 pathways, activates cell cycle checkpoints, and inhibits proliferation in part through HIF-1*α* suppression. Canagliflozin mediates transcriptional reprogramming of several metabolic and survival pathways known to be regulated by ETS and E2F family transcription factors. Genes downregulated by canagliflozin are associated with poor PC prognosis. This study lays the groundwork for clinical investigation of canagliflozin in PC prevention and treatment in combination with radiotherapy.

## Abstract (web summary)

The anti-diabetic drug canagliflozin promotes sensitivity to radiotherapy in prostate cancer by blocking mitochondrial respiration and repressing the mTORC1- HIF-1α pathway.

## Introduction

Prostate cancer (PC) is the fourth most diagnosed cancer worldwide^1^. There is a need for PC prevention and strategies to improve standard therapy outcomes in this disease. Today, most patients with PC are treated with radiotherapy with or without androgen deprivation therapy^2^. However, a large proportion of PC tumors develops resistance to radiotherapy resulting in disease recurrence, metastasis, morbidity, and mortality^3^. In the past two decades, clinical trials focused on improving outcomes by increasing the dose of radiotherapy delivered to the prostate^4^. However, radiotherapy dose-escalation is associated with increased short- and long-term bowel and genitourinary toxicity (5–20%, RTOG grade 2)^5,6^. The development of agents that can synergize with or sensitize PC to radiotherapy would be highly beneficial.

Work in recent decades illustrated the vital role of metabolic deregulation in tumor cell survival and resistance to cytotoxic therapy^7,8^. In normal prostatic tissue, androgen receptor (AR) signaling guides the utilization of glucose and amino acids through glycolysis and the tricarboxylic acid (TCA) cycle to generate and release citrate in the lumen of prostatic glands^9^. Unlike Warburg’s model^10^, which suggested a diminishing role of tumor cell mitochondria, PC cells demonstrate enhanced mitochondria function and use the TCA cycle to convert substrate supply from glycolysis, amino acid influx and protein catabolism to de novo synthesis of nucleotides, proteins, and lipids required for cellular growth^11^. The phosphatidylinositol 3-kinase (PI3k)—Akt—mammalian target of rapamycin (mTOR) pathway provides vital support for this function through regulation of membrane transporters, glycolytic and lipogenic enzyme gene expression, while it regulates protein synthesis through p70-S6 kinase (p70^S6k^) and eukaryotic translation initiation factor 4E-binding-protein-1 (4EBP1)^12^. HIF-1*α* an established cellular response to hypoxia, supports cell survival in the hypoxic tumor micro-environment, but also operates during normoxia downstream of mTOR^13^ to promote angiogenesis, radio-resistance, and metastasis^14^. mTOR facilitates HIF-1α expression through 4EBP1 and STAT3^12^, but also stabilizes HIF-1α through p70^S6k^-dependent inhibition of the phosphatase PP2A. The latter deactivates the HIF-1α prolyl hydroxylase 2 (PHD2), an enzyme that mediates HIF-1α hydroxylation leading to E3-ubiquitination and degradation^15^. HIF-1α is overexpressed in more than 70% of human cancers and is associated with poor prognosis^16^. Conversely, HIF-1α loss inhibits tumor growth in xenograft studies^17^.

On this basis, targeting mitochondrial metabolism is an attractive strategy to curtail PC growth. This strategy, however, has additional merit. Mitochondrial inhibition leads to the activation of the metabolic stress sensor AMP-activated kinase (AMPK), a hetero-trimeric enzyme with alpha-catalytic and beta- and gamma-regulatory subunits^18^. AMPK is activated through AMP/ADP binding to its gamma-subunit leading to inhibition of, (i) mTOR complex-1 (mTORC1) through phosphorylation of Raptor(Ser^792^), (ii) de novo fatty acid synthesis through phosphorylation of acetyl-CoA carboxylase (ACC residue Ser^79^), and (iii) the Raf-Mitogen Activated protein kinase (MAPK) pathway through Raf-Ser^621^ phosphorylation, resulting in inhibition of anabolic events^19^.

Canagliflozin is a sodium-glucose co-transporter-2 (SGLT2) inhibitor used to treat type 2 diabetes^20^. Inhibition of SGLT2 in the proximal nephron by canagliflozin blocks glucose reabsorption leading to increased glucose excretion^21^. Although canagliflozin improves glycemic control in diabetic patients, it does not appear to cause hypoglycemia in non-diabetics^22,23^, where it has been shown to improve cardiovascular and renal outcomes^24^. The mechanisms mediating these protective effects of canagliflozin seem to be independent of its glucose lowering effects, are likely multifaceted and a subject of on-going debate. Our group was the first to illustrate that canagliflozin also suppresses mitochondrial complex-I and leads to activation of AMPK^25^. In subsequent studies, we showed that canagliflozin exerts anti-cancer activity in prostate and lung cancer cell lines^26^, results subsequently verified by others^27^.

In this study we, (i) examined canagliflozin’s anti-tumor efficacy alone and in combination with radiotherapy in a variety of human cell and tumor models of PC and (ii) analyzed further the mechanism of action of this drug. We show that within its therapeutic window canagliflozin suppresses growth and enhances radiotherapy response in human androgen-sensitive and insensitive PC cells, and tumors, through suppression of the mTORC1-HIF-1α pathway. Canagliflozin modulates favorably multiple growth and survival pathways and mediates a marked reprogramming of PC transcriptional activity.

## Results and discussion

### Canagliflozin suppresses human PC proliferation, survival, and tumor growth, alone and in combination with radiotherapy

PC develops as a heterogeneous multi-focal disease in the prostate and progresses in a similar fashion to accumulate mutations in a number of genes including androgen receptor (AR) and the tumor suppressors PTEN and Tp53^28^. Androgen/castrate-sensitive PC (CSPC) disease eventually evolves into castrate-resistant PC (CRPC)^29^. To enhance the applicability of our work, in this study we analyzed human castrate-sensitive (LNCap) and castrate-resistant PC (CRPC) cell lines that either express AR (22RV1) or not (PC3 and DU145). We began these studies with the evaluation of the anti-proliferative effects of canagliflozin and radiotherapy (Fig. 1a-c).

**Fig. 1:**
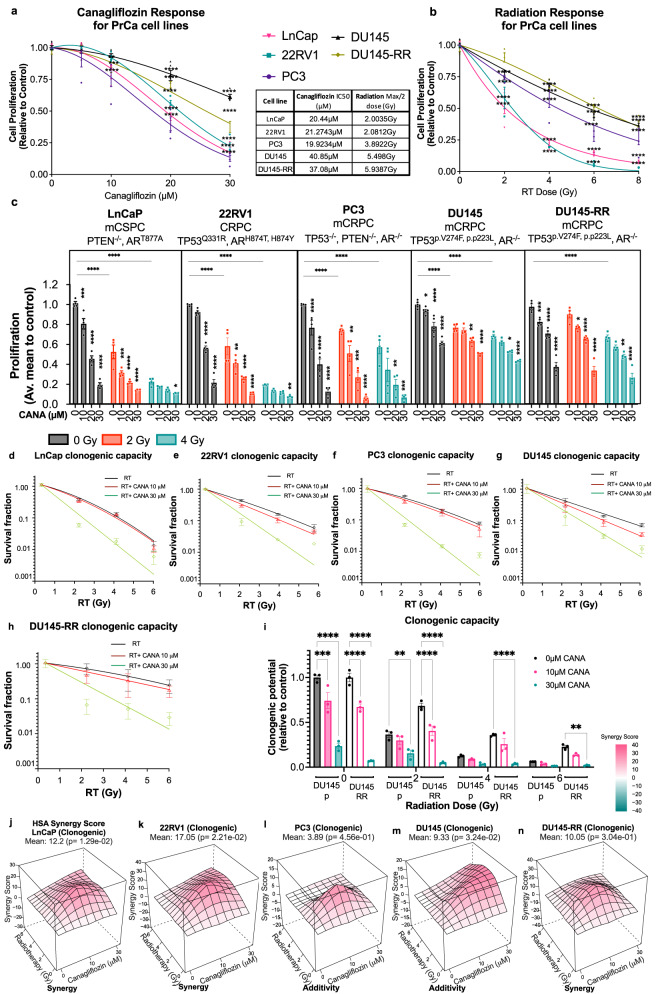
Regulation of proliferation and clonogenic survival by Canagliflozin (CANA), radiation (RT) and combined treatment (CANA + RT). **a** Effects of canagliflozin (CANA) or (**b**) radiotherapy (RT) on the cell proliferation of four prostate cancer (PC) cell lines with different mutation profiles (LnCaP, 22RV1, PC3, DU145) and one radio-resistant cell line (DU145-RR) treated with canagliflozin (CANA: 0-30 *μ*M), or radiation (RT: 0-8 Gy). **c** Proliferation assays performed with PC cell lines treated with single agent or combined treatments, canagliflozin 0-30 *μ*M and radiation (RT) (0-4 Gy), *n* = 4. **d**–**h** Clonogenic survival fraction data fitting into the linear-quadratic model was performed on all PC cell lines treated with canagliflozin (CANA) (0-30 *μ*M) and radiation (RT) (0– Gy) as (**d**) LnCaP, (**e**) 22RV1, (**f**) PC3 (**g**), DU145, and (**h**) DU145-RR. **i** Clonogenic assay of DU145 compared to DU145-RR cells treated with canagliflozin (0–30 *μ*M) and radiation (RT) (0–6 Gy), *n* = 3. **j**–**n** HSA synergy score was performed on all PC cell lines to determine synergism between radiation and canagliflozin based on clonogenic assay. The results were obtained by at least three separate experiments *n* = 3. The data show are mean ± SEM. Two-way analysis of variance (ANOVA) with the post hoc Tukey’s multiple comparisons test was used to evaluate differences between the treatment and control groups. A two-way ANOVA was used to analyze comparison between parental DU145 and DU145-RR cell line, asterisks represent of p value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Micromolar (µM); Gray (Gy); Castration-sensitive prostate cancer (CSPC); Castration Resistant Prostate Cancer (CRPC); metastatic Castration Resistant Prostate Cancer (mCRPC); Radio-Resistant (RR); Androgen Receptor (AR).

To ensure that our results reliably reflect canagliflozin’s translational value for cancer therapy, we focused our in vitro work on concentrations of canagliflozin shown to be safely achievable in human serum^22,23^. Oral intake of canagliflozin (J&J Invokana) tablets of 100–300 mg (1.4–4.2 mg/kg/day in a 70 kg human) results in *C*_max_ levels of 500–3500 ng/ml in patient plasma (1.1–7.9 μM)^30^, while IV infusion of the drug is well tolerated up to concentrations of 38 μM^22^. For that, our in-vitro work focused on canagliflozin concentrations of 5–30 μM. Radiotherapy response was investigated in a variety of doses (2–8 Gy) but focused mostly on 2 Gy representing conventional or 4–6 Gy representing hypo- and ultra-hypo-fractionated radiotherapy used clinically in PC^31^.

Figure 1a, b illustrates the response of PC cells to increasing doses of canagliflozin and radiation (RT). PC3 cells were most sensitive to canagliflozin compared to the other cell lines and LNCap and 22RV1 cells were more sensitive to radiotherapy, as described by others^32^ (See Fig. 1a-b for IC_50_ values and half inhibitory RT doses for each cell line). However, in combined treatments, canagliflozin significantly suppressed proliferation in irradiated cells, particularly at the lower radiotherapy doses used clinically (2–4 Gy, *p* < 0.0001) (Fig. 1c). To examine whether canagliflozin could help improve radiotherapy response in radio-resistant PC cells, we analyzed DU145 cells developed by members of our group (DU145-RR), which were selected for survival after a long course of conventional-fractionation radiotherapy (2 Gy per day for 5 days a week for a total of 59 treatments)^33^. Canagliflozin provided improved growth suppression alone and in combination with radiotherapy (2 and 4 Gy) in DU145-RR compared to the parental controls (DU145) (Fig. 1c). Analysis of synergy demonstrated that canagliflozin and radiotherapy provide additive anti-proliferative activity in all PC cell lines (HSA scores:7.63–10.66)^34^ (see Fig. s1a-e).

Clonogenic survival was also inhibited by canagliflozin in non-irradiated and irradiated cells (IC_50_: 15.0, 16.62, 16.90 and 20.81 µM, for PC3, 22RV1, LNCap and DU145 cells, respectively, see Fig. s1f-g). However, irradiated 22RV1 and LNCap cells (2–4 Gy) showed increased sensitivity to canagliflozin with reduced clonogenic IC_50_ values (11.86 and 11.23 vs 14.9 and 15.2 μM, for 2 and 4 Gy, respectively, Fig. s1f-g). Fitting the data into the linear-quadratic model illustrated that at 30 µM canagliflozin provides sensitization of PC cells to radiotherapy (Fig. 1d–h). Interestingly, untreated, and irradiated DU145-RR cells showed substantially improved response to the drug compared to parental cells (Fig. 1i). Analysis of synergy showed that canagliflozin and radiotherapy provide synergistic suppression of oncogenic potential in androgen-sensitive LNCaP and 22RV1 cells but have mostly additive efficacy in the remaining models (Fig. 1j–n).

Given the excellent bioavailability, pharmacokinetics, and safety profile of canagliflozin we subsequently conducted studies in mice. In these experiments, two different approaches were applied (Fig. 2a). PC3 cells were grafted in nude mice (lacking T-lymphocytes) and tumor growth kinetics were investigated, with the experimental endpoint reached for all animals when control animal tumors reached an average tumor size of 1200 mm^3^. In contrast, 22RV1 cells were injected into NRG mice (lacking T- and B-lymphocytes), and that experiment was designed with individual animal endpoints set when the tumor reached 2200–2500 mm^3^. Addition of canagliflozin to chow diet (45–70 mg/kg/day, see Methods) cause increased food consumption in NRG mice grafted with 22RV1 tumors but did not affect food intake in nude mice grafted with PC3 tumors (Fig. 2b) or the animal whole body weight in either model (Fig. s2a). As expected, given the effects of the drug to induce diuresis, canagliflozin treatment increased water consumption in both models (Fig. 2c).

**Fig. 2:**
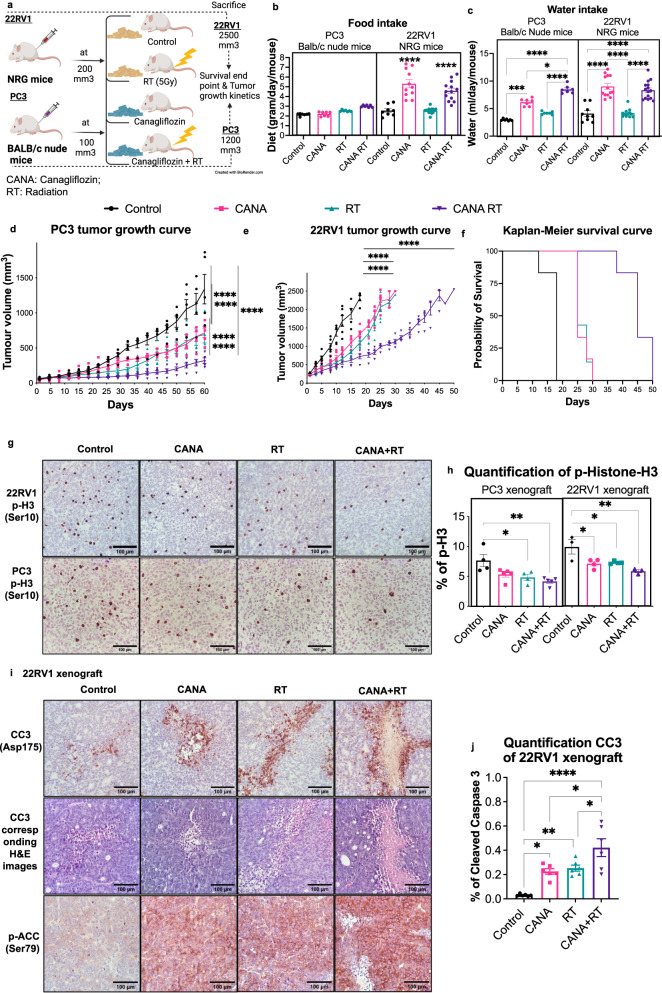
Efficacy of canagliflozin (CANA) in combination with radiotherapy (RT) in vivo. **a** Schematic of NRG and BALB/C nude mice xenograft experimental design. **b** Food intake (gram/mouse/day) and (**c**) water intake (mL/day/mouse). **d** Tumor growth kinetics in PC3 xenograft BALB/C nude mice: four groups (n = 5 per group), two-way ANOVA, asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. **e**–**f** Tumor growth kinetics and Kaplan–Meier survival curves in NRG mice 22RV1 xenografts: four groups (*n* = 6 per group), two-way ANOVA with Tukey’s multiple comparison for (**e**) and log-rank (Mantel–Cox) tests for (**f**), ****P < 0.0001 for CANA, RT, and CANA + RT compared to control. Log-rank test for trend was found for the CANA + RT group to control, ****P < 0.0001. **g** Representative images of immunohistochemistry (IHC) analysis for phosphorylated-histone3 (P-H3(Ser^10^)) antibody of tumors from PC3 grafted in nude mice and 22RV1 grafted in NRG mice and (**h**) its IHC quantification for p-H3(Ser^10^). **i** Representative images of IHC examination of H&E staining, phosphorylated-ACC(Ser^79^), and phosphorylated cleaved-caspase3 (P-CC3(Asp^175^) antibody of tumors from 22RV1 NRG mice. **j** IHC quantification for P-CC3(Asp^175^). Ordinary one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test and repeated measures were used to evaluate differences between groups, asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Data shown as Mean ± SEM.

In these experiments canagliflozin was compared to and added to radiotherapy (5 Gy), a treatment we established earlier to mediate 50% inhibition of tumor growth, a desirable effect in drug combination experiments. Canagliflozin suppressed growth kinetics of non-irradiated PC3 tumors (45% inhibition at endpoint), an effect similar to that mediated by radiotherapy. The addition of the drug in animals with irradiated tumors further amplified the effects of radiotherapy, seen in both in vivo (Fig. 2d) and ex vivo volume and weight measurements (Fig. s2b, c). Canagliflozin was equally effective in 22RV1 tumors (Figs. 2e, f, s2d, e). Tumors in 22RV1 xenograft drug-treated animals reached endpoint in 30 days, compared to 18 days in the control group (12-day delay) (Fig. 2e, f). Inhibition of tumor growth by radiotherapy paralleled that of canagliflozin (endpoint at ~30 days). However, combined treatment dramatically slowed tumor growth further (endpoint at ~50 days). Kaplan–Meier survival curves illustrate the impact canagliflozin could provide on survival alone (*p* = 1 × 10^−5^) and in combination with radiotherapy (*p* = 2 × 10^−6^) (Fig. 2f).

To understand the mechanism of tumor suppression, we examined the tumors for markers of DNA replication, apoptosis, and necrosis. Histone-H3 phosphorylation (P-H3(Ser^10^)) immunohistochemistry (IHC) reliably identifies cells undergoing DNA replication and mitosis in PC3 and 22RV1 tumors. Canagliflozin suppressed P-H3(Ser^10^) in both non-irradiated and irradiated PC3 and 22RV1 tumors, while combined treatment caused a small additional suppression in both types of xenografts (Fig. 2g, h). Tumor necrosis analysis performed digitally (Fig. s2f) demonstrated increased necrosis with both canagliflozin and radiotherapy treatments but no additive effects of combined treatment (Fig. s2g). In contrast, canagliflozin and radiotherapy enhanced the levels of the apoptosis marker phosphorylated cleaved-caspase-3 P-CC3(Asp^175^) and combined treatment induced further increase in 22RV1 tumors (Fig. 2i–j).

The observations made to this point provide strong evidence that canagliflozin can indeed suppress proliferation, oncogenic potential, and tumor progression of both androgen-sensitive and -insensitive PC models alone and in combination with radiotherapy. In vivo these effects were mediated with oral delivery of clinical grade canagliflozin (Invokana tablets in diet). Studies with xenograft models of hepatocellular or thyroid cancer detected anti-tumor activity with oral canagliflozin delivery at 50–300 mg/kg/day^35,36^. In a genetically diverse mouse cohort, Miller et al. ^37^. observed improved metabolic parameters and longevity with long-term canagliflozin treatment in diet at 30 mg/kg/day, resulting in 0.36–0.86 mg/ml or 0.8–1.9 μM in plasma. Based on that, we doubled the drug concentration in diet (calculated to achieve approximately 60 mg/kg/day). Diet consumption assessments indicated that our animal cohorts received orally an estimated 40–70 mg/kg/day (see Methods), suggesting probable achievement of a drug bioavailability that would approach that detected in patients receiving canagliflozin orally (Invokana tablets 100–300 mg, generating to 1.1–7.9 μM in plasma)^30^. This treatment induced metabolic stress signals (P-ACC(Ser^79^)), inhibited DNA replication (P-H3(Ser^10^)) and induced apoptosis (increased P-CC3(Asp^175^)) markers, and significantly (*p* < 0.0001) suppressed tumor growth in PC tumor tissue, with no evidence of physical stress or weight loss in animals. (Fig. 2).

### Canagliflozin mediates significant reprogramming of PC transcriptional activity

To better understand canagliflozin’s anti-tumor mechanism, we performed RNAseq analysis on PC3 cells treated with 10 µM canagliflozin alone, a concentration within its therapeutic window^22^. 

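RNA was sequenced from PC3 cells kept for 24 h with 10 µM canagliflozin (CANA) and from control PC3 cells, with 3 libraries in each group (replicates A, B and C). The authors trimmed single-end reads for quality, aligned them with HISAT2 to the human genome hg38, counted the reads on exons and divided each library's counts by a DESeq2 size factor. The deposited values are these normalized reads per gene. In each library the values are multiples of 1 step, so that whole reads could be recovered within 0.01 of a whole number for 99.9989% of 91170 values. The recovered reads were 18.4, 20.1 and 28.3 M in control replicates A, B and C and 22.1, 15.8 and 19.3 M in CANA replicates A, B and C. From the normalized values, 13450 genes with a gene symbol and a mean of at least 10 were compared as log2(value + 1) with limma, and p-values were adjusted by the Benjamini-Hochberg method. CANA replicate B stood apart from the other 5 libraries on the first principal component, which took 66.1% of the variance, with a score of 50.5 against -17.3 to -1.58 in the others. Its difference from the control mean followed transcript length. For 950 genes with transcripts shorter than 1000 bases the median log2 difference was 0.83 in replicate B and 0.16 and 0.17 in replicates A and C. For 5110 genes with transcripts of 4000 bases or more it was -0.34 in replicate B and -0.03 in both A and C. Results without CANA replicate B are therefore given beside many of the results below. Leaving out each library in turn was planned, and giving this fit beside the main one was chosen after the result was seen. The paper states at least 3 independent experiments in general and does not say for the sequencing whether each replicate library came from its own culture, so the p-values here and for the 22RV1 cells measure only the spread between these samples. Gene coordinates are those of GRCh38 in GENCODE release 44.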

PC3 cells were selected for these studies, a model of metastatic CRPC that lacks AR expression. Canagliflozin treatment for 24 h led to statistically significant downregulation of 929 and upregulation of 1324 genes in PC3 cells (FDRq<0.05) (Fig. 3a). 

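Cytokine genes were among those that differed most from control once CANA replicate B was left out. In those 5 libraries 1403 genes were higher and 1280 lower with canagliflozin, with a median absolute log2 change of 0.25 among the called genes. IL6, a secreted inflammatory cytokine, averaged 2282 normalized reads in CANA replicates A and C, 3285 in replicate B and 1163 in control cells (log2 change without replicate B 0.97, SE 0.063). The chemokine gene CXCL8 averaged 11637, 16753 and 6164 in the same order (log2 change 0.92, SE 0.057). Among the lower genes were LYPD1 (log2 change -0.79, SE 0.085), the polycomb-associated factor SFMBT2 (-0.66, SE 0.13) and the ephrin receptor EPHB3 (-0.62, SE 0.10). Over all 6 libraries limma called 0 genes higher and 0 lower at an adjusted p under 0.05, the smallest adjusted p being 0.118 for TFPI. At an unadjusted p under 0.05, 1441 genes were higher and 1045 lower, where chance gives 672.5 in all. In 35.4% of the genes the 3 CANA libraries all lay on one side of the 3 control libraries, where chance gives 10%. On the recovered reads of all 6 libraries edgeR called 0 higher and 0 lower (1601 and 915 at an unadjusted p under 0.05), and DESeq2 called 263 higher and 84 lower. Leaving out any other single library gave 0 calls, and the median standard error per gene was 0.13 with all 6 libraries and 0.073 without CANA replicate B.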

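In PC3 cells TRIM28 and TXNIP had lower values with canagliflozin, and TFPI and DUSP5 higher values, in all 3 replicates. TFPI, a protease inhibitor of the coagulation start (ENSG00000003436, chromosome 2, 187464230 to 187565760), measured 1649 ± 60.8 normalized reads (SD, n = 3) with canagliflozin and 934 ± 10.3 (SD, n = 3) in control cells. DUSP5, a phosphatase of the MAP kinase ERK (ENSG00000138166, chromosome 10, 110497907 to 110511533), measured 2585 ± 138 and 1517 ± 67.2 (SD, n = 3 each). TRIM28, a corepressor that works with zinc finger proteins (ENSG00000130726, chromosome 19, 58544064 to 58550722), measured 9766 ± 115 with canagliflozin and 12174 ± 94.0 in control cells (SD, n = 3 each). TXNIP, which binds thioredoxin and limits glucose uptake (ENSG00000265972, chromosome 1, 145992435 to 145996579), measured 2449.9 ± 76.2 and 3409.8 ± 59.9 (SD, n = 3 each). The log2 fold changes were 0.82 for TFPI (SE 0.077), 0.77 for DUSP5 (SE 0.083), -0.32 for TRIM28 (SE 0.073) and -0.48 for TXNIP (SE 0.075). None passed limma's test over all 6 libraries, with adjusted p = 0.118 for TFPI, 0.162 for DUSP5, 0.202 for TXNIP and 0.247 for TRIM28. Without CANA replicate B limma gave adjusted p = 7.7e-08, 1.3e-07, 3.7e-06 and 7.1e-05 for the same genes. Over 21 alternatives their adjusted p ran from 1.3e-34, 2.7e-27, 1.8e-17 and 2.8e-21 up to 0.592, the highest value for each of the 4. For each of these genes the 3 CANA libraries lie outside the range of the 3 control libraries, and 3 libraries against 3 allow no exact permutation p below 0.1.

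**Figure D1:**
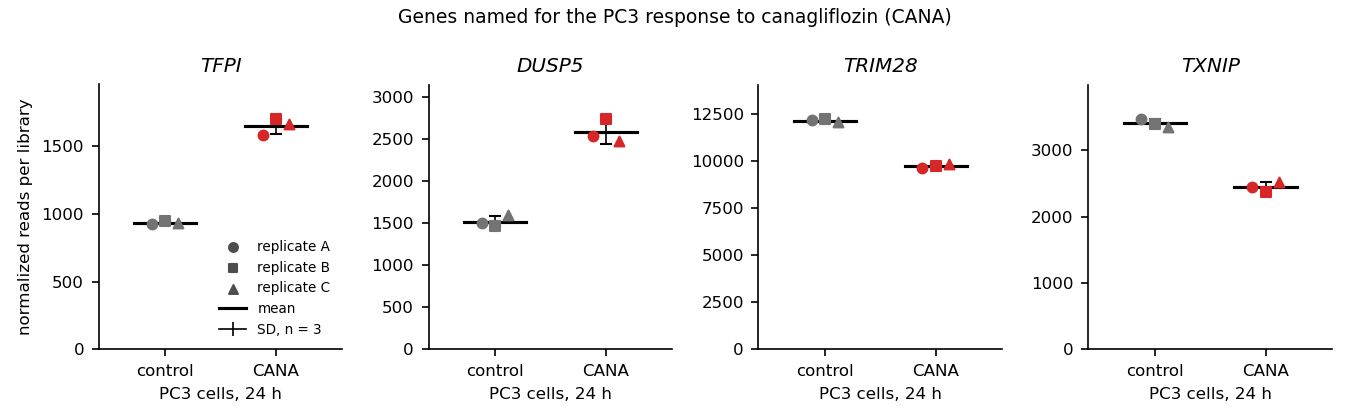
Normalized reads per library (y axis, from 0) of TFPI, DUSP5, TRIM28 and TXNIP in control and canagliflozin-treated PC3 cells. Each point is a library (replicate A circle, B square, C triangle), and the bar gives the mean with its SD (n = 3). TFPI lies between 1583 and 1702 with canagliflozin, and TXNIP between 2378 and 2529.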

Figure 3b illustrates the dichotomy of transcriptional regulation by canagliflozin, highlighted by the most significantly downregulated (*TRIM28* and *TXNIP*) and upregulated (*TFPI* and *DUSP5*) genes (FDRq = 2.4 × 10^−21^, 1.5 × 10^−17^, 1.1 × 10^−34^, 2.3 × 10^−27^, respectively). *TRIM28* is an E3-ubiquitin ligase effector substrate that enhances androgen receptor signaling^38^, whereas *TXNIP* is a thioredoxin-binding protein that regulates cellular redox signaling and ER-stress^39^. On the other hand, *DUSP5* is a nuclear bispecific MAPK phosphatase that suppresses nuclear MAPK signaling^40^. Tissue factor pathway inhibitor (*TFPI*), a gene which was upregulated and encodes a negative regulator of hemostasis, was the most significantly upregulated gene. 

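By limma's p over all 6 libraries, TFPI ranked 1 of 6537 genes with a positive log2 fold change, ahead of DUSP5, which ranked 2. Its values were 1583, 1702 and 1662 normalized reads in CANA replicates A, B and C, so that replicate B lay close to the others for this gene. Among genes with a negative log2 fold change TXNIP ranked 2 and TRIM28 ranked 32 of 6913. In the 5 libraries without CANA replicate B, TFPI ranked 6 of 6494, DUSP5 8, TXNIP 4 and TRIM28 11 of 6956.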

Its potential role in canagliflozin’s action is unclear and should be investigated in future studies.

**Fig. 3:**
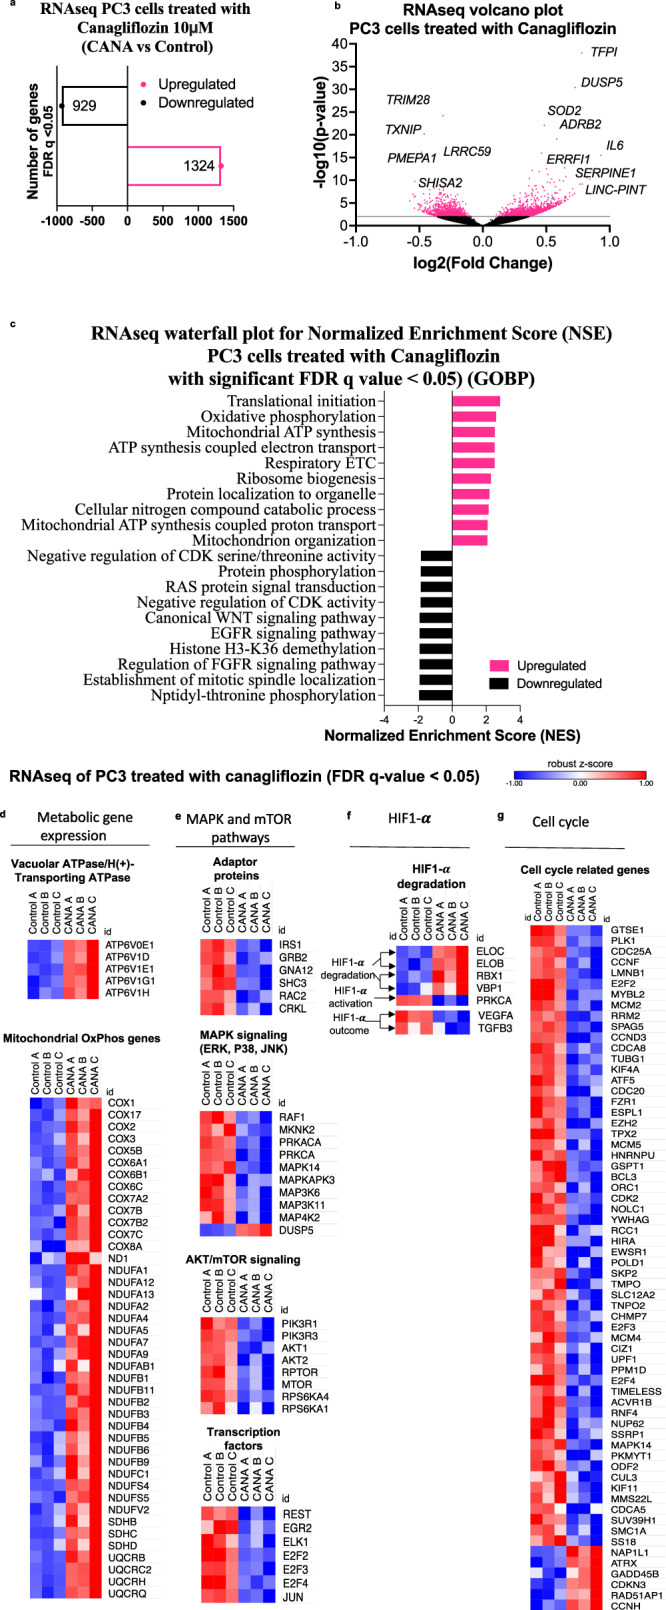
RNAseq analysis in PC3 cells treated with canagliflozin. **a** Number of significant upregulated and downregulated genes by 10 *μ*M canagliflozin with False Discovery Rate FDR *q*-value < 0.05. **b** A volcano plot illustrates the total number of genes that are up- and down-regulated by canagliflozin, as well as the top regulated genes identified from PC3 RNAseq datasets. All significant genes are represented by red dots, whereas genes with *p*-values larger than 2 (−log10(*p*-value)) are separated by a gray line and have an FDR *q*-value < 0.05. Positive log2 fold change indicating upregulated genes and negative indicating downregulated genes. **c** Waterfall plot from RNAseq analysis, depicts the most important biological processes controlled by canagliflozin, including the top 10 downregulated and upregulated Gene Ontology Biological Process (GOBP) pathways. The differentially expressed genes (DEGs) are with FDR *q*-value < 0.05. **d**–**g** Heatmap of RNAseq data (analyzed in triplicates A, B, C) illustrating differentially gene expression in PC3 cells after 24 h of treatment with 10 *μ*M canagliflozin with significant False Discovery Rate (FDR) *q*-value of > 0.05. Expression of genes related to (**d**) mitochondrial OxPhos, and organelle acidification V-ATPase, (**e**) MAPK, AKT/mTOR pathway (including the adaptor upstream genes and downstream transcription factors, (**f**) HIF1-**α** degradation-related genes, and (**g**) cell cycle phase transition and cell cycle progression. Heatmap gene expression is represented by normalized log2 feature-counts (with robust z-score). The blue to red scale represents downregulated to upregulated from −1 to 1.

Gene ontology (GO) analysis performed with the Gene Set Enrichment Analysis (GSEA) showed that 151 Gene Ontology Biological Processes (GOBP) were significantly upregulated and 55 downregulated by canagliflozin. 

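Genes of protein synthesis and the respiratory chain had higher values in PC3 cells with canagliflozin, as did cytokine and interferon response genes, and Wnt, MAP kinase and E2F genes had lower values. Of 76 cytosolic ribosomal protein genes, 71 were higher when adjusted over the list alone (0 over all genes), with a mean log2 fold change of 0.69. It was 0.40, 1.23 and 0.45 in CANA replicates A, B and C. Genes of complexes II to IV of the respiratory chain had a mean of 0.51 (19 of 29 higher when adjusted over the list alone), complex I 0.43 (3 of 42) and ATP synthase 0.46 (1 of 20). In all 3 groups replicate B was the highest, at 0.94, 0.85 and 0.92. Genes encoded in mitochondrial DNA differed less between replicates, at 0.35, 0.43 and 0.47 in A, B and C (10 of 13 higher when adjusted over the list alone), with ND2, a subunit of complex I, at 0.60. Mitochondrial ribosomal protein genes averaged 0.31, with 0.10, 0.71 and 0.11 in A, B and C. Without CANA replicate B limma called 20 of 75 higher and 2 lower over all genes (mean 0.11, camera adjusted p = 1.8e-04, and adjusted p = 0.192 with an estimated correlation). In the list of NF-kB targets and cytokines 7 genes were higher and 1 lower of 32 when adjusted over the list alone, among them CCL20 at 1.09 and the superoxide dismutase gene SOD2 at 0.50. In the interferon response 4 of 31 were higher, among them B2M, the light chain of class I molecules, at 0.62. Wnt pathway genes averaged -0.23 (-0.11, -0.41 and -0.16 in A, B and C, with WNT5A at -0.38, RNF43 at -0.61) and MAP kinase cascade genes -0.16 (-0.09, -0.31 and -0.08), with 0 of 36 and 0 of 42 past the test adjusted over the list alone. Leaving CANA replicate B out, limma called 0 Wnt genes higher and 9 lower over all genes, and 0 and 11 MAP kinase genes. The E2F family averaged -0.18 (-0.17, -0.23 and -0.14), with E2F2 alone lower of 10 when adjusted over the list alone. With the preset correlation of limma's camera the adjusted p was 2.4e-28 for ribosomal proteins, 6.6e-11 for complexes II to IV, 2.2e-10 for complex I, 2.3e-07 for ATP synthase and 1.9e-09 for the mitochondrial ribosome. It was 6.3e-08 for mitochondrially encoded genes, 3.6e-04 for NF-kB and cytokines, 5.4e-05 for the interferon response, 9.0e-06 for Wnt, 1.6e-04 for MAP kinases and 0.0236 for E2F. With an estimated correlation none of these calls held (adjusted p = 0.394 for ribosomal proteins, 0.456 for ATP synthase and 0.507 for the mitochondrial ribosome). The E2F call of limma's camera was lost without control replicate C (adjusted p = 0.0602) or CANA replicate A (0.0686), over leave-one-out values of 0.00834 to 0.0686. The mitosis list, which holds Aurora and Polo kinases, averaged -0.06 with 0 higher and 2 of 62 lower when adjusted over the list alone (GTSE1 and CCNF, limma's camera adjusted p = 0.103). Without CANA replicate B 20 were lower and 2 higher over all genes by limma (camera adjusted p = 0.00194, and adjusted p = 0.254 with an estimated correlation), and leaving out other libraries gave camera values up to 0.349. The TCA cycle list had a mean of 0.11 with 1 of 20 higher when adjusted over the list alone (SUCLG2, a subunit of succinyl-CoA ligase, at 0.42). Its adjusted p from limma's camera was 0.0946, and 0.0410 without CANA replicate C, over leave-one-out values up to 0.244.

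**Figure D2:**
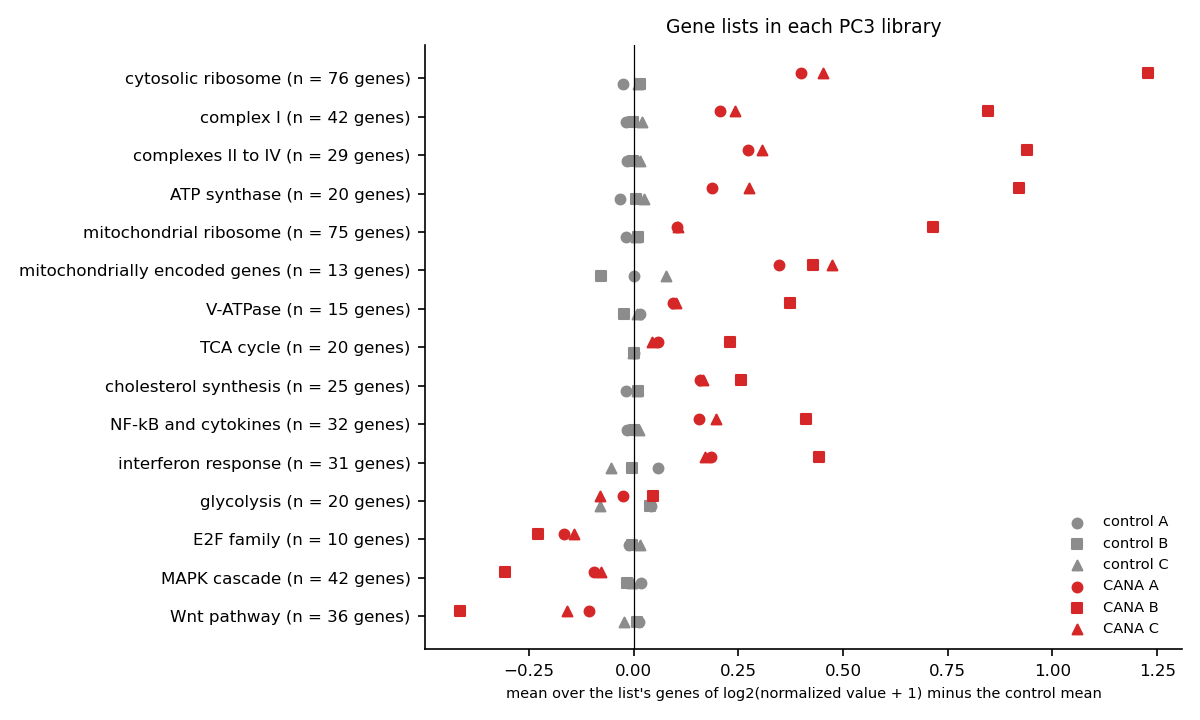
Mean over the genes of each of 15 lists of log2(normalized value + 1) minus the control mean (x axis), for each PC3 library. Grey points are control libraries and red points CANA libraries, with the replicate given by the symbol. For the ribosome list CANA replicate B lies at 1.23 and replicates A and C at 0.40 and 0.45.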

Examples of biological processes regulated significantly by canagliflozin alone include: i) downregulation of gene sets related to the Wnt pathway, Aurora and Polo kinases, angiogenesis, cell cycle regulation, growth factor (e.g., EGF, IGF-I, Insulin), Ras family small GTP-binding protein signaling pathway, involving MAPK pathways, E2F, and others; ii) upregulation of eukaryotic translation, oxidative phosphorylation (OxPhos), TCA cycle, ATP synthesis, mitochondrial function, ribosome biogenesis and immune response-related genes (Fig. 3c, see supplementary data file 1.xlsx for complete list).

RNAseq analysis revealed that canagliflozin at clinical achievable dose (10 μM), demonstrated dual effects on gene expression in PC3 cells. It mediated feedback upregulation of genes related to autophagy, organelle acidification V-ATPase (ATP6V-0E1, −1D, −1E1, −1G1, −1H), and genes encoding subunits of mitochondria respiratory chain enzymes [complex-I: (ND1, NDUFA1-FV2), complex-II (SDHB-D) and, complex-III (COX1-8A, UQCRB-RQ)] (Fig. 3d). In contrast, canagliflozin downregulated genes involved in the MAPK-H3 and mTORC1-p70S6k/4EBP1-related genes, including MAPK-Kinase-Kinase-11 (MAP3K11; an activator of B-Raf, Jun-N Terminal-kinase (JNK), Erk and p38 MAPK), MAPKs p38-alpha (MAPK14), and MAPK-Activated-Protein-kinase-3 (MAPKAPK3: a target of Erk1/2), Akt1, Akt2, ribosomal p90-S6-kinase (RPS6KA1) and PI3k regulatory (PIK3R1, PIK3R3) and catalytic (PI3KC3) subunits (Fig. 3e). 

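The V-ATPase and respiratory chain genes named here had higher values with canagliflozin in PC3 cells, and replicate B had the highest values for most of them. ATP6V1D, a subunit of the proton pump that acidifies lysosomes (ENSG00000100554, chromosome 14, 67294371 to 67360265), measured 4453 ± 781 normalized reads with canagliflozin and 3091 ± 152 in control cells (SD, n = 3 each, log2 fold change 0.51, SE 0.13). The log2 fold changes of the 5 named V-ATPase genes ran from 0.29 for ATP6V1H to 0.54 for ATP6V1G1, and the mean over the list of 15 V-ATPase genes was 0.09, 0.37 and 0.10 in replicates A, B and C. Mitochondrially encoded COX1 (chromosome M, 5904 to 7445) measured 141976 ± 6741 and 103983 ± 6234 normalized reads (SD, n = 3 each, log2 fold change 0.45, SE 0.091). UQCRQ, a nuclear gene for a subunit of complex III (ENSG00000164405, chromosome 5, 132866630 to 132868847), measured 3113 ± 1479 and 1660.0 ± 65.3 (log2 fold change 0.81, SE 0.28), with 2234, 4820.4 and 2285 in CANA replicates A, B and C. The 10 named respiratory chain genes ran from 0.21 (SDHC) to 0.81 (UQCRQ), and 10 of 10 had their CANA and control libraries apart. 0 of the 5 and 0 of the 10 passed limma's test over all genes and 6 libraries (smallest adjusted p = 0.247 and 0.236). Leaving CANA replicate B out, 4 of the 5 and 9 of the 10 were higher, with log2 changes of 0.20 to 0.37 and 0.15 to 0.46. Over 21 alternatives the adjusted p of single genes ran from 2.7e-08 to 0.592 for the V-ATPase genes and from 2.0e-13 to 0.948 for the respiratory chain genes. The value of 0.948 was that of ND1 by limma after a curve on transcript length and GC content was taken from each library. The study named these genes from the same libraries, so their counts are not independent evidence. Of 15 V-ATPase genes and 36 genes of autophagy and lysosomes listed from textbook knowledge, 0 and 0 passed limma's test when adjusted over the list alone. In the fit without CANA replicate B, 5 V-ATPase genes were higher and 0 lower over all genes, and 8 and 2 autophagy genes. By limma's camera the V-ATPase list had adjusted p = 0.0175 (adjusted p = 0.503 with an estimated correlation) and the autophagy list 0.117. The autophagy receptor TAX1BP1 had a log2 fold change of 0.31, GABARAP 0.39 and ATG9A -0.38.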

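Of the 9 kinase genes named here, 8 had lower mean values in PC3 cells with canagliflozin and 1, PIK3C3, had a higher one. MAP3K11 (ENSG00000173327, chromosome 11, 65597756 to 65615382) measured 2943 ± 159.7 normalized reads with canagliflozin and 3491 ± 126 in control cells (SD, n = 3 each, log2 fold change -0.25, SE 0.082). PIK3R3, a regulatory subunit of class I PI3-kinase (ENSG00000117461, chromosome 1, 46040140 to 46133036), measured 779 ± 101 and 1079.5 ± 29.5 (log2 fold change -0.48, SE 0.11). AKT1 (ENSG00000142208, chromosome 14, 104769349 to 104795751) measured 3965 ± 122 and 4469 ± 77.9 (log2 fold change -0.17, SE 0.075). PIK3C3, the class III PI3-kinase of autophagy and vesicle traffic (ENSG00000078142, chromosome 18, 41955234 to 42087830), measured 1101 ± 84.8 and 928 ± 9.92 (log2 fold change 0.24, SE 0.088). The log2 fold changes of MAPK14, MAPKAPK3, AKT2, RPS6KA1 and PIK3R1 were -0.23, -0.22, -0.22, -0.24 and -0.47. In all 9 genes the CANA libraries lay apart from the control libraries, and 0 passed limma's test over 6 libraries (adjusted p = 0.247 to 0.271). With CANA replicate B left out, 7 were lower and 1, PIK3C3, was higher at log2 0.31, AKT2 having a limma adjusted p = 0.0501. Over 21 alternatives the adjusted p of the 9 genes ran from 1.0e-04 to 0.823, the highest for AKT2 with the curve on transcript length and GC content taken away. The study chose these genes on the same libraries, which makes the count no independent evidence. In the list of PI3K, AKT and mTOR genes 0 of 30 passed the test adjusted over the list alone, with means of 0.00, -0.26 and -0.03 in CANA replicates A, B and C (limma's camera adjusted p = 0.117). In the fit without CANA replicate B, 4 of them were higher and 9 lower over all genes.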

Canagliflozin’s effects extended to regulating the expression of early signaling mediators and effectors of tyrosine kinase receptor pathways upstream of MAPKs and Akt, such as adaptor molecules IRS, SHC3 and GRB2, as well as small GTP-binding proteins involved in signal transduction (RAC2) and transcription factors such as EGR2, REST, ELK1, and E2F (including E2F2, E2F3, and E2F4).

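All 10 adaptor, GTPase and transcription factor genes named here had lower mean values in PC3 cells with canagliflozin, by log2 fold changes from -0.78 (EGR2) to -0.16 (GRB2). EGR2, an immediate early transcription factor (ENSG00000122877, chromosome 10, 62811996 to 62819167), measured 46.4 ± 6.19 normalized reads with canagliflozin and 81.3 ± 16.6 in control cells (SD, n = 3 each, log2 fold change SE 0.19). IRS1, which links insulin and IGF receptors to PI3-kinase (ENSG00000169047, chromosome 2, 226731312 to 226799820), measured 2293 ± 663 and 3201 ± 74.8 (log2 fold change -0.53, SE 0.21), with 2704, 1529 and 2646 in CANA replicates A, B and C. E2F2, a factor of S phase entry (ENSG00000007968, chromosome 1, 23506438 to 23531233), measured 191 ± 4.50 and 277 ± 15.8 (log2 fold change -0.53, SE 0.095). SHC3 had a log2 fold change of -0.50, RAC2 -0.16, REST -0.17 and E2F4 -0.19. In 10 of 10 genes the CANA libraries lay below the control libraries, and 0 passed limma's test over 6 libraries (adjusted p = 0.222 to 0.290). Leaving out CANA replicate B made 9 of 10 lower (REST had a limma adjusted p = 0.0586), and the IRS1 change went to -0.26. The adjusted p of these genes ran from 6.2e-05 to 0.597 over 21 alternatives, and the study selected them on these libraries, so the count is not independent evidence.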

Interestingly, we found that canagliflozin downregulated transcription of genes that enhance HIF-1α degradation such as Protein-Kinase C-alpha (*PRKCA*)^41^. This was associated with downregulation of genes that are directly regulated by HIF-1α, such as *VEGF* and *TGFB3*^12,42^ (Fig. 3f). Moreover, the drug increased expression of *ELOB*, *ELOC*, *RBX1*, and *VBP1* which participate in the formation of the VHL-box E3-ubiquitin ligase that targets HIF-1α for degradation^43^.

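In PC3 cells with canagliflozin, PRKCA, VEGFA and TGFB3 had lower mean values and the 4 genes of the VHL ubiquitin ligase complex named here had higher ones, and replicate B differed most from control for PRKCA and the ligase genes. PRKCA, a protein kinase C isoform (ENSG00000154229, chromosome 17, 66302613 to 66810743), measured 1583 ± 443 normalized reads with canagliflozin and 2203 ± 13.5 in control cells (SD, n = 3 each, log2 fold change -0.52, SE 0.20), with 1081 in replicate B. VEGFA, the main growth factor of blood vessels (ENSG00000112715, chromosome 6, 43770184 to 43786487), measured 5102 ± 369 and 6137 ± 108 (log2 fold change -0.27, SE 0.085). TGFB3 (ENSG00000119699, chromosome 14, 75958097 to 75983011) measured 152 ± 20.9 and 197 ± 14.7 (log2 fold change -0.38, SE 0.13). ELOC, the elongin C adaptor of the ligase (ENSG00000154582, chromosome 8, 73939169 to 73972307), measured 5244 ± 1351 and 3600.1 ± 89.2 (log2 fold change 0.51, SE 0.17). ELOB, RBX1 and VBP1 had log2 fold changes of 0.61, 0.53 and 0.42. 0 of the 7 passed limma's test over 6 libraries (adjusted p = 0.247 to 0.273), although the CANA and control libraries lay apart in all 7. In the absence of CANA replicate B the 4 ligase genes were higher by log2 0.23 to 0.31, PRKCA and VEGFA were lower by log2 changes of -0.27 and -0.21, and TGFB3 did not pass limma's test (adjusted p = 0.0533). Over 21 alternatives the adjusted p of the 7 ran from 2.0e-07 to 0.793, the highest for VBP1 with the curve on transcript length and GC content taken away. These 7 genes were chosen by the study on the same libraries and are not independent evidence. In the list of 9 VHL ligase genes 0 passed the test adjusted over the list alone (limma's camera adjusted p = 0.231), with list means of 0.01, 0.46 and 0.00 in CANA replicates A, B and C. Of 33 HIF-1 target genes 1 was higher when adjusted over the list alone and 0 were lower (limma's camera adjusted p = 0.285). With CANA replicate B left out, limma called 4 of the ligase genes higher and 1 lower over all genes, and 6 and 4 of the HIF-1 targets. HIF1A itself measured 14658 ± 2158 with canagliflozin and 15069 ± 698 in control cells (log2 fold change -0.05, SE 0.12, limma adjusted p = 0.816).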

Furthermore, canagliflozin mediated substantial modulation of key genes involved in DNA replication and cell cycle progression. Gene Ontology DEG sets of cell cycle phase transition (GO:0044770) and cell cycle progression (GO:0051726) were suppressed by canagliflozin. These included genes involved in G1-S transition (*CDC25A*, *MCMC2*, *CDK2* and *CDC20*), G2-M checkpoint (*GTSE1*, *CCNF* and *ATF5*), M-phase and overall cell cycle and DNA replication regulators (*PLK1*, *E2F* transcription factors, *CDCA8*, *POLD1*, *TIMELESS*), and sensors of cellular stress that actively regulate cell cycle (*MAPK14* and *GADD45B*) (Fig. 3g).

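Of 13 cell cycle genes named here other than the E2F factors, 12 had lower mean values in PC3 cells with canagliflozin, and GADD45B, a stress sensor that binds the kinase CDK1, had a higher one. CCNF, a cyclin of G2 phase (ENSG00000162063, chromosome 16, 2429394 to 2458854), measured 767 ± 88.4 normalized reads with canagliflozin and 1104 ± 57.2 in control cells (SD, n = 3 each, log2 fold change -0.53, SE 0.11). CDC25A, the phosphatase that activates CDK2 (ENSG00000164045, chromosome 3, 48157146 to 48188417), measured 969.9 ± 47.7 and 1239.5 ± 27.3 (log2 fold change -0.35, SE 0.081). PLK1, a kinase of mitotic entry (ENSG00000166851, chromosome 16, 23677656 to 23690367), measured 2439.7 ± 84.3 and 3099 ± 122 (log2 fold change -0.34, SE 0.078). GADD45B (ENSG00000099860, chromosome 19, 2476122 to 2478259) measured 858 ± 188 and 641 ± 62.6 (log2 fold change 0.40, SE 0.16). The log2 fold changes of CDC20, GTSE1, ATF5, CDCA8, MCM2, POLD1, TIMELESS and CDK2 were -0.33, -0.41, -0.31, -0.32, -0.26, -0.22, -0.21 and -0.19. 13 of 13 had their CANA and control libraries apart and 0 passed limma's test over 6 libraries (adjusted p = 0.236 to 0.269). With CANA replicate B left out, 11 were lower and 1 was higher, and TIMELESS had a limma adjusted p = 0.0555. Over 21 alternatives the adjusted p of the 13 genes ran from 6.9e-10 to 0.929, the highest for TIMELESS with the curve on transcript length and GC content taken away. The study chose these genes on these libraries, so their count is not independent evidence. The list of 60 DNA replication genes had 0 higher and 0 lower when adjusted over the list alone and a mean log2 fold change of 0.01 (limma's camera adjusted p = 0.851), with MCM5 at -0.33 and ORC3 at 0.39. With CANA replicate B left out 5 were higher and 17 lower over all genes by limma (camera adjusted p = 0.0906, the lowest of the leave-one-out values, which reached 0.945).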

These results illustrated the substantial complexity and involvement of multiple biological processes in canagliflozin’s mechanism of action. They demonstrate that within clinically achievable doses canagliflozin alone is able to suppress key molecular pathways supporting survival and tumor progression.

### Canagliflozin inhibits mitochondrial OxPhos and induces a metabolic stress response

Studies suggested that canagliflozin’s anti-tumor activity relies on glucose-uptake through SGLT2 in liver cancer^27^. However, other studies found that the anti-proliferative effects of canagliflozin are not influenced by glucose-update or the level of SGLT2 expression^44^. Papadopoli et al.^44^, found that Canagliflozin is a potent inhibitor of mitochondrial respiration and total ATP production in human breast cancer cells. In their study, Papadopoli et al. ^44^, did not detect complex-I inhibition in isolated mitochondria derived from murine tissue, but rather complex-II, indicating a potential differential sensitivity of complex I to canagliflozin between mammalian species. Further, they detected inhibition of glutamine metabolism in breast cancer in response to the drug^44^. Nevertheless, we have shown that extracellular levels of glucose or pyruvate supplementation do not reverse canagliflozin’s anti-tumor activity in PC, while drug action is inhibited by the expression of biguanide insensitive *Saccharomyces cerevisiae* complex-I core subunit NADH dehydrogenase (ND1)^26^, demonstrating the dependence of canagliflozin action on complex-I activity. Further, the work of our group and others showed that canagliflozin inhibits specifically complex-I but not complex II-IV^45^.

Based on those earlier observations, we examined next the effect of the drug on respiration of untreated and irradiated PC cells. Canagliflozin suppressed significantly (*p* < 0.0001) the basal and maximal oxygen consumption rate (OCR) as well as the estimated mitochondria-linked ATP production, in non-irradiated and irradiated cells. Figure 4a–c illustrates data normalized for cellular content (see Fig. s3a-b for raw OCR curves). Radiotherapy significantly (*p* < 0.0001) enhanced basal and maximal OCR and estimated mitochondria-linked ATP production (at 8 Gy), but canagliflozin was able to effectively abrogate these events (Fig. 4a–c). Consistent with increased OCR, radiotherapy appeared to suppress basal extracellular acidification (ECAR) rates. However, despite blockade of mitochondrial respiration, canagliflozin did not alter ECAR in either control or irradiated cells (Fig. 4d). The OCR/ECAR ratio, a marker of metabolic phenotype, was enhanced by radiotherapy but this was blocked by canagliflozin (Fig. 4e).

**Fig. 4:**
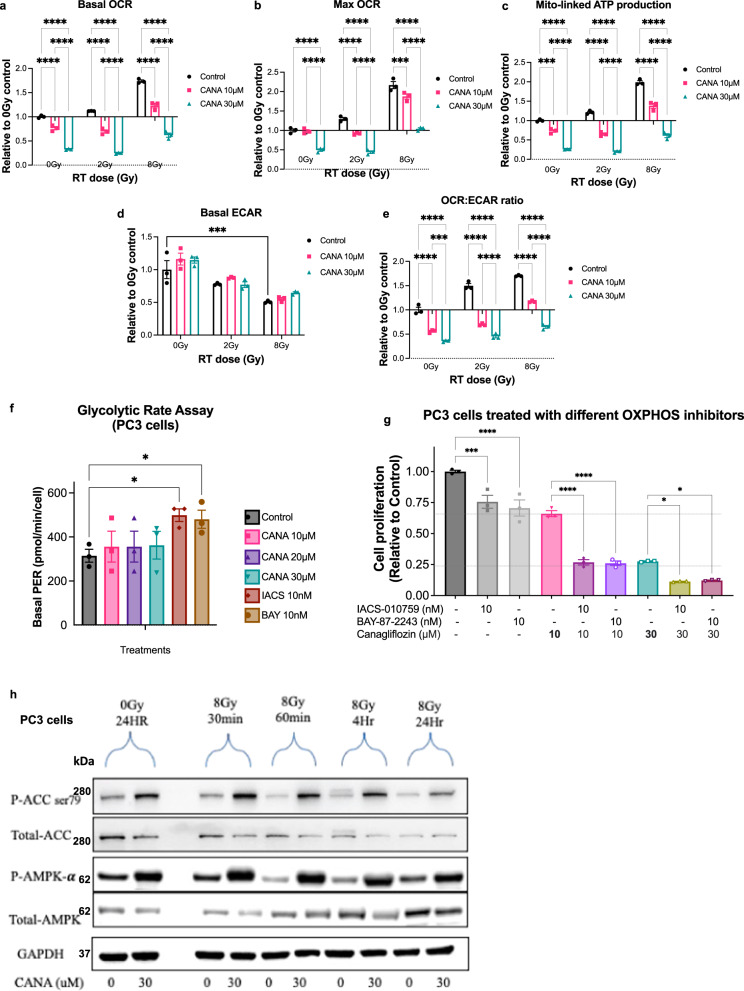
Regulation of mitochondrial respiration by canagliflozin (CANA) in PC3 cells. Effects of canagliflozin and radiation (RT) treatments on (**a**) basal OCR, (**b**) maximum OCR, (**c**) mitochondrial linked-ATP production, (**d**) basal ECAR, and (**e**) OCR:ECAR ratio. The data were normalized to cell content, and then expressed as a mean average to 0 Gy control. A two-way ANOVA with the post hoc Tukey’s multiple comparisons test was used to determine the significant difference between groups, asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. **f** Glycolytic challenge basal proton efflux rate (PER) and (**g**) cell proliferation assay for canagliflozin compared to other two OxPhos complex-I inhibitors, and IACS-010759. Ordinary one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test was performed, to determine if there were significant changes between the treatment and control groups. Activation of metabolic stress pathways. **h** Immunoblotting assay for ACC (total), phosphorylated-ACC(Ser^79^), AMPK-α(total), and phosphorylated AMPK-α(Thr^172^). The vertically stacked strips of bands presented in the figure panels are not all derived from a single membrane. The significance of the time course experiment at each treatment dosage was determined using a two-way analysis of variance (ANOVA), asterisks represent of *p* value, *p < 0.05, and **p < 0.01. The data show mean ± SEM; *n* = 3.

The inhibition of OCR observed in response to canagliflozin treatment is likely responsible for the induction of genes encoding subunits of mitochondria respiratory chain enzymes and part of a feedback response (Fig. 3d). On the other hand, the lack of significant change in ECAR rate is consistent with the lack of upregulation of glycolysis related genes (Fig. s3c). 

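Respiratory chain genes of both genomes had higher values in PC3 cells after 24 h with canagliflozin. Among nuclear genes NDUFA1, a small subunit of complex I (ENSG00000125356, chromosome X, 119871832 to 119876662), measured 3096 ± 1148 normalized reads with canagliflozin and 1845 ± 26.9 in control cells (SD, n = 3 each), with 2377, 4420.5 and 2492 in replicates A, B and C. Among mitochondrial genes ND1 (chromosome M, 3307 to 4262) measured 41578 ± 3147 and 34246 ± 2186 (SD, n = 3 each). Mitochondrial messenger RNA took 2.93%, 2.76% and 3.11% of the reads in CANA replicates A, B and C and 2.10% to 2.36% in the control libraries. Without CANA replicate B, 26 of 42 complex I genes, 22 of 29 genes of complexes II to IV and 15 of 20 ATP synthase genes were higher by limma over all genes and 0 of each were lower. When adjusted over the list alone, 28, 23 and 16 were higher and 0, 2 and 0 lower. Mean log2 changes were 0.22, 0.29 and 0.23. With an estimated correlation the adjusted p of the 3 lists in these 5 libraries was 0.102, 0.102 and 0.158. In the paper's reasoning the lower oxygen consumption comes first. Its respiration assays were made at a later time after treatment than the RNA was taken, so these data do not show which change came first. From the lower respiration rate of the treated cells (Fig. 4) and the higher transcripts of respiratory chain subunits (Fig. 3d), the paper proposes that inhibited respiration leads the cells to make more of these transcripts as a feedback response.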

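Glycolysis genes went both ways in PC3 cells with canagliflozin. The phosphofructokinase gene PFKP had a log2 fold change of -0.28, hexokinase HK1 -0.20, pyruvate kinase PKM -0.16 and the lactate dehydrogenase gene LDHB 0.45. Of 20 glycolysis genes 0 were higher and 0 lower by limma, both over all genes and adjusted over the list alone, and 8 had a positive log2 fold change. Their mean log2 fold change was -0.02 (limma's camera adjusted p = 0.461), and it was -0.02, 0.05 and -0.08 in CANA replicates A, B and C. Without CANA replicate B, 1 was higher and 2 were lower over all genes by limma (camera adjusted p = 0.123, leave-one-out values 0.123 to 0.955).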

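The monocarboxylate transporter family gene SLC16A14 (ENSG00000163053, chromosome 2, 230034982 to 230068993) measured 868 ± 0.973 normalized reads (SD, n = 3) in PC3 cells with canagliflozin and 1008 ± 26.5 (SD, n = 3) in control cells. Its log2 fold change was -0.22 (SE 0.076, adjusted p = 0.248 from limma over 6 libraries), and its 3 CANA libraries lay below the 3 control libraries. SLC16A14 was lower without CANA replicate B (log2 change -0.22, limma adjusted p = 0.0167), and over 21 alternatives its adjusted p ran from 0.00801 to 0.592.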

Interestingly, canagliflozin suppressed the expression of a number of transporter genes including SLC16A14, a gene believed to facilitate transport of H^+^ and monocarboxylates, like lactate, across the plasma membrane^46^ (Fig. s3c).

To determine whether canagliflozin mediates its action solely through OxPhos inhibition, we compared its anti-proliferative activity to that of two specific OxPhos complex-I inhibitors, BAY-87-2243^47^ and IACS-010759^48^. At widely used doses, these agents significantly suppressed OCR in glycolytic rate bio-analyzer assays (Fig. s3e). However, unlike canagliflozin, BAY-87-2243 and IACS-010759 significantly increased the proton efflux rate (PER) (Fig. 4f). Despite more effective suppression of OCR, we observed a limited 30-40% inhibition of PC3 cell proliferation by these agents, compared to 45% and 80% with 10 or 30 μM canagliflozin, respectively. Further, canagliflozin induced additional anti-proliferative efficacy when combined with BAY-87-2243 and IACS-010759 (Fig. 4g).

We hypothesized that metabolic stress induced by canagliflozin mediates activation of AMPK in both untreated and irradiated cells. As we observed earlier^49^, radiotherapy increased the total AMPK-α subunit levels over the first 24-30 h post-treatment. Canagliflozin increased and activated P-AMPK-α(Thr^172^). This activation was associated with increased P-ACC(Ser^79^), a specific target of AMPK inhibiting ACC (Figs. 4h and s3d). Total ACC and P-ACC(Ser^79^) levels diminished in cultured irradiated cells over 24 h. However, in xenografts a single fraction of radiotherapy and daily animal treatment with canagliflozin caused chronic induction of P-ACC(Ser^79^) and combined treatment increased this more consistently (Fig. 2i). These findings demonstrate canagliflozin’s ability to suppress de novo lipogenesis in untreated and irradiated PC cells and tumors, a pathway vital to cancer growth and survival.

Taken together, this work shows that radiotherapy enhances OCR and reliance on oxidative metabolism (OCR/ECAR ratio) in PC cells but canagliflozin blocks OCR mediating a mild metabolic stress state. This is associated with the activation of metabolic stress signaling (AMPK) and feedback induction of OxPhos genes. Unlike, the investigational specific OxPhos inhibitors (BAY-87-2243 and IACS-010759) canagliflozin inhibits OxPhos without increasing extracellular acidification/proton efflux rates or glycolytic gene expression. This finding is indeed intriguing given the established role of glycolysis in cancer cell survival. Canagliflozin has additive anti-proliferative efficacy over specific OxPhos inhibitors indicating that this drug engages additional molecular pathways in its anti-proliferative action beyond metabolic stress signals.

The enhancement of PC cell mitochondrial respiration by radiotherapy we observed here is consistent with our previous reports^50^ and work of other groups indicating a potential dependence of irradiated cells on mitochondrial respiration^51^. This could result in a specific sensitivity of irradiated cells to mitochondrial inhibitors and the generation of a niche for synthetic lethality when OxPhos inhibitors are combined with radiotherapy.

Activation of AMPK and inhibition of ACC could contribute to canagliflozin’s tumor suppressor activity. However, earlier we found that canagliflozin’s anti-proliferative activity remained intact in cells expressing dual knock-in of ACC lacking the AMPK regulatory phosphorylation sites Ser^79/212^/Ala, suggesting suppression of cell growth by canagliflozin is not dependent on inhibitory regulation of ACC by AMPK^26^. Further, expression of dominant-negative AMPK-α1-subunit, or β1-subunit knockout, mediated minimal reversal of canagliflozin’s anti-proliferative action^26^. Nevertheless, given that PC3 cells also express AMPK-α2- and β2 subunits^49^ that can support assembly of functional AMPK-α2/β2/γ1−2 complexes, AMPK heterotrimers may still be involved in canagliflozin’s anti-tumor activity.

### Canagliflozin blocks growth factor signal transduction

In PC cells, canagliflozin induced sustained inhibitory P-Raptor(Ser^792^), a specific AMPK target that inhibits mTORC1^52^. Interestingly, P-Akt(Ser^473^), a target of the mTORC2 complex, involved in the activation of this enzyme, was inhibited by canagliflozin, without a consistent effect on the P-Akt(Thr^308^). Further, the drug blocked P-mTOR(Ser^2448^), a target of Akt^53^ and reduced or abolished activating phosphorylation events of mTORC1 effectors including p70^S6k^, S6 and 4EBP1 in both non-irradiated (control) and irradiated cells (2 and 8 Gy), (Fig. 5a, b). These results highlight canagliflozin’s potential to suppress the vital mTOR-protein synthesis axis in PC cells.

**Fig. 5:**
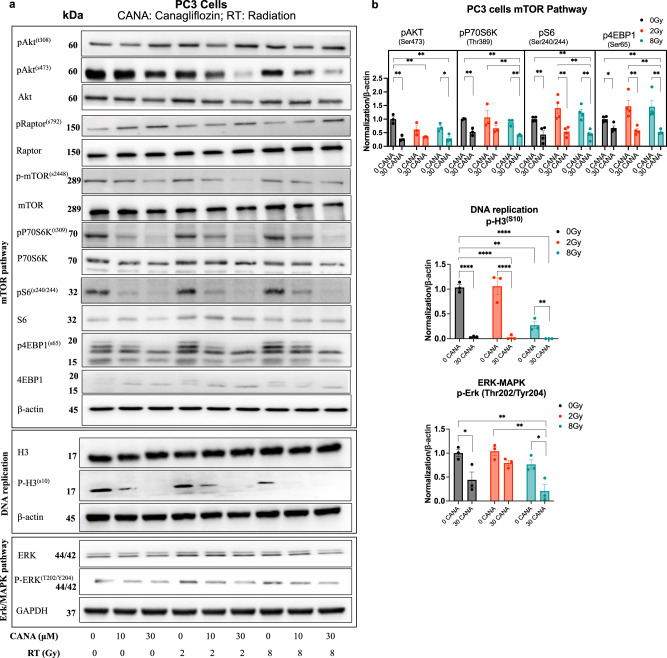
Modulation of the Akt/mTOR-p70^S6k^/4EBP1, DNA replication and MAPK pathways. **a** Several markers of the mTOR, DNA replication, and MAPK pathways were immunoblotted in PC3 cells treated with canagliflozin (CANA) (10–30 *μ*M), radiation (RT) (0–8 Gy), or the combination (CANA + RT). **b** Immunoblotting quantification of phosphorylated protein levels and normalized to β-actin. Data are shown as Mean ± SEM; *n* = 3. The vertically stacked strips of bands presented in the figure panels are not all derived from a single membrane. A two-way ANOVA with post hoc Tukey’s multiple comparisons test was used for comparisons, asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

P-H3(Ser^10^) is a well-described target of extracellular signal-regulated kinase (Erk)-MAPK^54^. Canagliflozin suppressed P-H3(Ser^10^) in PC3 cells without affecting total H3 levels (Fig. 5a, b, *p* < 0.0001). Radiation reduced P-H3(Ser^10^) levels but canagliflozin suppressed P-H3(Ser^10^) levels even further in irradiated cells. This is consistent with the results of (Fig. 2g, h) illustrating that in PC3 and 22RV1 tumors, canagliflozin in combination with radiotherapy significantly decreased P-H3(Ser^10^). The drug showed similar efficacy in suppressing P-Erk1/2(Thr^202^/Tyr^204^) in control and irradiated cells, which are recognized activating phosphorylation sites on the two kinases by upstream effectors^55^, (Fig. 5a, b). These results are congruent with the upregulation of *DUSP5* by canagliflozin, a nuclear MAPK phosphatase and the observed downregulation of MAPK-, mTORC1- related genes and upstream adaptor molecules (Fig. 3e).

The observed findings suggest that canagliflozin exerts wide inhibitory control on both transcriptional and post-translational events in growth factor signal transduction pathways.

### Canagliflozin regulates PC growth through HIF-1α suppression

HIF-1α is a key regulator of glycolysis, survival, and radio-resistance pathways in cancer cells^14,16^. Cellular HIF-1α levels normally remain low during normoxia through hydroxylation, which flags HIF-1α for proteasome degradation initiated by the E3-ubiquitin ligase complex^43^. Since, the Akt-mTORC1 pathway regulates HIF-1α translation^12^, and our RNAseq interestingly determined that canagliflozin upregulated transcription of genes that enhance HIF-1α degradation via induction of E3-ubiquitin ligase complex related genes, we analyzed HIF-1α protein levels after drug and radiotherapy treatment. Canagliflozin suppressed HIF-1α levels in control PC cells (*p* < 0.0001) and helped reduce its levels further in irradiated cells (*p* < 0.0001) (Fig. 6a, b). Overall, our results suggest a dual mechanism by canagliflozin to eliminate HIF-1α levels through, i) suppression of synthesis by inhibition of mTOR-protein synthesis axis and ii) enhancement of degradation via ubiquitination through the E3-ubiquitin ligase complex, which is not directly regulated by AMPK and mTORC1. This dual mechanism can have far reaching effects on tumor progression and survival.

**Fig. 6:**
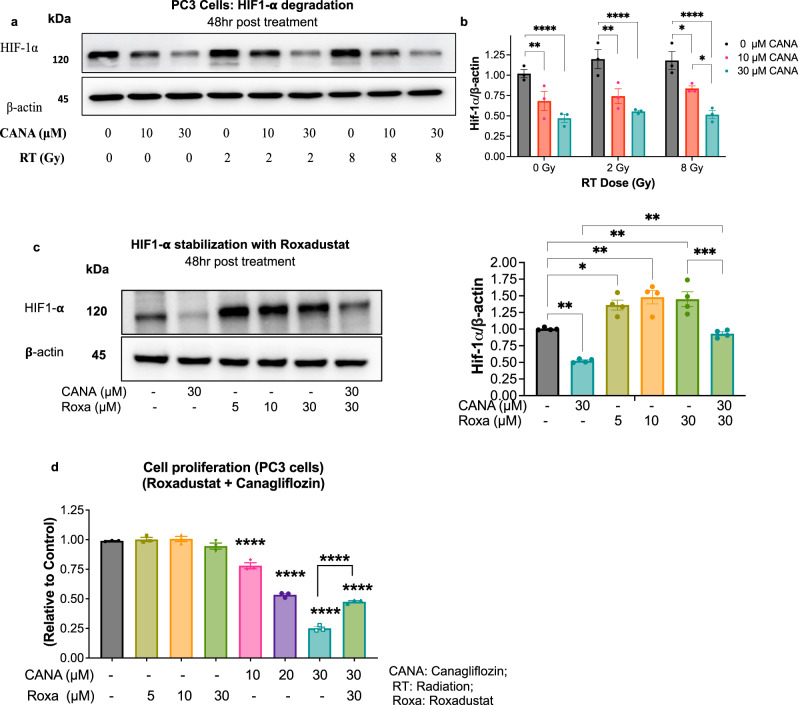
Regulation of HIF1 pathway in prostate cancer (PC). **a** Immunoblotting assay for HIF-1α in PC3 cells treated with canagliflozin (CANA) (10–30 *μ*M), radiation (0–8 Gy), or the combination (CANA + RT), (**b**) and its normalization to β-actin, n = 3. Two-way ANOVA were used for comparisons between groups. **c** immunoblotting, quantification, and (**d**) cell proliferation assay with Roxadustat (Roxa) (5–30 *μ*M, a hydroxylase inhibitor that stabilize HIF-1α), canagliflozin (30 *μ*M), and the combination (Roxa/CANA (30 *μ*M/30 *μ*M)) to evaluate HIF-1α activity in PC3 cells, *n* = 3. Ordinary one-way ANOVA with the post hoc Tukey’s multiple comparisons test was used for comparisons, asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. The data show Mean ± SEM; *n* = 3.

To address the significance of HIF-1α regulation by canagliflozin in the mechanism of drug action, we examined canagliflozin in combination with the clinically used prolyl-hydroxylase (PDH) inhibitor Roxadustat^56^, which blocks HIF-1α degradation. Canagliflozin reduced HIF-1α levels but Roxadustat (5–30 μM) enhanced baseline levels of HIF-1α in PC3 cells and prevented HIF-1α downregulation in canagliflozin-treated cells (Fig. 6c). Roxadustat mediated partial but significant reversal (25%, *p* < 0.0001) of canagliflozin-mediated inhibition of proliferation in cells treated with combined therapy (Canagliflozin+Roxadustat) (Fig. 6d).

These results show that HIF-1α suppression is indeed involved in the mechanism of canagliflozin’s anti-tumor activity. These findings agree with observations in hepatocellular carcinoma models^36^.

### Regulation of cell cycle by canagliflozin

Based on our RNAseq results, we observed a significant downregulation of genes involved in cell cycle progression. Considering these findings, we examined canagliflozin’s effects on cell cycle and cycle checkpoint regulators. Immunoblotting of PC3 lysates showed that canagliflozin induces the expression of cyclin-dependent kinase inhibitors p27^kip1^ and p21^cip1^, mediating G1/S and G2/M checkpoints (Fig. 7a). For that, we analyzed the cell cycle with flow cytometry. Canagliflozin did not significantly change the cell cycle distribution of non-irradiated PC3 cells but led to G1 phase arrest and reduction in cells found at the G2/M checkpoint (Fig. 7b). Interestingly, canagliflozin triggered G1 arrest (*p* = 0.0423) and decreased S phase cells in non-irradiated 22RV1 cells but also caused significant redistribution of cells in G2/M (*p* = 0.0037) and reduced S1 phase cells in irradiated 22RV1 (Fig. 7c). In agreement with these findings, canagliflozin increased p21^cip1^ levels in 22RV1 cells, which was potentiated in irradiated 22RV1 cells (Fig. 7d) compared to PC3 (Fig. 7a). We examined whether the canagliflozin-mediated regulation of p21^cip1^ was associated with events leading to p53 stabilization and activity, such as p53 phosphorylation on P-p53(Ser^15^), induced by ATM in response to DNA damage. Radiotherapy induced rapid P-p53(Ser^15^) and maintained this effect long-term, but canagliflozin did not alter the levels of Ser^15^ phosphorylation on p53 over this time course (Fig. 7d).

**Fig. 7:**
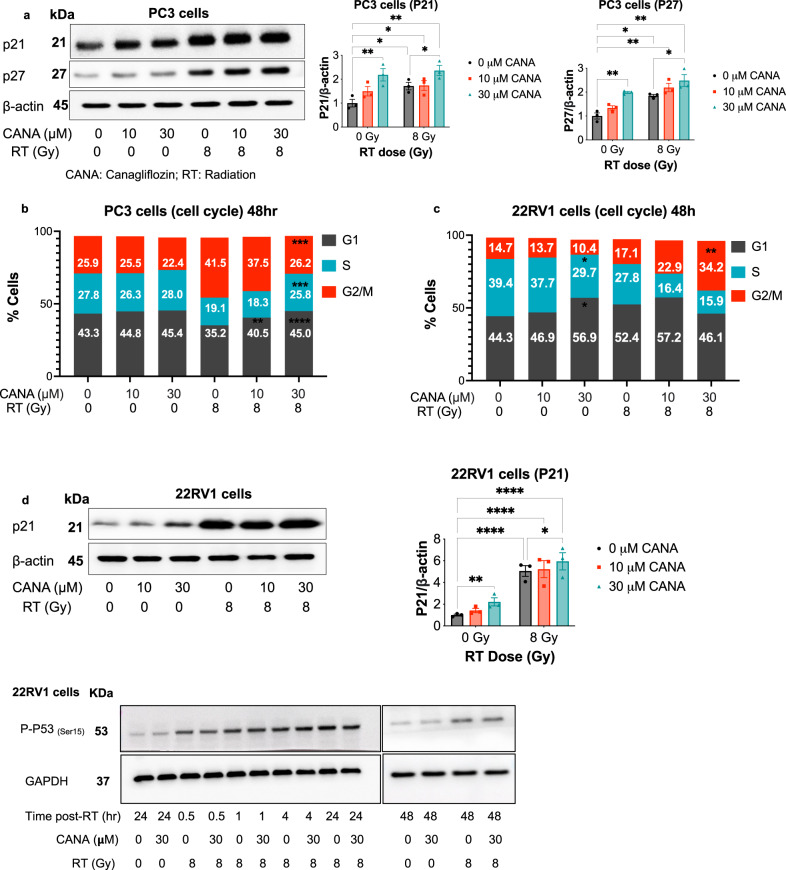
Cell cycle regulation. **a** Immunoblotting and quantification of cell cycle checkpoints in PC3 cells. **b** Cell cycle analysis of PC3 cells, and (**c**) 22RV1 cells treated with canagliflozin (0–30 *μ*M) and/or radiation (RT) (0–8 Gy). **d** Immunoblotting and quantification of cell cycle checkpoints in 22RV1 cells. Two-way ANOVA with the post hoc Tukey’s multiple comparisons test was used for comparisons between groups. asterisks represent of *p* value, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Data are shown as Mean ± SEM; *n* = 3.

The differential regulation of the cell cycle by canagliflozin in PC3 vs 22RV1 cells may be related to a lack of TP53 activity in the former line, which mediates cell cycle checkpoints in response to Radiotherapy. The G2/M checkpoint is a well described radio-sensitive phase of the cell cycle^57^. The observed increased redistribution of 22RV1 cells into the G2/M phase correlates well with detection of improved synergy between canagliflozin and radiotherapy in suppressing clonogenic survival in 22RV1 cells compared to observed additivity in PC3 cells (HAS scores 17.05 vs 3.89, respectively, Fig. 1k–l). This indicates a potential for canagliflozin to provide radio-sensitizing activity in cells with intact p53 activity. Nevertheless, differential regulation of the cell cycle by canagliflozin did not translate to significantly different anti-proliferative and tumor suppressive efficacy in irradiated tissue cultures and xenografts of the two models.

Based on these findings we conclude that cell cycle regulation is unlikely to be a key pathway in mediating drug action when canagliflozin is combined with radiotherapy.

### Transcriptional reprogramming in irradiated cells: Canagliflozin induces mitochondria metabolism and p53 pathway and suppresses the cell cycle progression and DNA replication genes

The above observations indicated the value of understanding canagliflozin’s efficacy in regulating gene expression in irradiated cells. We performed another RNAseq analysis with 22RV1 cells, a radio-sensitive PC line (see Fig. 1), 24 h after canagliflozin (10 μM), radiotherapy (5 Gy) or combined treatment. 

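The 22RV1 experiment has 4 groups of 3 libraries each (replicates A, B and C): control cells, cells with 10 µM canagliflozin, cells irradiated with 5 Gy (RT) and cells given both (CANA + RT), all taken 24 h after treatment. The authors aligned and counted the reads as for the PC3 cells, and their deposited values are rlog values from DESeq2. On this log2 scale differences are drawn towards 0, most of all for genes with few reads, so that the log2 changes below are smaller than those of reads would be. This holds for abundant genes too. For GDF15 the authors' deposited log2 change for CANA + RT against RT is 0.56, larger than the rlog change given below. The tables of the comparisons share libraries and were joined into 1 matrix of 12 libraries, in which repeated values differ by at most 5.0e-09. The genes with a gene symbol and a mean rlog of at least 3 were compared by limma in each comparison with its own 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. The first principal component took 83.4% of the variance and parted the 6 irradiated from the 6 other libraries. On the second component, with 3.69% of the variance, the CANA + RT libraries scored -4.19 to -2.32 and the RT libraries 3.02 to 4.08.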

The number of significantly upregulated vs downregulated genes by canagliflozin, radiotherapy and combined treatment, were 135 vs 92, 4159 vs 4348 and 4215 vs 4360 compared to control, respectively. 

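Irradiation changed 8189 of 14562 genes in 22RV1 cells within 24 h at an adjusted p under 0.05, and with canagliflozin alone 0 genes passed. The paper's counts for RT and CANA + RT are those of the authors' deposited DESeq2 tables at an unadjusted p under 0.05. At an adjusted p under 0.05 these tables hold 3709 higher and 3922 lower for RT, and 3761 and 3932 for CANA + RT. For canagliflozin alone they hold 137 and 90 unadjusted, near the paper's counts, and 0 and 0 adjusted. Among the largest rises after RT were those of the axon guidance receptor ROBO3 (log2 change 1.75, SE 0.054), the membrane linker MSN (1.57, SE 0.037), the lipoprotein receptor LRP1 (1.55, SE 0.045) and the p53 target PHLDA3 (1.44, SE 0.038). Among the largest falls were those of SUSD2 (-2.04, SE 0.049), DOCK8 (-1.74, SE 0.032), the S phase gene FAM111B (-1.65, SE 0.052) and the plasminogen activator PLAT (-1.64, SE 0.050). By limma 4022 genes were higher and 4167 lower after RT (4312 and 4456 at an unadjusted p under 0.05), of which 394 and 228 differ by a log2 change of at least 0.5. The 3 RT libraries lay apart from the 3 control libraries in 61.0% of the genes, where chance gives 10%. For CANA + RT against control it called 4115 higher and 4196 lower (4413 and 4504 at an unadjusted p under 0.05), with the libraries apart in 61.9% of the genes. With canagliflozin alone limma called 0 higher and 0 lower (174 and 125 at an unadjusted p under 0.05, where chance gives 727.8 in all). The authors' deposited p-values adjusted again gave 0 and 0, and the libraries lay apart in 6.35% of the genes. After the group means were taken away, control replicate B correlated with CANA replicate A at 0.433 and control replicate C with CANA replicate C at 0.430. The test does not take up such shared structure, and whether it lowered these counts was not tested. With 1 library left out in turn, limma called 3528 to 3840 genes higher and 3635 to 4095 lower after RT, and canagliflozin alone gave 0 higher and at most 1 lower. A planted-change trial used values simulated from the means and spread of these 3 + 3 libraries. In it limma found 40% of genes shifted by 0.2 and 92% of those shifted by 0.4 for canagliflozin alone, so that changes of 0.2 or less were mostly missed.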

A total of 982 genes were differentially downregulated and 939 genes were upregulated in irradiated cells with the addition of canagliflozin (Fig. 8a, see Fig. s4a: for a complete description of data including results on transcript levels in untreated and canagliflozin alone treated cells). 

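Canagliflozin raised DDIT4, NUPR1 and CYP1A1 and lowered TXNIP, KLF10 and CLSPN among other genes in irradiated 22RV1 cells. The stress-induced mTOR inhibitor DDIT4 (ENSG00000168209, chromosome 10, 72273919 to 72276036) rose from 11.51 ± 0.080 with RT to 11.84 ± 0.032 with CANA + RT in mean rlog (SD, n = 3 each, log2 change 0.32, SE 0.028). NUPR1, a chromatin factor of the same response, rose by 0.28 (SE 0.025). CYP1A1 rose by 0.28 (SE 0.034), SPOCK2 by 0.28 (SE 0.029), COLCA1 by 0.26 (SE 0.033) and the transcription factor KLF15 by 0.26 (SE 0.045). TXNIP went from 13.36 ± 0.16 to 12.97 ± 0.12 (SD, n = 3 each, log2 change -0.39, SE 0.045) after RT alone had raised it by 1.26. Its relative ARRDC4 had a change of -0.35 (SE 0.050). Further changes were -0.36 in KLF10 (SE 0.035), -0.32 in EPHA7 (SE 0.030) and -0.32 in the DNA methylation factor UHRF1 (SE 0.041). They were -0.28 in the replication checkpoint gene CLSPN (SE 0.037), -0.27 in PABPC4L (SE 0.051) and -0.27 in CAV1 (SE 0.052). By limma 670 genes were higher and 523 lower with CANA + RT than with RT (1588 and 1610 at an unadjusted p under 0.05), with a median absolute log2 change of 0.12 among them. The libraries of the 2 groups lay apart in 24.8% of the genes, where chance gives 10%. Several settings lowered these counts by over 1.5 times. Without the trend of spread with level limma called 110 and 93, without the minimum level 227 and 108, with the spread of all 12 libraries 204 and 170, and the authors' deposited p-values adjusted again gave 200 and 155. With 1 library left out in turn the counts were 355 to 762 higher and 233 to 570 lower, lowest without RT replicate B. For TXNIP the adjusted p ran from 4.3e-18 to 0.240 over 15 alternatives, and the call was lost with the authors' deposited p-values adjusted again (0.240) and without the minimum level (0.0562).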

The volcano plot (Fig. 8b) illustrates DEGs in response to canagliflozin treatment in irradiated 22RV1 cells (FDRq<0.05). 

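GDF15 and CDKN1A rose with canagliflozin in each irradiated 22RV1 replicate. GDF15, a stress cytokine of the TGF-beta family (ENSG00000130513, chromosome 19, 18374731 to 18389176), rose from 12.60 ± 0.032 with RT to 12.98 ± 0.013 with CANA + RT in mean rlog (SD, n = 3 each, log2 change 0.38, SE 0.022), after RT alone had raised it by 0.42 over control. CDKN1A, the p53 target that stops cyclin-dependent kinases (ENSG00000124762, chromosome 6, 36676460 to 36687337), rose from 13.82 ± 0.052 to 14.07 ± 0.052 (SD, n = 3 each, log2 change 0.25, SE 0.025), after 1.06 with RT alone. By limma the adjusted p was 2.5e-14 for GDF15 and 2.0e-08 for CDKN1A. Over the alternatives it ran from 3.1e-18 to 0.00216 and 4.3e-13 to 0.0199. By p among genes with a positive change GDF15 ranked 1 of 7029 and CDKN1A 5.

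**Figure D3:**
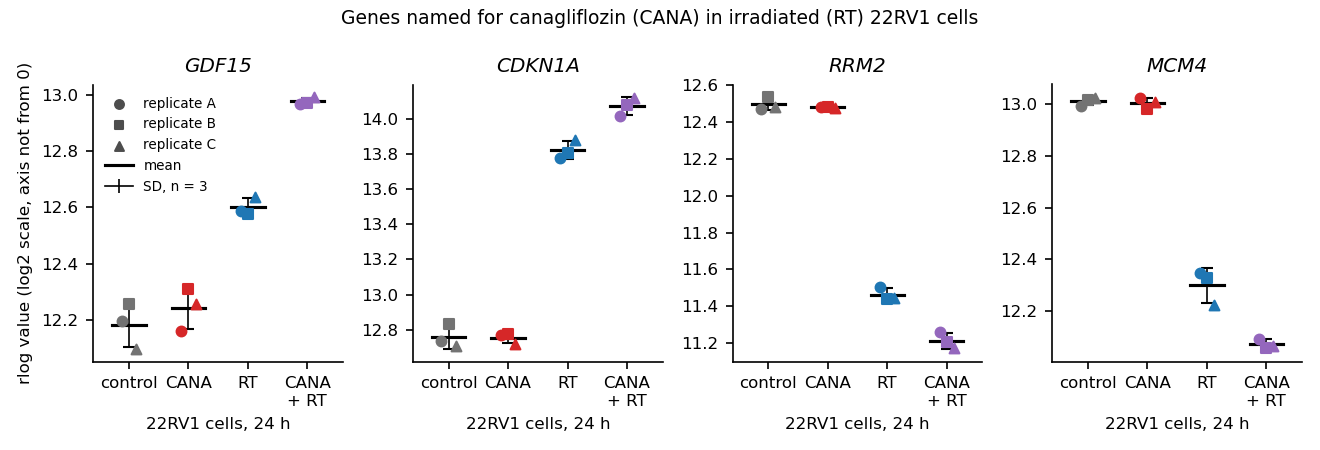
rlog value per library (y axis, not from 0) of GDF15, CDKN1A, RRM2 and MCM4 in control, CANA, RT and CANA + RT 22RV1 cells. Each point is a library, with the group mean and SD (n = 3).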

The cytokine growth and differentiation factor-15 (*GDF15*), the ribosomal protein S17 (*RPS17*) and the p21^cip1^ gene (*CDKN1A*) were the most significantly upregulated genes by canagliflozin in irradiated cells (FDRq=5.5 × 10^−17^, 2.7 × 10^−14^, 2.3 × 10^−11^, respectively). On the other hand, *RRM2*, a Ribonucleotide Reductase Regulatory Member M2 gene that supports DNA synthesis, and *MCM4*, a subunit of the crucial replicative helicase MCM complex that unwinds DNA forks during DNA replication, were the most significantly downregulated genes by canagliflozin in irradiated cells (FDRq=8.3 × 10^−15^, 8.9 × 10^−12^, respectively). 

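RRM2 and MCM4 fell with canagliflozin in every irradiated 22RV1 replicate, beyond the fall that RT alone caused. RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10211725) went from 12.50 ± 0.034 in control cells to 11.46 ± 0.034 with RT and 11.21 ± 0.044 with CANA + RT in mean rlog (SD, n = 3 each). MCM4 (ENSG00000104738, chromosome 8, 47960185 to 47978160) went from 13.01 ± 0.016 to 12.30 ± 0.067 and 12.07 ± 0.019 in the same order. For CANA + RT against RT the log2 changes were -0.25 for RRM2 (SE 0.026, limma adjusted p = 3.5e-08, 6.3e-15 to 0.0155 over the alternatives) and -0.23 for MCM4 (SE 0.025, limma adjusted p = 1.6e-07, 8.3e-12 to 0.0259 over the alternatives). By p RRM2 ranked 3 and MCM4 5 of 7514 genes with a negative change. Without RT their changes with canagliflozin were -0.02 and -0.01, and the difference between the drug's effects with and without RT passed limma's test for both (RRM2 -0.23, SE 0.041, adjusted p = 0.0233, and MCM4 -0.22, SE 0.042, adjusted p = 0.0293). This difference depends on the fit. Genes with a lower difference numbered 7 in all, and limma called 0 without the trend of spread with level (740 at an unadjusted p under 0.05). It also called 0 without control replicate A (638), RT replicate B (624) or CANA + RT replicate C (624). Of 100 splits of the 12 libraries 7 gave as many calls, so chance is not excluded.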

GO analysis (using GSEA) showed that 155 GO biological pathways were upregulated and 132 were downregulated significantly (FDRq < 0.05) by canagliflozin in irradiated cells. 

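In irradiated 22RV1 cells canagliflozin lowered many genes of DNA replication and some of homologous recombination, the E2F family and mitosis, and the change across genes followed transcript length (Spearman correlation -0.39). Of 60 DNA replication genes 29 were lower and 0 higher (41 and 0 when adjusted over the list alone), with a mean log2 change of -0.11 and with thymidine kinase TK1 at -0.22. Of 37 homologous recombination genes 11 were lower and 0 higher (16 and 0 over the list alone), with a mean of -0.08, among them the exonuclease EXO1 at -0.25, BRCA1 at -0.16 and the helicase BRIP1 at -0.22. In the E2F family 5 of 10 were lower and 0 higher (6 and 0 over the list alone), with a mean of -0.10. Of 62 mitosis genes 11 were lower and 0 higher (12 and 1 over the list alone), with a mean of -0.03, among them the proliferation marker MKI67 at -0.15, the kinesin KIF11 at -0.13, MYBL2 at -0.17 and ANLN at -0.11. For DNA replication limma's camera adjusted p was 6.2e-28, with adjusted p = 0.134 with an estimated correlation. The same 2 values were, for homologous recombination, 2.6e-09 and 0.134, for the E2F family 1.9e-06 and 0.134, and for mitosis 5.5e-04 and 0.528. The rotation test fry of limma gave adjusted p = 0.0217, 0.0217, 0.0167 and 0.28 for the 4 lists. Random lists matched on transcript length and level had means down to -0.015, -0.040, -0.064 and -0.016 for the 4 lists. The mitosis call was lost without RT replicate C (limma's camera adjusted p = 0.349), over leave-one-out values of 5.3e-06 to 0.349.

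**Figure D4:**
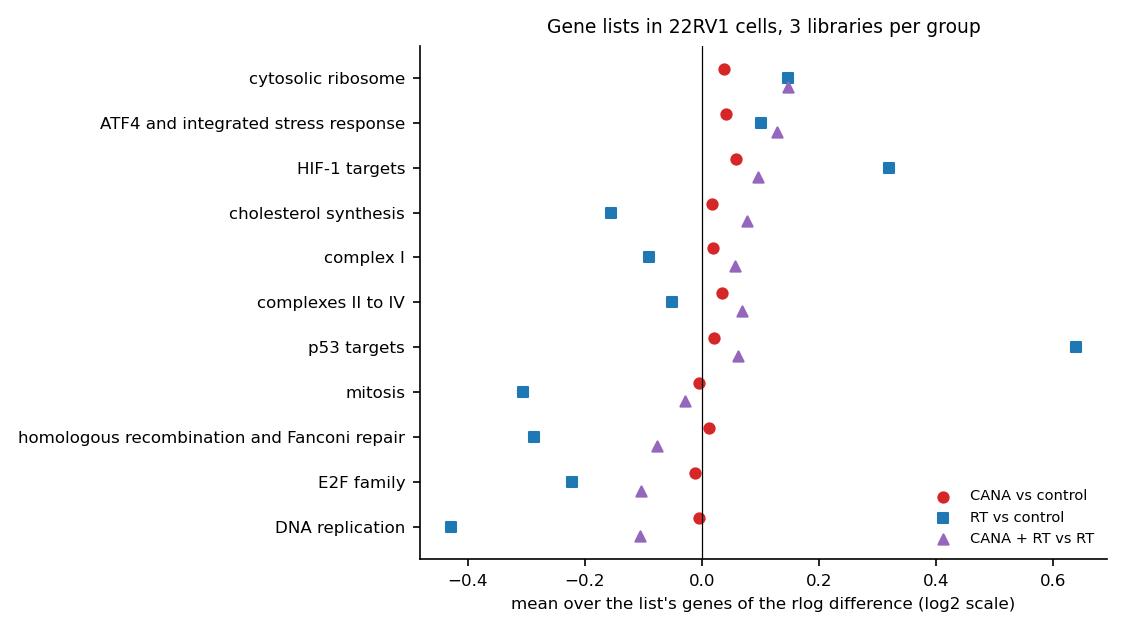
Mean over the genes of each of 11 lists of the rlog difference (x axis) for CANA against control, RT against control and CANA + RT against RT in 22RV1 cells, without error bars. For DNA replication the 3 means are -0.01, -0.43 and -0.11, and for p53 targets 0.02, 0.64 and 0.06.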

Significant biological processes (GOs) regulated by canagliflozin in irradiated cells included DNA repair, hallmark E2F targets, DNA replication, POLO-like kinase, G1-S specific transcription, hallmarks of G2-M checkpoint and Rho-Cdc42-Rac1 GTPase cycle for the downregulated pathways (Fig. 8c) (see Supplementary data file 2.xlsx for complete list). Translation elongation, response to starvation, aerobic respiration electron transport, hallmark oxidative stress, fatty acid metabolism, OxPhos and TCA cycle, apoptotic pathway in response to ER stress, and p53 pathway gene sets, are examples of the upregulated pathways. 

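Most ribosomal protein and integrated stress response genes and fewer than 50% of the nuclear respiratory chain genes were higher with canagliflozin in irradiated 22RV1 cells, where the change across genes followed transcript length (Spearman correlation -0.39). Of 77 cytosolic ribosomal protein genes 73 were higher and 0 lower (76 and 0 when adjusted over the list alone), with a mean log2 change of 0.15 and with RPS3A at 0.18 and RPL36 at 0.18. Of 42 genes of ATF4 and the integrated stress response, which cells switch on when amino acids run short or proteins misfold, 29 were higher and 0 lower (34 and 1 over the list alone), with a mean of 0.13, among them asparagine synthetase ASNS at 0.26 and the seryl-tRNA synthetase SARS1 at 0.22. In the respiratory chain 14 of 42 complex I genes, 13 of 29 genes of complexes II to IV and 8 of 20 ATP synthase genes were higher and 0 lower (23, 18 and 11 higher over the list alone). Their means were 0.06, 0.07 and 0.07, with NDUFA13 at 0.14, COX5B at 0.15 and ATP5ME at 0.13. Random lists matched to the respiratory chain genes on length and level had a mean of 0.055, and 7.85% of them were as high as these genes. Lists matched to the ribosomal protein genes reached at most 0.081. Of 45 p53 targets 10 were higher and 0 lower (17 and 0 over the list alone), BBC3, which starts apoptosis, at 0.16 and FDXR at 0.15. In the TCA cycle 4 of 20 genes were higher and 0 lower (6 higher over the list alone), with SUCLG1 at 0.10 and IDH1 at 0.08, and in fatty acid oxidation 4 of 24 were higher and 0 lower (5 higher over the list alone), with HADHB at 0.11. Among NRF2 targets of oxidative stress 7 of 22 were higher and 0 lower (10 higher over the list alone), with the ferritin chains FTL at 0.21 and FTH1 at 0.15. By limma's camera the adjusted p was 3.7e-84 for ribosomal proteins, 8.7e-32 for ATF4, 1.3e-10 for complex I and 6.2e-13 for complexes II to IV. It was 2.0e-09 for ATP synthase, 3.9e-09 for p53 targets, 0.00537 for the TCA cycle, 0.0315 for fatty acid oxidation and 2.5e-07 for NRF2 targets. With an estimated correlation the ATF4 list alone kept its call (adjusted p = 0.00494), the values being 0.134, 0.306, 0.264, 0.304, 0.264, 0.528, 0.528 and 0.237 for the other lists in the same order. The fatty acid oxidation call was lost without RT replicate B (0.135) or CANA + RT replicate C (0.244) and the TCA cycle call without CANA + RT replicate C (0.0588), over leave-one-out values of 0.0117 to 0.244 and 0.00194 to 0.0588. The list of endoplasmic reticulum chaperones of the unfolded protein response had 1 higher and 0 lower of 23 (limma's camera adjusted p = 0.582).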

Heatmaps of the regulation of genes involved in cell cycle, DNA replication and p53 pathway are shown (Fig. 8d), cellular response to starvation is shown in (Fig. s4a). Importantly, canagliflozin specifically opposed radiotherapy action and induced a differential downregulation of selected genes such as *ROCK2, EP300, KLF11, GJA1, and TAOK3*, which are involved in tumor growth and survival (Fig. 8d). 

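ROCK2, EP300, KLF11, GJA1 and TAOK3 all fell with canagliflozin in irradiated 22RV1 cells, and RT alone had raised KLF11, GJA1 and TAOK3 but not ROCK2 or EP300. KLF11, a TGF-beta response factor (ENSG00000172059, chromosome 2, 10042849 to 10054836), rose by 0.25 after RT (limma adjusted p = 1.5e-04) and had a change of -0.24 with the drug added (SE 0.038, adjusted p = 4.4e-05), all by limma. This left it at 8.77 ± 0.013 in mean rlog against 8.76 ± 0.11 in control cells (SD, n = 3 each). GJA1, the gap junction protein connexin 43 (ENSG00000152661, chromosome 6, 121435595 to 121449727), rose by 0.26 after RT (limma adjusted p = 7.9e-06) and had a change of -0.15 with the drug added (SE 0.032, adjusted p = 0.00229), staying 0.11 above control (adjusted p = 0.0135). TAOK3, a stress-activated kinase (ENSG00000135090, chromosome 12, 118149801 to 118372907), rose by 0.15 after RT (limma adjusted p = 3.3e-04) and had a change of -0.10 with the drug added (SE 0.025, adjusted p = 0.0118). ROCK2, a kinase of the actin skeleton (ENSG00000134318, chromosome 2, 11179759 to 11348330), had a change of -0.02 after RT (limma adjusted p = 0.639) and -0.16 with the drug added (SE 0.028, adjusted p = 2.3e-04). EP300, a histone acetyltransferase (ENSG00000100393, chromosome 22, 41092592 to 41180077), had changes of 0.04 (adjusted p = 0.297) and -0.11 (SE 0.026, adjusted p = 0.00485), all by limma. Over 15 alternatives the adjusted p of CANA + RT against RT ran from 9.2e-06 to 0.0155 for KLF11, 6.3e-04 to 0.0566 for GJA1, 4.2e-05 to 0.0518 for ROCK2, 4.0e-04 to 0.133 for EP300 and 0.00423 to 0.105 for TAOK3. The EP300 call was lost without CANA + RT replicate C (0.0540), and the TAOK3 call without RT replicate B (0.0936) or CANA + RT replicate B (0.0541). The study chose the 5 genes on these libraries, so they are not independent evidence.

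**Figure D5:**
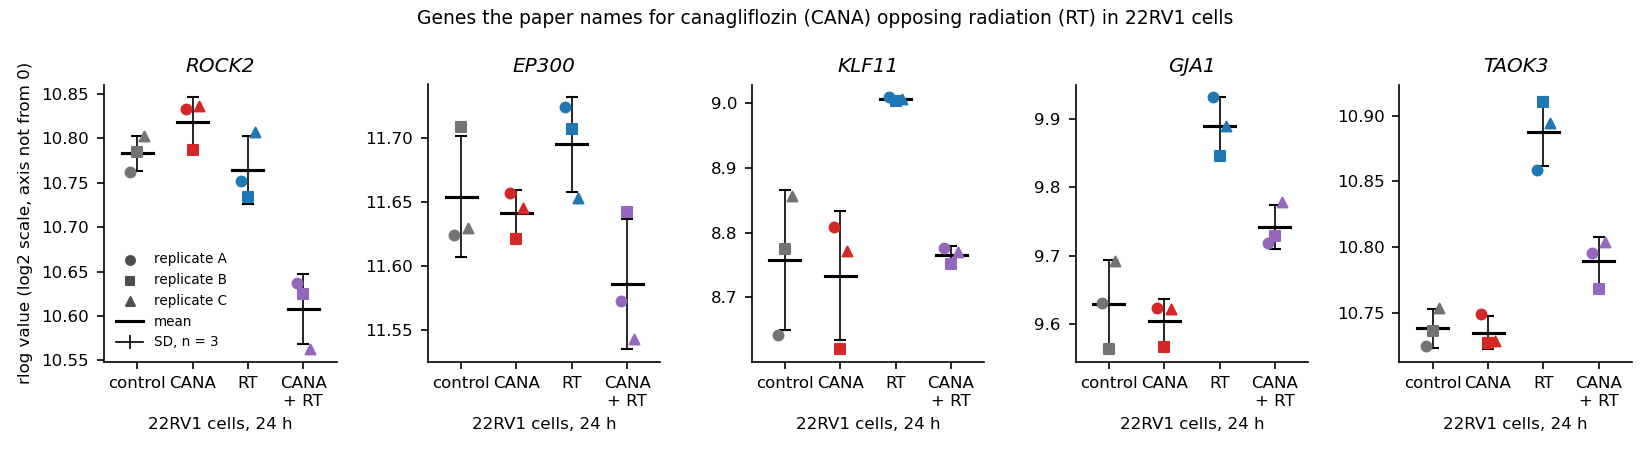
rlog value per library (y axis, not from 0) of ROCK2, EP300, KLF11, GJA1 and TAOK3 in control, CANA, RT and CANA + RT 22RV1 cells. Each point is a library, with the group mean and SD (n = 3). KLF11 averages 8.76 in control, 9.01 with RT and 8.77 with CANA + RT.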

*ROCK2*, a kinase activated downstream of the small GTP-binding protein RhoA, regulates actin cytoskeleton, cell polarity, and centrosome duplication while also activating Erk1/2 and a number of downstream kinases and transcription factors involved in proliferation, cell division, and survival^58^. *EP300* (E1A-associated cellular p300 transcriptional co-activator) is a histone acetyltransferase that regulates transcription via chromatin remodeling and is a co-activator of HIF-1α^59^.

**Fig. 8:**
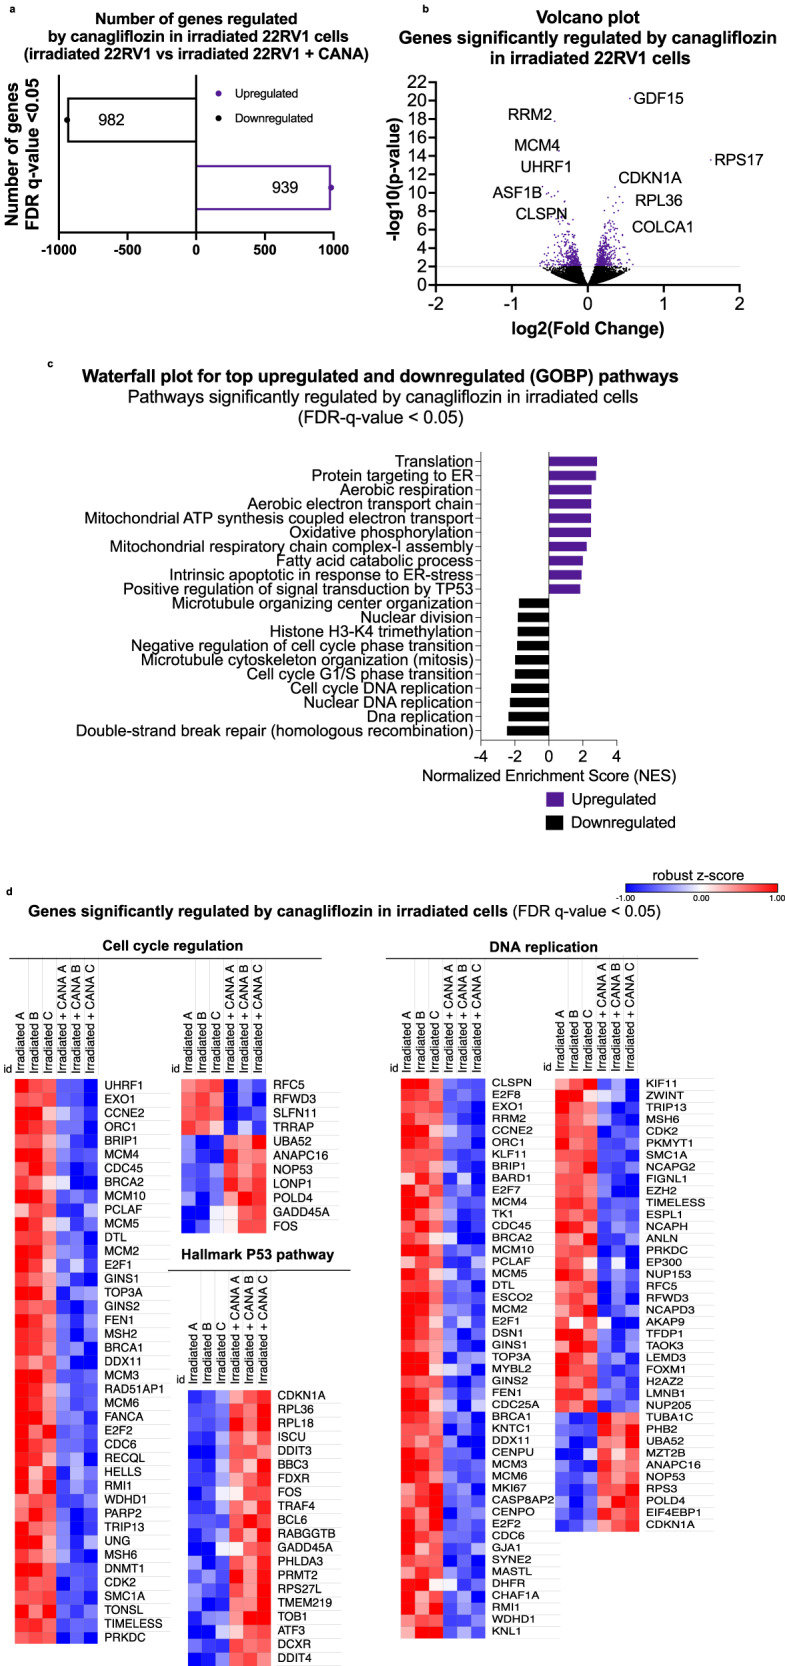
Regulation of gene expression by canagliflozin (CANA) in irradiated 22RV1 cells. RNAseq was performed 24 h after 22RV1 delivering radiation (5 Gy) with or without CANA (10 *μ*M). In the supplementary data, the 22RV1 cells were treated with DMSO or CANA as control groups. **a** Number of significantly (*p* < 0.05) upregulated and downregulated genes by canagliflozin (10 *μ*M) in irradiated cells (**b**) A volcano plot depicts the total number of genes that are up- and down-regulated by canagliflozin in irradiated cells subjected to RNAseq analysis. The top modulated genes are indicated. Significantly modulated genes are represented by purple dots, whereas genes with *p*-values greater than 2 (−log10(*p*-value)) are separated by a gray line and have a False Discovery Rate (FDR) *q*-value < 0.05. A negative log2 fold change indicates that genes are downregulated, whereas a positive log2 fold change indicates that genes are upregulated. **c** Waterfall plot depicts the top 10 significantly downregulated and upregulated Gene Ontology Biological Process (GOBP) pathways by canagliflozin in irradiated cells, FDR *q*-value < 0.05. **d** Heatmap illustrations provide a detailed description of gene regulation in the cell cycle, DNA replication and hallmark of p53 pathways, after 24 h of treatment, analyzed in triplicates (A, B, C), FDR *q*-value < 0.05. Normalized log2 feature counts are used to represent gene expression (with robust z-score). The blue to red scale represents downregulated to upregulated from −1 to 1. The volcano plot, waterfall plot, and heatmaps in Fig. 8 provide a visual representation graphs of the comparison between irradiated 22RV1 cells with (5 Gy) that were treated with canagliflozin (10 *μ*M) and non-treated with canagliflozin.

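Canagliflozin moved some RT-responsive genes further along and others back in irradiated 22RV1 cells, in similar numbers. Of 14562 genes, 173 that RT raised were lower with CANA + RT than with RT, KLF11 and GJA1 among them, where 144 would share the 2 calls if these were independent. There were 237 that RT lowered and that were higher, ETV4 and GATA2 among them, where 191 would. In the same direction as RT, 215 genes were higher in both comparisons, CDKN1A and GDF15 among them (185 if independent), and 215 were lower in both, RRM2 and MCM4 among them (149 if independent). Of the 173, 78 were no longer called against control and 95 were still higher than in control cells. Of the 237, 140 were no longer called, 96 were still lower and 1 was higher. Both comparisons use the same RT libraries with opposite signs. Leaving out 1 library in turn gave 133 to 237 genes up in both, 65 to 177 up then down, 94 to 258 down then up and 114 to 241 down in both.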

Overall, canagliflozin enhanced the ability of radiotherapy to regulate key genes involved in cell cycle, DNA replication and the p53 pathway in irradiated cells but, remarkably, opposed the activity of radiotherapy to stimulate genes involved in survival and radio-resistance, effects that likely contribute to an improved anti-tumor activity in irradiated PC tumors. This shows that canagliflozin mediates a transcriptional reprogramming that is clearly distinct from that induced by genotoxic stress and could address radio-resistance at the transcriptional level.

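Many of the genes that canagliflozin changed in irradiated 22RV1 cells were changed by RT as well, which changed over 50% of the genes tested. Of the genes called for CANA + RT against RT, 70.6% were called for RT against control, and of all 14562 genes tested 8189 were. RT and CANA + RT, each against control, raised 3456 genes in common (1137 if independent), such as BBC3 and FDXR, and lowered 3567 (1199 if independent), such as CLSPN, and 1 gene was called in opposite directions. Across genes the 2 sets of changes had a Pearson correlation of 0.963, where the shared control libraries alone gave 0.500 in simulation, and a covariance of 0.0517 against 0.000944 simulated. The effects of RT and of adding canagliflozin to RT had a Pearson correlation of -0.04, where the shared RT libraries alone gave -0.50 and simulation with the measured RT effect and no drug effect gave -0.09, and a covariance of -0.000538 against -0.000938 simulated. The effects of canagliflozin with and without RT had a Pearson correlation of 0.063 across genes. For canagliflozin alone limma called 0 genes, and the libraries lay apart in 6.35% of the genes, where chance gives 10%. A low correlation can then come from noise alone, so it does not show that the 2 effects differ. The paper reasons from the cell cycle, DNA replication and p53 genes that moved further with the drug, and from the genes such as ROCK2, EP300, KLF11, GJA1 and TAOK3 that moved against RT (Fig. 8), to a transcriptional program distinct from that of genotoxic stress, and it proposes that these effects contribute to the better control of irradiated tumors.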

### Canagliflozin’s transcriptional regulation points to involvement of ETS and E2F family transcription factors. Association with PC prognosis

To better understand the underlying processes supporting canagliflozin’s transcriptional program we subjected RNAseq datasets from non-irradiated PC3 and irradiated 22RV1 cells to transcription factor enrichment analysis, using the Cytoscape-*iRegulon* module^60^. Figure 9a–d illustrates key transcription factors regulated by canagliflozin and the breadth of genes and cellular processes found in our dataset to be regulated by the drug. The complete list of transcription factors detected to be significantly regulated by canagliflozin is shown in Supplementary Table 1. 

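Among the transcription factor genes of Supplementary Table 1, MXI1, a partner of MAX that opposes MYC, measured 597 ± 42.7 normalized reads in PC3 cells with canagliflozin and 503 ± 6.89 in control cells (SD, n = 3 each, log2 fold change 0.25, SE 0.089). In 22RV1 cells with canagliflozin alone ATF3 had a log2 change of 0.12 (SE 0.050), MEF2D -0.07 (SE 0.032) and PTPMT1, which encodes a mitochondrial phosphatase, -0.08 (SE 0.036). 0 of the 6 factors listed for PC3 cells and 0 of the 3 listed for 22RV1 cells with canagliflozin alone passed limma's test over all libraries, with adjusted p = 0.248 for MXI1 and 1.000, 1.000 and 1.000 for ATF3, MEF2D and PTPMT1. 8 of the 8 factors listed for irradiated 22RV1 cells passed it. Over the alternatives the adjusted p of MXI1 ran from 0.00190 to 0.592. With CANA replicate B left out MXI1 was at 0.26 (SE 0.075, limma adjusted p = 0.0219). The table was drawn from these samples, so its counts are not independent evidence.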

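ELF3, an ETS factor of epithelial cells (ENSG00000163435, chromosome 1, 202007945 to 202017183), was at 835 ± 30.2 normalized reads in PC3 cells with canagliflozin and 569 ± 44.6 in control cells (SD, n = 3 each, log2 fold change 0.55, SE 0.092). In 22RV1 cells RT lowered ELF3 by a log2 change of -0.16 (SE 0.040, limma adjusted p = 0.00232), and adding canagliflozin to RT raised it by 0.22 (SE 0.024, adjusted p = 1.6e-07), from 11.37 ± 0.041 to 11.58 ± 0.012 in mean rlog (SD, n = 3 each). With canagliflozin alone ELF3 had a change of 0.05 in 22RV1 cells (limma adjusted p = 1.000). All these tests are from limma, which gave adjusted p = 0.222 in PC3 cells over 6 libraries and 7.1e-05 without CANA replicate B. Over the alternatives the adjusted p ran from 3.9e-09 to 0.592 in PC3 cells and from 8.0e-10 to 0.0155 in irradiated 22RV1 cells.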

Non-irradiated and irradiated PC cells respond to canagliflozin with induction of the ETS family transcription factor *ELF3*, a repressor of androgen receptor action^61^, which drives expression of ribosomal proteins, OxPhos, cytokines, fatty acid oxidation enzymes, and the induction of phosphatase genes (Fig. 9a). However, in irradiated cells transcription factors regulated by *ELF3*, (such as *ATF3, ATF4, FOS, ETV4)* are also induced by canagliflozin, which, in concert with their effector gene network, appear to further propagate a transcriptional profile that includes ER-stress response and regulation of cell cycle and apoptosis (Fig. 9c). 

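ATF3, ATF4, FOS and ETV4 all rose when canagliflozin was added to RT in 22RV1 cells. ATF4, the main factor of the integrated stress response (ENSG00000128272, chromosome 22, 39519695 to 39522683), rose from 12.14 ± 0.025 to 12.35 ± 0.041 in mean rlog (SD, n = 3 each, log2 change 0.20, SE 0.023, limma adjusted p = 2.8e-07). The immediate early gene FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230) rose by 0.28 (SE 0.052, adjusted p = 4.1e-04), ETV4 (ENSG00000175832, chromosome 17, 43527844 to 43579620) by 0.20 (SE 0.035, adjusted p = 1.8e-04) and ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) by 0.17 (SE 0.036, adjusted p = 0.00196), all by limma. After RT alone the changes were -0.21 for ETV4, -0.13 for ATF3, 0.19 for FOS and 0.00 for ATF4 (limma adjusted p = 8.6e-05, 0.0400, 0.0159 and 0.937). Over 15 alternatives the adjusted p of CANA + RT against RT ran from 2.7e-09 to 0.0247 for ATF4, 1.0e-06 to 0.0951 for FOS, 3.7e-05 to 0.0204 for ETV4 and 1.3e-06 to 0.121 for ATF3. The FOS call was lost without the minimum level (0.0950) and the ATF3 call too (0.121).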

Further, canagliflozin suppresses another ETS domain transcription factor, *ELK1*, that supports androgen receptor signaling, and may be responsible for the drug’s extensive transcriptional reprogramming involving repression of genes involved in mTOR, MAPK, hypoxia, and Wnt pathways (Fig. 9b). In addition, canagliflozin blocks expression of transcription factors of *E2F* family and *GATA2*, known to regulate genes involved in cell cycle, DNA replication, mitosis, protein synthesis and survival^62^ (Fig. 9b, d). 

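ELK1 (ENSG00000126767, chromosome X, 47635521 to 47650604), an ETS factor that ERK switches on, was at 1943 ± 186 normalized reads in PC3 cells with canagliflozin and 2288 ± 91.2 in control cells (SD, n = 3 each, log2 fold change -0.24, SE 0.10), with its 3 CANA libraries below its 3 control libraries. In irradiated 22RV1 cells ELK1 was at 10.41 ± 0.026 with CANA + RT and 10.42 ± 0.020 with RT in mean rlog (SD, n = 3 each, log2 change -0.01, SE 0.027). Over all libraries it passed limma's test in neither cell line (adjusted p = 0.261 in PC3 cells and 0.882 in irradiated 22RV1 cells), and without CANA replicate B the adjusted p in PC3 cells was 0.0419. Over the alternatives the adjusted p ran from 0.00949 to 0.592 in PC3 cells, with 3 of 21 past the test, and from 0.758 to 0.997 in irradiated 22RV1 cells, with 0 past.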

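5 of 10 E2F family genes were lower and 0 higher with canagliflozin in irradiated 22RV1 cells, while GATA2, a cofactor of the androgen receptor, was higher there and lower in PC3 cells in mean value. In irradiated 22RV1 cells E2F1 (ENSG00000101412, chromosome 20, 33675477 to 33686385) had a log2 change of -0.18 for CANA + RT against RT (SE 0.033, adjusted p = 3.5e-04), E2F2 -0.14 (SE 0.026, adjusted p = 4.1e-04) and E2F7 -0.22 (SE 0.035, adjusted p = 4.2e-05), all by limma. E2F8 had a change of -0.22 (SE 0.043, adjusted p = 8.0e-04) and their partner TFDP1 -0.10 (SE 0.023, adjusted p = 0.00554), and E2F3 (ENSG00000112242, chromosome 6, 20401879 to 20493714) did not pass at -0.09 (adjusted p = 0.130), all by limma. RT alone had lowered E2F1 and E2F8 by log2 changes of -0.50 and -0.86. GATA2 (ENSG00000179348, chromosome 3, 128479427 to 128493201) fell with RT by a change of -0.24 and was 0.10 higher with CANA + RT than with RT (SE 0.022, limma adjusted p = 0.00296), staying below control at -0.14. In PC3 cells GATA2 measured 354 ± 17.9 normalized reads with canagliflozin and 443 ± 15.7 in control cells (log2 fold change -0.32, SE 0.088) and E2F3 1066 ± 84.0 and 1268 ± 20.4 (log2 fold change -0.25, SE 0.089). E2F1 measured 1669.8 ± 181 and 1665 ± 36.8 (log2 fold change 0.00, SE 0.10, SD, n = 3 each). By limma 0 of these PC3 genes passed over 6 libraries (adjusted p = 0.247 for GATA2, 0.248 for E2F3 and 0.998 for E2F1), and without CANA replicate B the values were 0.0150, 0.0256 and 0.260. In irradiated 22RV1 cells the adjusted p ran over the alternatives from 1.0e-06 to 0.0866 for E2F1, 0.0818 to 0.494 for E2F3, 5.6e-06 to 0.0237 for E2F7, 0.00124 to 0.107 for TFDP1 and 6.3e-04 to 0.113 for GATA2. The TFDP1 call was lost without RT replicate B (0.0682) and the GATA2 call with the spread of all 12 libraries (0.0948).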

For PC3 and 22RV1 RNAseq normalized count lists, please see Supplementary data file 3.xlsx and Supplementary data file 4.xlsx.

**Fig. 9:**
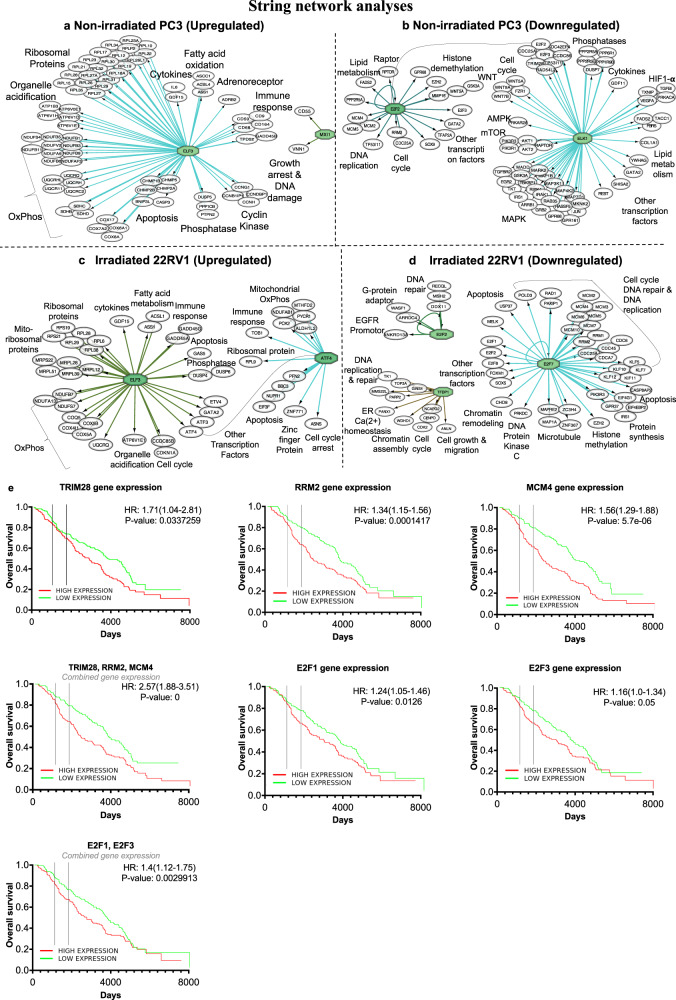
Prognostic analysis. **a**–**d** String network analyses for transcription factor (green color) interaction with target genes and other transcription factors (white color) generated from RNAseq data of (**a**, **b**) non-irradiated PC3 and (**c**, **d**) irradiated 22RV1 cells. **a** Upregulated, and (**b**) Downregulated transcription factors and their target genes in PC3 cells treated with (10 *μ*M) canagliflozin (CANA vs control) for 24 h. Genes from PC3 RNAseq where filter with False Discovery Rate (FDR) *q*-value < 0.05. **c** Upregulated, and (**d**) Downregulated transcription factors and their target genes in 22RV1 cells (comparison between irradiated 22RV1 cells with (5 Gy) that were treated with canagliflozin (10 *μ*M) vs non treated irradiated cells). All significant genes filtered with FDR *q*-value < 0.05 were extracted from RNAseq data and entered into the iRegulon program, which predicts the most important transcription factors that regulate the majority of these upregulated or downregulated significant genes. **e** Kaplan–Meier survival curves validating the association of clinical outcome of the top downregulated genes (*TRIM28, RRM2, MCM4*) and transcription factors (*E2F1, E2F3*) expression by canagliflozin in prostate cancer patients from GSE16560. Cohort divided at the median of gene expression. The downregulated genes were selected from our RNAseq analysis of non-irradiated PC3 and irradiated 22RV1 cells.

To begin validating the significance of canagliflozin’s transcriptional program, we pursued an early analysis of the potential prognostic value of genes regulated by canagliflozin in PC clinical trial datasets using the ProgGeneV2 and PCTA engines. Genes downregulated significantly by canagliflozin treatment in PC3 or 22RV1 cells (*TRIM28, RRM2* and *MCM4*: Figs. 3b, 8b) are associated with poor overall survival when expressed at levels higher than the median, in the Swedish GSE16560 cohort (see HRs and *P* values in Fig. 9e). Interestingly, the combined presence of increased levels of transcript of all three genes had higher HR (2.57) for worse overall survival (*P* = 0) compred to each gene alone. We found similar association with overall survival for *RRM2* mRNA levels in the TCGA dataset (FDRq=0.0126) (Fig. s5a). Higher *RRM2* expression is associated with worse biochemical recurrence-free-survival in the GSE70769 cohort (Fig. s5b). Further, transcription factors downregulated by canagliflozin, *E2F1* and *E2F3*, are associated with poor overall survival and, similarly, the combined signature of the two shows greater association with poor outcomes (Fig. 9e).

The Swedish Watchful Waiting cohort (GSE16560)^63^ is one of the best repositories of prognostic information for PC patients, containing up to 30 years of follow-up data. The observation that low levels of the effector genes and transcription factors suppressed by canagliflozin are associated with improved survival, and that combined signatures of those genes do so with greater statistical significance (Fig. 9 and Table s1a) strengthens the notion that this agent has increased potential to provide clinical efficacy. This is further strengthened by the finding that canagliflozin-regulated genes are associated with survival outcomes in TCGA and GSE16560 PC datasets also.

Overall, our data points to ETS and E2F family transcription factors as potential mediators of canagliflozin’s transcriptional program, which regulates favorably genes associated with PC prognosis.

### Conclusion

This study provides substantial new evidence that the SGLT2 inhibitor canagliflozin, a widely used diabetes therapy, provides, within its therapeutic window, tumor suppressive and radio-sensitizing activity in PC through a complex multi-target mechanism. Canagliflozin suppresses survival and tumor growth in both androgen-sensitive and—insensitive PC models and demonstrates increased activity in radio-resistant PC cells compared to parental controls. It suppresses mitochondria respiration, but unlike other OxPhos inhibitors, it does not alter extracellular acidification. This is achieved, at least in part, through induction of mitochondria complex-I blockade and suppression of HIF-1α (see model Fig. 10). In both non-irradiated and irradiated cells, canagliflozin mediates an extensive reprogramming of PC cell transcriptional activity pointing to the involvement of ETS- and E2F-family transcription factors.

**Fig. 10:**
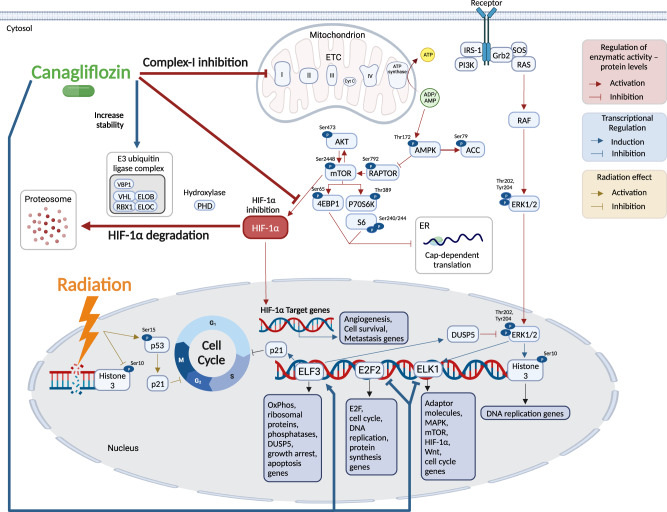
Cellular pathways modulated by Canagliflozin in prostate cancer cells. The work presented here suggests that canagliflozin mediates its anti-tumor activity through a complex multi-target pathway. Canagliflozin inhibits mitochondria respiration through complex-I, leading to activation of the metabolic stress sensor AMPK. This leads to suppression of ACC-de novo lipogenesis pathway (by increasing the P-ACC(ser^79^), the inactive form of ACC), Akt/mTOR/p70S6K – 4EBP1—protein synthesis axis and reduction of HIF-1α levels. Complex-I inhibition and suppression of HIF-1α levels contribute to at least part of canagliflozin’s anti-tumor activity. Canagliflozin upregulates the E3-ubiquitine p-VHL complex genes, which may contribute to enhanced HIF-1α degradation. On the other hand, canagliflozin de-activates Erk signaling, likely in part through induction of the nuclear and dual-phosphatase gene (DUSP5). Consistently, the drug blocks, phosphorylation of Histone3 p-H3(ser^10^), which controls DNA replication and induction of cell cycle checkpoints. Canagliflozin mediates a marked re-programming of prostate cancer transcriptional activity likely through regulation of ELF3, E2F, and ELK transcription factors known to regulate OxPhos, phosphatase, apoptosis, fatty acid metabolism, hypoxia and Wnt pathway genes. Overall, canagliflozin suppresses biosynthetic, survival and radio-resistance pathways at the transcriptional and post-translational level and mediates tumor suppression and improvement of response to radiotherapy.

In recent years, clinical trials investigated the safety and efficacy of novel therapeutics alone and in combination with radiotherapy to control PC progression. Modern anti-androgen therapy trials demonstrated improvements in survival in combination with androgen-deprivation or chemotherapy and have changed practice in metastatic PC^64–66^. Immune checkpoint inhibitor therapies were also examined with limited success^67,68^. Ongoing studies examine these therapies in combination with radiotherapy^69–71^.

Given that canagliflozin is an approved medication, well-tolerated by non-diabetics, and without known interaction with cancer therapeutics, the data presented here provide a valid basis for clinical investigation of canagliflozin in prostate cancer prevention and definitive therapy in combination with radiotherapy. Demonstrating clinical benefit in early phase trials could open opportunities for further investigation of canagliflozin in combination with anti-androgen and immune check-point inhibitor therapies.

### Materials

All standard chemicals were purchased from Fisher Scientific (Toronto, ON), Sigma Aldrich (Oakville, ON), Bio-Rad (Mississauga, ON), and Bioshop (Burlington, ON).

For tissue culture assays, Canagliflozin (C_24_H_25_FO_5_S) was purchased from MedChemExpress (MCE) (Monmouth Junction, NJ). For in vivo studies, animals received clinical grade canagliflozin (Invokana 300 mg tablets, Jansen Inc.) incorporated into chow diet generated by Envigo (Indianapolis, IN). IACS-010759 (C_25_H_25_F_3_N_6_O_4_S), BAY87-2243 (C_26_H_26_F_3_N_7_O_2_), and Roxadustat (C_19_H_16_N_2_O_5_) were purchased from Cayman chemical (Mississauga, ON).

### Antibodies

Primary and secondary antibodies used in immunoblotting were purchased from Cell Signaling Technology (Whitby, ON) (Supplementary Table 2).

### Experimental models

#### Cells

PC3, 22RV1 and DU145 cells were purchased from ATCC. DU145-RR cells were generated by serially treating wild-type DU145 cells with 2 Gy daily fractions of radiotherapy (Monday-Friday) to a total of 118 Gy, as previously described^33^. LnCap cells were provided by Dr. Damu Tang, (McMaster University).

#### Animal

Athymic BALB/C nude mice (NU(NCr)-*Foxn1*^*nu*^, lacking T-lymphocytes) were purchased from Charles River (Wilmington, MA). NRG mice (NOD.Cg-*Rag1*^*tm1Mom*^*Il2rg*^*tm1Wjl*^*/*SzJ, lacking T- and B-lymphocytes, and NK cells) were purchased from Jax Laboratories (Bar Harbor, ME) and bred in-house.

## Methods

### Cell Culture

Cells were authenticated using short tandem repeat DNA profiling, and the amplified DNA sequences were compared to the reference cell database, with a match of more than 80% being acceptable. Following that, cells will be checked for mycoplasma negative contamination (Lonza), and all subsequent studies will have a passage number of no more than 20. PC3 cells were cultured in RPMI and 22RV1 and LnCap in ATCC-modified RPMI media supplemented with 10% FBS and 1% antibiotic-anti-mycotic. DU145 and DU45-RR cells were cultured in DMEM media supplemented with 10% FBS and 1% antibiotic-anti-mycotic.

### Proliferation and clonogenic survival assays

For proliferation assays, 96-well plates were seeded at 500 cells/well. For clonogenic assays, 12-well plates were seeded 500–4000 cells/well. Cells were incubated overnight, followed by canagliflozin treatment (0–30 $$\,\mu {{{{{\rm{M}}}}}}$$) and radiotherapy (0–8 Gy) 6 h h after pre-incubation without or with canagliflozin. For proliferation assays, cells were incubated for approximately 5 days or until control wells reached 80% confluency. Cells were then fixed (10% formalin), stained with crystal violet, dried and subjected to absorbance was reading at 762 nm using SpectraMax iD5 system (Molecular Devices, San Jose, California).

For clonogenic assays, cells were incubated for approximately 7 days or until colonies of at least 50 cells were visible in untreated wells. These cells were fixed, stained with crystal violet and colonies were then counted.

To determine the mode of interaction for therapy combinations (additivity, synergism, or antagonism) we used SynergyFinder (https://synergyfinder.org) with the Highest Single Agent mathematical modeling (HSA)^34^. The HSA model assumes synergy if the effect of a combination is greater than that of any of the single drugs alone. HSA mean score of 10 or higher indicates synergism, a score between (+10 and −10) indicates additivity, and a score of less than −10 indicates antagonism. RAD-ADAPT software was used for modeling clonogenic assay data in RT biology, using the linear-quadratic approach^72^.

### Animal studies

All experiments were approved by the McMaster Animal Ethics Committee and conducted following the guidelines of animal research (AUP # 16-12-41 and 20-12-47). The right flanks of 6–8-week-old male mice were injected with $$1\times {10}^{6}$$ PC3 or 22RV1 cells. Two distinct approaches were taken in these experiments. PC3 xenografts were generated in athymic BALB/C nude mice and tumor growth kinetics were studied with an experimental endpoint set for all animals when control animal tumors reached an average tumor size of 1250 mm^3^. Tumors were extracted from all animals 1-2 days after the endpoint was reached. 22RV1 tumors were grafted into Jax Labs NRG mice. This experiment was designed with endpoints set individually for each animal when the tumor reached 2200-2500 mm^3^ (tumors were extracted after xenograft reached the endpoint).

Canagliflozin was provided using clinical-grade drug (Invokana 300 mg tablets, Jansen Inc.) incorporated into Chow diet at 416.7 ppm (purity 83.3%: 347.24 mg of canagliflozin per kg diet). Based on animal body weights ranging 22-30 g over the experimental period and the calculated daily intake of chow diet of 2.5-6 g/day (estimated 60% intake vs 40% waste), the canagliflozin diet was calculated to deliver 40–70 mg/kg animal body weight per day.

Mice were randomly assigned to no-treatment (Control), radiation (RT) (5 Gy), canagliflozin diet (CANA) or canagliflozin and radiation (CANA + RT). Mice in the control group did not receive any treatment, mice in the radiation group received 5 Gy of radiation once tumors reached 50 mm^3^ for BALB/C nude mice or 200 mm^3^ for NRG mice. In the canagliflozin group mice were given a canagliflozin diet (416.7 ppm) and mice in the combined treatment were put on a canagliflozin diet for 3 days before receiving radiation. In the PC3 BALB/C xenograft module, once the control group tumors volume reached 1000 mm^3^, all mice were euthanized, and tumors were extracted and a half was fixed in 10% formalin for 48 hours then transferred to 70% ethanol solution, for further analysis. The other half of the tumor was frozen under −80 °C, for further analysis. In the 22RV1 NRG xenograft module, mice were euthanized only when the tumor volume reached 2500 mm^3^ and the survival curve was plotted. Tumor mass volume in mm^3^ was monitored throughout the study using a calliper and was measured using the following formula: *L*/2×W2.

### Immunoblotting

Cells seeded in 6-well plates were treated with the indicated doses of canagliflozin and/or radiotherapy (RT). For combined treatments, canagliflozin treatments were initiated 4 h before radiotherapy delivery, and incubation was stopped 48 h later. Then, cells were lysed using a lysis buffer containing 50 mM HEPES, 150 mM NaCl, 100 mM NaF, 10 mM Na-pyrophosphate, 5 mM EDTA and 250 mM of sucrose, 1 mM Dithiothreitol (DTT), 1% Triton-X, 1 mM Na-orthovanadate and 1% complete protease inhibitor. Protein concentration was then measured using a BCA protein assay protocol. Samples were then diluted with 4x SDS sample buffer containing 40% glycerol, 240 mM Tris-HCl pH 6.8, 8% SDS, 0.04% bromophenol blue, and 5% β-mercaptoethanol to a final concentration of 1 *μ*g/*μ*L. Lysates were then run-on polyacrylamide gels for protein separation to occur. After separation, samples were being transferred on a PVDF membrane then the membranes were blocked with 5% BSA for 1 h at room temperature. Membranes were then incubated with primary antibodies overnight. The following day, membranes were washed with TBST, then incubated with secondary antibodies for 1 h and afterthat membranes were then washed with TBST. Finaly, blots we analyzed with Clarity™ Western Enhanced Chemi-Luminescence (ECL) Substrate (Bio-rad, Mississauga, ON) and SuperSignal™ (Thermo Scientific, Mississauga, ON) using a Vilber Fusion-FX imager (Marne-la-Vallée cedex 3, France), and then images were processed using ImageJ software (Version 1.53t) for quantification. Density values for each marker were normalized to β-actin or GAPDH.

### Mitochondrial respiration assay

The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured in PC3 cells seeded at 20,000 cells per well, treated with the indicated canagliflozin and radiotherapy doses, and analyzed 48 hours later using the Agilent Technologies Seahorse XFe96 extracellular flux analyzer system (Santa Clara, CA). Briefly, incubation medium was changed one hour before the start of the assay to Seahorse XF medium, which was supplemented with 25 mM glucose, 2 mM glutamine, and 1 mM sodium pyruvate. Different ETC complex inhibitors (oligomycin, FCCP, and rotenone/antimycin-A) were then sequentially added during the assay at pre-optimized concentrations of 1.5 μM, 1 μM, and 0.5 μM, respectively. Then, OCR, ECAR, basal respiration, maximal respiration, ATP production, non-mitochondrial respiration, spare respiratory capacity, OCR:ECAR ratio were calculated^73^.

The following formulas were used to calculate mitochondrial function variables (basal respiration, maximum respiration, mito-ATP production, and basal ECAR:OCR); Basal respiration= final rate measurement before the initial injection–non-mitochondrial respiration rate. Maximal respiration= maximum rate measurement after FCCP injection–non-mitochondrial respiration. ATP production= final rate measurement before Olig. injection–minimum rate measurement after Olig. injection. The following formula was used to convert ATP production to mitochondrial ATP production rate: MitoATP production rate (pmol/ATP/min)= OCR_ATP_ (PMOL/O_2_/min) x 2 (pmol O/pmol O_2_) x P/O (pmol ATP/pmol O), where P/O was adjusted to a verified value of (2.75). Basal OCR:ECAR ratio=The OCR mean from the last three baseline data points, divided by the ECAR mean of the same last three baseline data points. The default buffer factor of 2.4 was taken into account and implemented prior to performing the calculations.

### Glycolytic rate assay

For the Glycolytic Rate Assay in PC3 cells, the medium was switched to Seahorse-XF RPMI medium supplemented with 5 mM glucose, 2 mM glutamine, and 1 mM sodium pyruvate. The Seahorse XFe96 analyzer was used to record basal ECAR, and post-injection of 0.5 μM rotenone/antimycin-A and 50 mM 2-deoxyglucose (2-DG) (XF Cell Mito Stress Test Kit), respectively. Basal proton efflux rate (PER) was calculated using Wave desktop software, using data from the Seahorse glycolytic rate assay. The default buffer factor = (2.4) was taken into consideration and was applied before calculations. To normalize of OCR/ECAR/ER values obtained from each assay to cellular content, after the mitochondrial respiration or glycolytic rate assays, cells were fixed with 10% formalin, stained with 0.5% crystal violet, dried, and measured for absorbance at 762 nm using the SpectraMax iD5 system (Molecular Devices, San Jose, California) to determine DNA content. The obtained absorbance values, for each well, were then used to normalize the OCR/ECAR/PER values from the same well.

### Cell cycle analysis

PC3 and 22RV1 cells were seeded in a 10 cm dishes (0.5 × 10^6^–2 × 10^6^/dish), incubated overnight and treated without or with canagliflozin (CANA) (0–30 µM) and or radiotherapy (RT) (0–8 Gy). After treatments, cells were incubated for 48 h until they were 50–60% confluent. Cells were then harvested and washed with cold PBS buffer, fixed in 70% ethanol, and stored at −20 °C. Before analysis cells were centrifuged, EtOH was aspirated, cells were washed with PBS and stained with propidium iodide (ThermoFisher FxCycle PI) used to stain cells for 30 minutes followed by flow cytometry analysis, using a Cytoflex LX flow cytometer (Beckman Coulter, Mississauga, ON) (Core Flow Facility, McMaster University). For the gating strategy, we utilized forward scatter and side scatter to identify viable, single-cell events. This cell population gate was positioned on PI-area vs PI-height to eliminate doublets from the analysis. Data analysis was performed using FlowJo software (Version 10.8.0, FlowJo LLC, Ashland, OR).

### RNA sequencing analysis

PC3 or 22RV1 cells were seeded at 3 × 10^5^–5 × 10^5^ cells/well in 6-well plates and treated with 10 μM canagliflozin, 5 Gy radiation or both. 24 hours later cells were lysed in Trizol RNA isolation reagent (200 µl per well, Thermo Fisher Scientific, CA). RNA was extracted using chloroform (200 μl), centrifugation at 12,000 × *g* (15 min at 4 °C) and precipitation using isopropanol. RNA pellets were rinsed with 70% ethanol and resuspended with 40 μl RNase-free water. cDNA was prepared using ReverAid™ First Strand cDNA Synthesis Kit (Thermofisher, CA) and stored at −20 °C. Then Illumina HiSeq 1500 (Illumina; San Diego, CA, USA), next-generation sequencing was performed at the McMaster Genomics Facility (Farncombe Institute McMaster University) with HiSeq Rapid v2 flow cell to eliminate lane-specific effects. Single-end reads were performed at 1x50bp configuration with the goal of generating an average of 25 million reads per sample.

The use-galaxy platform (https://usegalaxy.org/) was used for analysis. Raw sequencing data were assessed for quality (such as GC content, PHRED scores, synthetic aptamer content, and sequence length) using FastQC. (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads were trimmed using the trimmomatic tool Cutadapt to improve the quality of sequences via trimming and filtering^74^, with a Minimum length and Quality cut-off set to “20”, Minimum overlap length set to “3”, and 5′ adapter sequence “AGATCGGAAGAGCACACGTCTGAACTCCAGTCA”. Then the final set of reads is aligned to the human gene (hg38) and specified strand information set to “reverse (R)” using the HISAT2 tool^75^. The number of reads mapping to each gene was identified using feature Counts^76^, with stranded set to “reverse”, and feature type filter to “exon”. DESeq2 tool was used to determine differentially expressed features from count tables and normalized these data^77^. The human gene annotation reference file was obtained from Ensembl gene using the annotateMyIDs tool. A filter tool was used to filter the adjusted *p*-value (FDR; false discovery rate) and set to “<= 0.05”, then the r-log normalized list was generated.

A rank list was created from the normalized gene list using the equation “negative log10 of the *p*-value”. The ranked list was used as input for Gene Set Enrichment Analysis (GSEA)^78^ at “https://www.gsea-msigdb.org/”, using 1000 permutations, a false discovery rate cut-off of 5%, and a human gene set database selected “Human_GOBP_AllPathways_no_GO_iea_October_06_2021_symbol.gmt” from the Bader Lab (UOT) at “https://download.baderlab.org/EM_Genesets/October_06_2021/Human/symbol/”. GSEA output was conducted using Cytoscape software^79^. Heat maps were generated using Morpheus software (“https://software.broadinstitute.org/morpheus”).

### Transcription factor (TF)-target gene regulatory networks

We used a TF prediction tool to detect key transcription factors involved in canagliflozin activity to better understand the underlying mechanism of action. Putative TFs relevant to our RNAseq data were identified using the Cytoscape-iRegulon plug-in^60^. Significantly upregulated or downregulated genes were imported (HGNC symbol, FDR *q*-value (FDRq) less than 0.05, and fold change more than 1). The iRegulon relevant parameters used were: enrichment score threshold = 3.0, ROC threshold for AUC calculation = 0.03, rank threshold = 5000, minimum identity between orthologous genes = 0.0 and maximum FDR on motif similarity = 0.001, and ranking parameters were left at their default values. To improve prediction accuracy and obtain better representation of the changes observed in RNAseq data, we only selected TFs with FDRq<0.05. String networks with representative TF-target genes were generated using the STRING plug-in Cytoscape^80^.

### Prognostic analysis

The ProgGeneV2 (http://www.progtools.net/gene/index.php) and Prostate Cancer Transcriptome Atlas (PCTA) (http://www.thepcta.org) engines were used to analyze open-source mRNA expression and survival data from the Swedish-Watchful-Waiting cohort^81^ and GSE16560^63^ vs The Cancer Genome Atlas (TCGA)^82^ and Cancer Research UK Cambridge Institute cohort (GSE70769)^83^, respectively. The GSE16560 dataset was analyzed with ProGeneV2. It contains 281 cases from the Swedish-Watchful Waiting cohort. Men in the GSE16560 cohort were diagnosed with localized PC at clinical stage T1-T2, Mx, N0. Overall survival in this cohort was determined by bifurcate gene expression at the median. PCTA offers extensive transcriptome data from 1321 clinical specimens from 38 PC cohorts^84^. The Cancer Genome Atlas (TCGA) and the Cancer Research UK Cambridge Institute cohort (GSE70769) were chosen and analyzed using the PCTA webtool for Biochemical Recurrence Free-Time Analysis (BCA).

### Immunohistochemistry (IHC)

Fresh tumor tissues from 22RV1 or PC3 xenografts were fixed in 10% neutral buffered formalin for 48 hours before being transferred to and stored in 70% ethanol. The tissues were processed and embedded in paraffin blocks by the Research Histology Core Laboratory (McMaster University) according to standard protocols. Tissue blocks were sectioned at a thickness of 5 μm. Tissue sections were deparaffinized and rehydrated in xylene and ethanol, followed by endogenous peroxidase blocking and heat antigen retrieval in citrate buffer with pH=6 (Sigma-Aldrich#C9999). Tissues were blocked in 10% normal goat serum (Vector laboratories#S-1000-20) and incubated overnight at 4 °C with either non-specific (negative control) serum or anti-P-H3(Ser^10^), anti-P-ACC(Ser^79^), anti-P-CC3(Asp^175^) rabbit antibodies (cell signaling #9701, #11818, #9661) with 1:200, 1:700, 1:400 dilution, respectively. Then, tissues were incubated with biotinylated goat-anti-rabbit IgG secondary antibody (1:500 dilution) (Vector laboratories#BA-1000) and streptavidin peroxidase (1:50 dilution) (Vector laboratories#SA-5004). Antigen-antibody complex was detected using the Nova Red kit (Vector laboratories#SK-4800). Hematoxylin (Abcam#245880) was used as counterstaining. For evaluation of P-H3(Ser^10^), 20 random High-power field (HPFs) (40x) of each slide (each mouse) were quantified by using Olympus BX-40-F4 microscope (Breinigsville, PA) and the average percentage of positive nuclei per slide was taken by the researcher. H-scores were calculated for all slides as the product of cell percentage and staining intensity, yielding an ordinal value with 300 possible values. For evaluation of CC3 and necrosis ratio, 10 random HPFs (40x) of each slide were digitally quantified using ImageJ software^85^. To quantify the necrosis % in the 22RV1 xenograft tumor, all slides were stained with H&E and the whole section was quantified using ImageJ software, following the ImageJ user guide for tissue quantification found on the NIH ImageJ website (https://imagej.nih.gov/ij/index.html). We calculated necrotic area as follows: Necrotic Area = Total Area—Viable Tissue Area, and Necrotic Tissue Percentage = Necrotic Area/Total Area.

#### Statistics and reproducibility

The values are reported as means, with bars indicating the standard error of means ( ± SEM), as well as the results were analyzed for significance using GraphPad Prism software (Version 9, San Diego, CA). At least three independent experiments were performed (*n* ≥ 3) to ensure robustness and reproducibility. Two-way ANOVA with the post hoc Tukey’s multiple comparisons test was used to analyze the results, unless otherwise specified. A repeated-measures ANOVA was used for all bodyweight, food intake, water intake plots and IHC data. In some cases, as indicated in the figure legends, the Student’s *t* test or one-way ANOVA were used. Significance was accepted at *p* ≤ 0.05, where *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001. The “IC_50_” values for the drug’s inhibitory effect were calculated using a non-linear regression model.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Figures and Tables

Description of Additional Supplementary Files

Supplementary data file 1

Supplementary data file 2

Supplementary data file 3

Supplementary data file 4

Supplementary numerical source data

Reporting Summary

## Data Availability

The data supporting the findings of this study can be found in the paper and its supplementary files (Supplementary figures and Tables.pdf). The original blots used for Figs. 4, 5, 6, and 7 can be found in Supplementary Fig. 6, which is included in the attached (Supplementary figures and Tables.pdf). Numerical source data for graphs/charts can be obtained from (Supplementary numerical source data.xlsx). All other data are available from the corresponding author on reasonable request. The RNA-seq data, including both raw data and normalized data, has been submitted to the Gene Expression Omnibus (GEO) under the accession number GSE:239688. The RNA-seq data GSEA analysis and normalized feature count can be found in the paper as supplementary excel files as follows: 1. PC3 cells RNAseq (canagliflozin vs control) pathway analysis: Supplementary data file 1.xlsx. 2. 22RV1 cells RNAseq (canagliflozin and radiation) pathway analysis: Supplementary data file 2.xlsx. 3. PC3 cells normalized Count RNAseq List (Canagliflozin vs Control): Supplementary data file 3.xlsx. 4. 22RV1 cells normalized Count RNAseq List, (Control, RT(5 G), Canagliflozin(10uM), and Combination): Supplementary data file 4.xlsx.

# Supplementary material for: The SGLT2 inhibitor canagliflozin suppresses growth and enhances prostate cancer response to radiotherapy
**Source:** Commun Biol. 2023 Sep 8;6:919. doi: 10.1038/s42003-023-05289-w
**Supplement:** Supplementary file 2 — Supplementary Figures and Tables

Supplementary figures

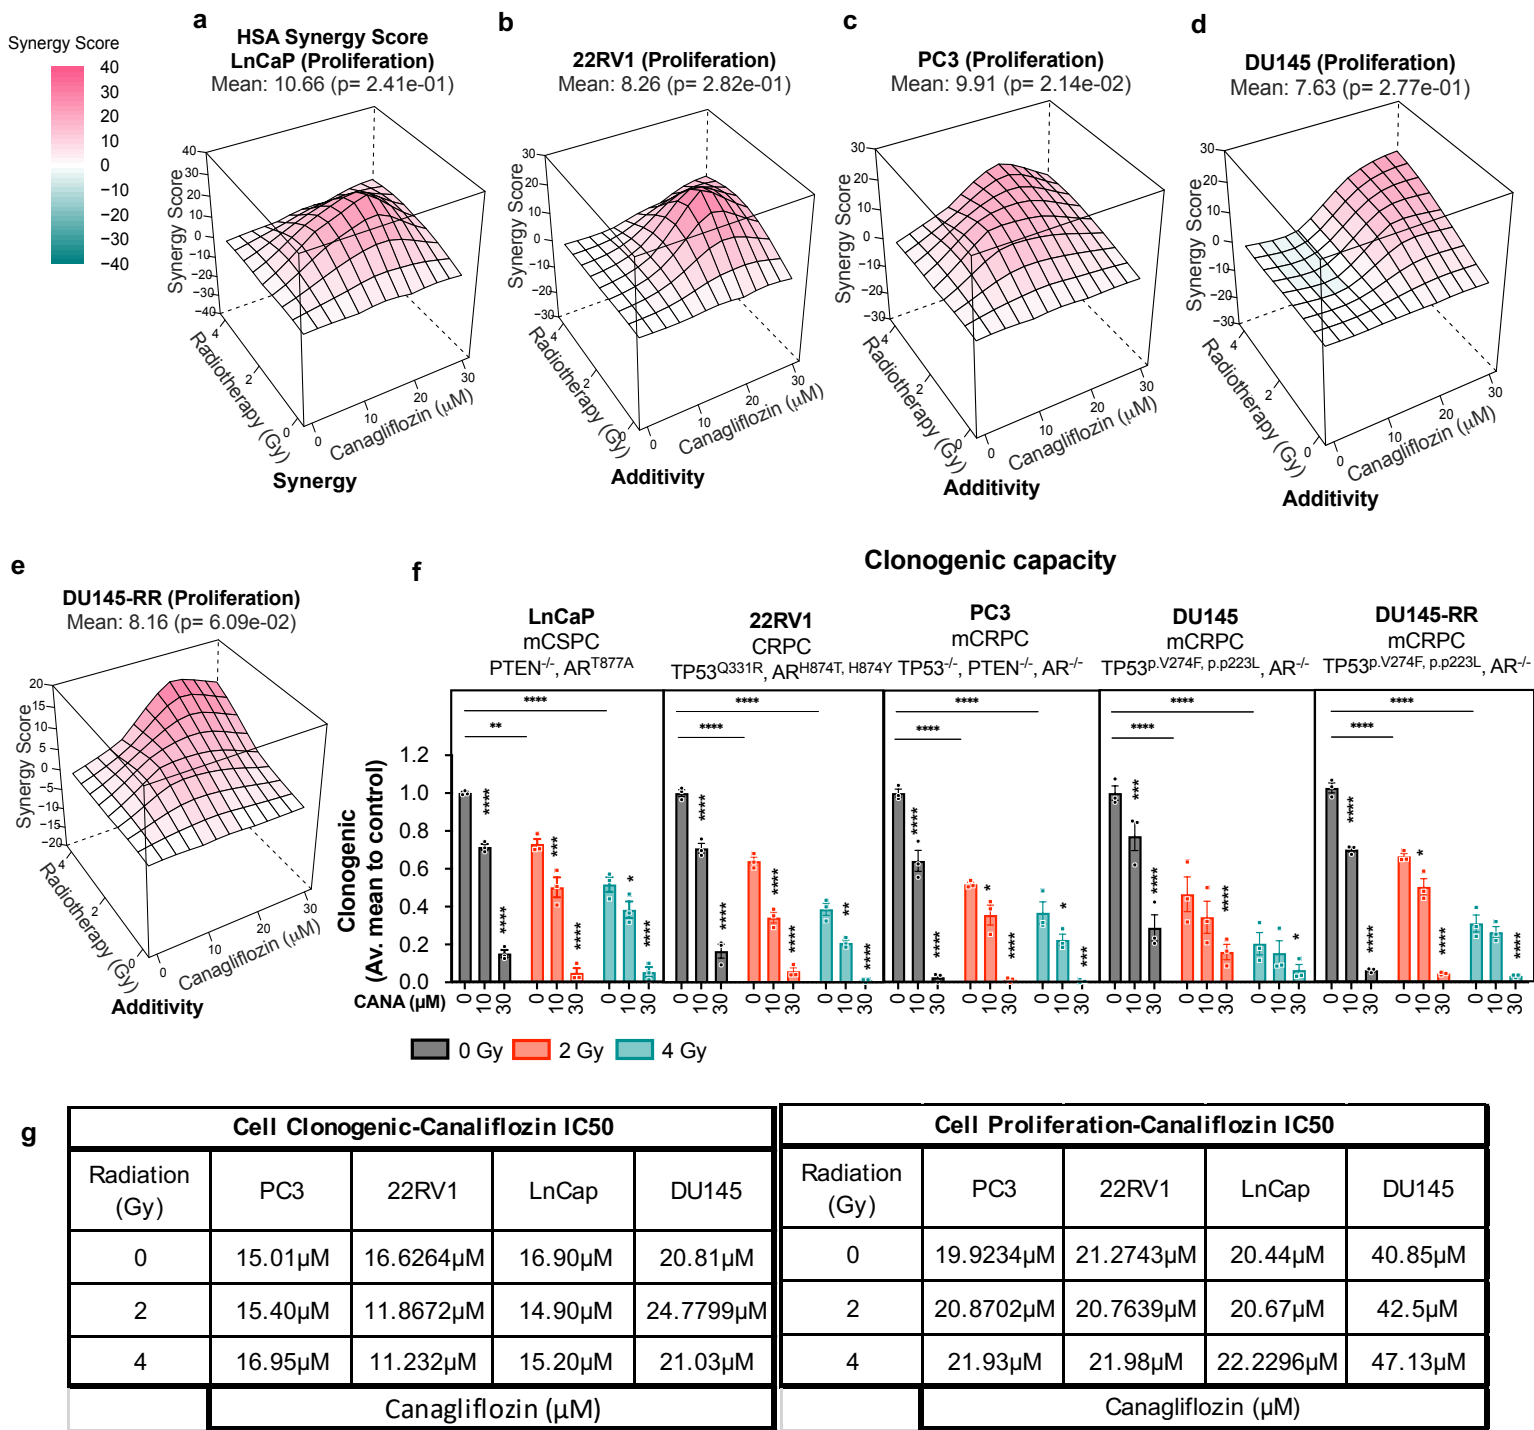

Supplementary Figure 1. Effects of canagliflozin (CANA) or radiotherapy (RT) on the cell proliferation and Clonogenic survival. **(a-e)** The synergy score for cellular proliferation induced by the combined treatment of CANA and RT, as well as their individual effects in prostate cancer cell lines (PrCa cells). Highest Single Agent (HSA) synergy score of four PrCa cell lines with different mutation profiles (LnCaP, 22RV1, PC3, DU145) and one radio-resistant cell line (DU145-RR) analyzed on proliferation assay. HSA mean score of (10 or higher indicates synergism, a score between (+10 and -10) indicates additivity, and a score $\leq$ -10 indicates antagonism). **(f)** Clonogenic assay performed with prostate cancer (PrCa) cell lines treated with single agent or combined treatments, canagliflozin 0-30 μ M and radiation (RT) (0-4Gy), n=3. **(g)** Canagliflozin IC50 values table for both individually and in combination with radiation doses ranging from 0 to 8Gy, for clonogenic and proliferation assays conducted on prostate cancer cell lines. Two-way analysis of variance (ANOVA) with the post hoc Tukey's multiple comparisons test was used to evaluate differences between the treatment and control groups. The results were obtained by at least three separate experiments n=3. The data shown is mean $\pm$ SEM.

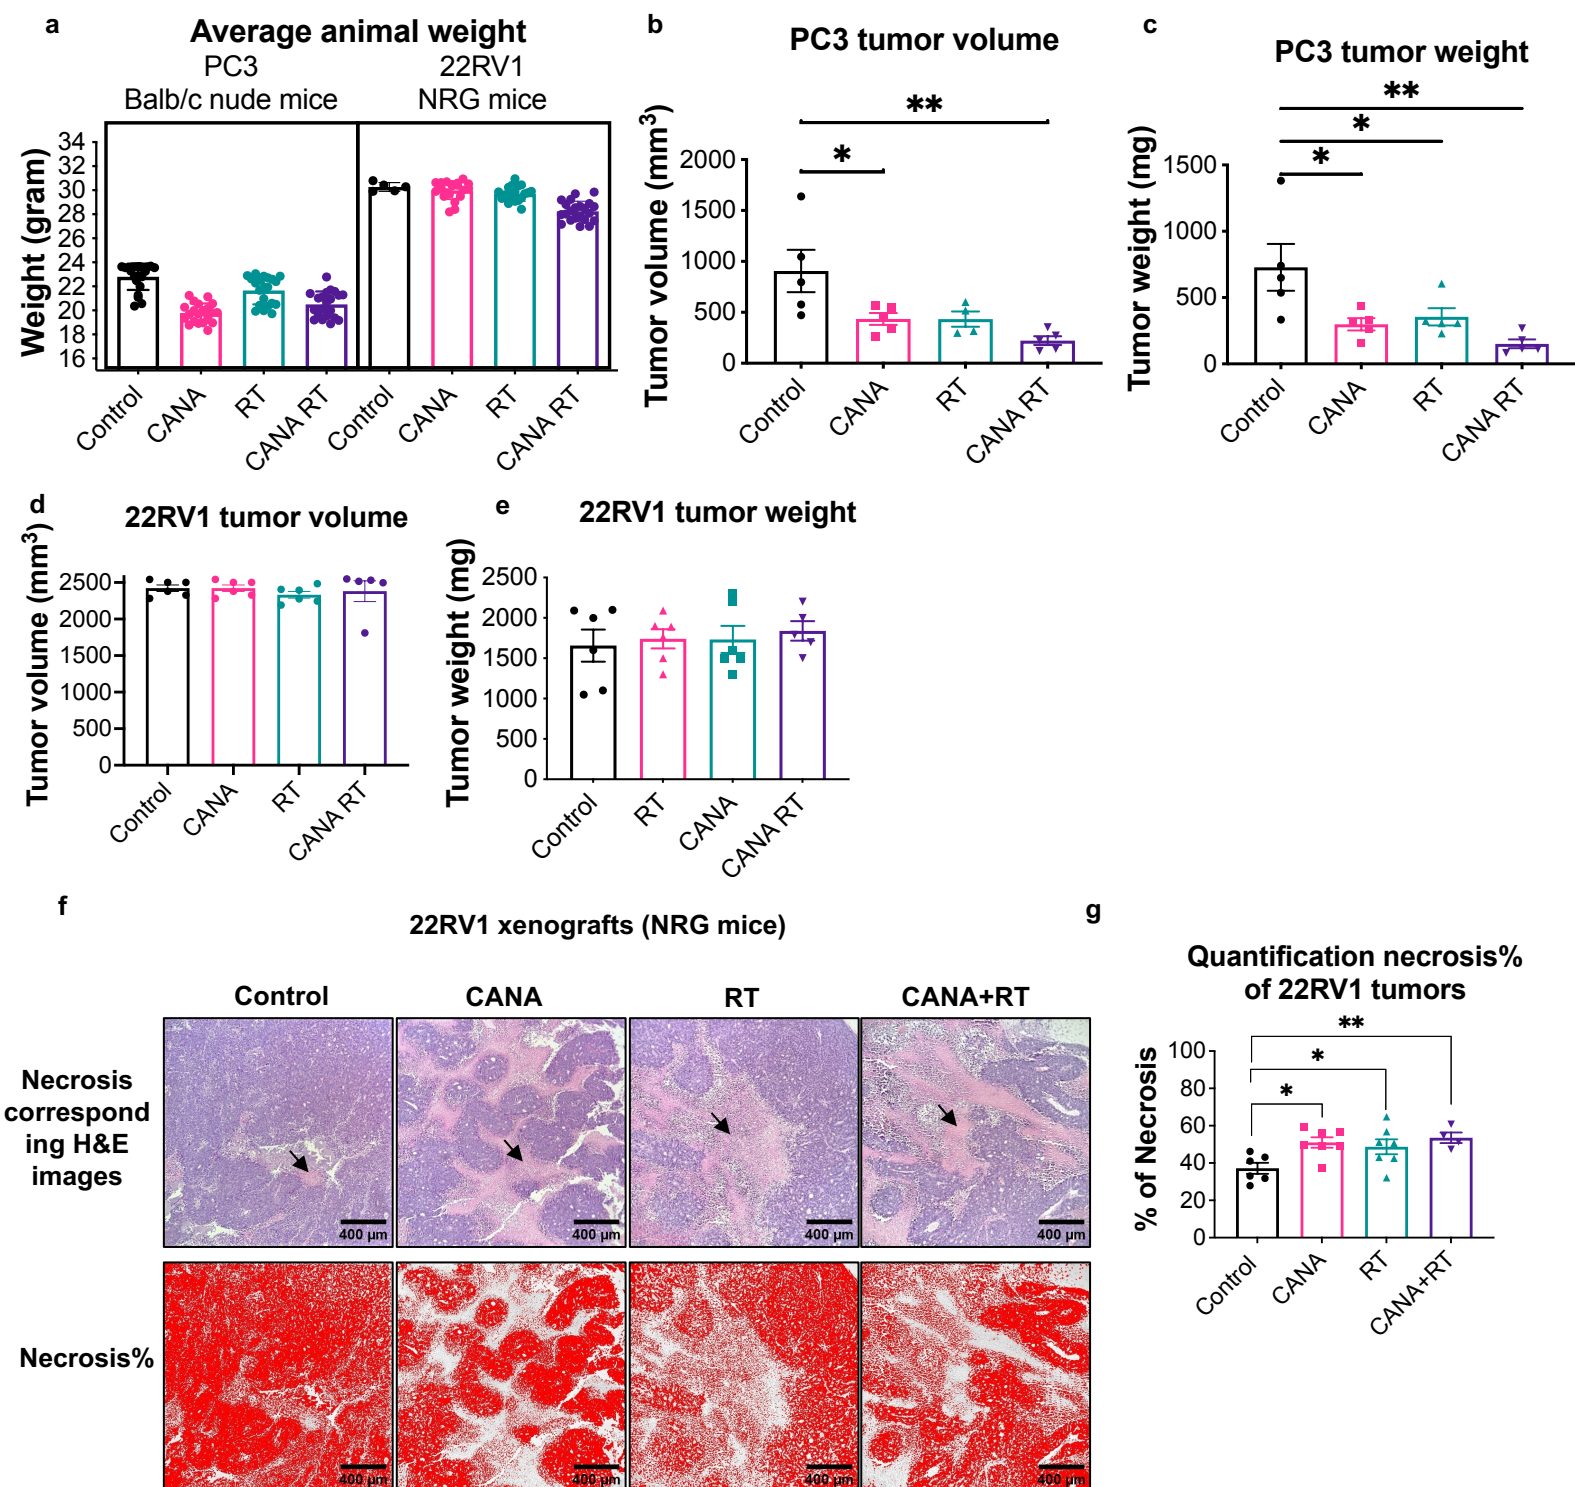

Supplementary Figure 2. Assessing the impact of Canagliflozin (CANA) and Radiotherapy (RT) Combination *in vivo*. (a) Average animal weight, (b-e) Ex vivo tumor weight (mg) and ex vivo tumor volume (mm³), (b-c) in PC3 xenograft nude mice, and (d-e) 22RV1 xenografts NRG mice, both were measured at the endpoint. (f-g) Representative images of IHC examination of the necrosis and its quantification of tumors from 22RV1 NRG mice. (f) Tumors stained with H&E from 22RV1 NRG mice in the control, canagliflozin, radiation, and combination treatment groups. In the control and treatment groups, arrows on the images point to the necrotic area. Necrosis ratio images were created using ImageJ software. The red colour represents the non-necrotic vital areas, while the white colour represents the necrotic areas. (g) Quantification of necrosis ratio (%) images. To quantify the necrosis % in the 22RV1 xenograft tumor, all slides were stained with H&E and the whole section was quantified using ImageJ software, following the ImageJ user guide for tissue quantification found on the NIH ImageJ website (<https://imagej.nih.gov/ij/index.html>). We calculated necrotic area as follows: Necrotic Area = Total Area – Viable Tissue Area, and Necrotic Tissue Percentage = Necrotic Area / Total Area. Ordinary one-way anova, Tukey's multiple comparison, n=6/group were used for statistical analysis, asterisks represent of p value, * = p<0.05, and ** = p<0.01. The data shown is Mean ± SEM.

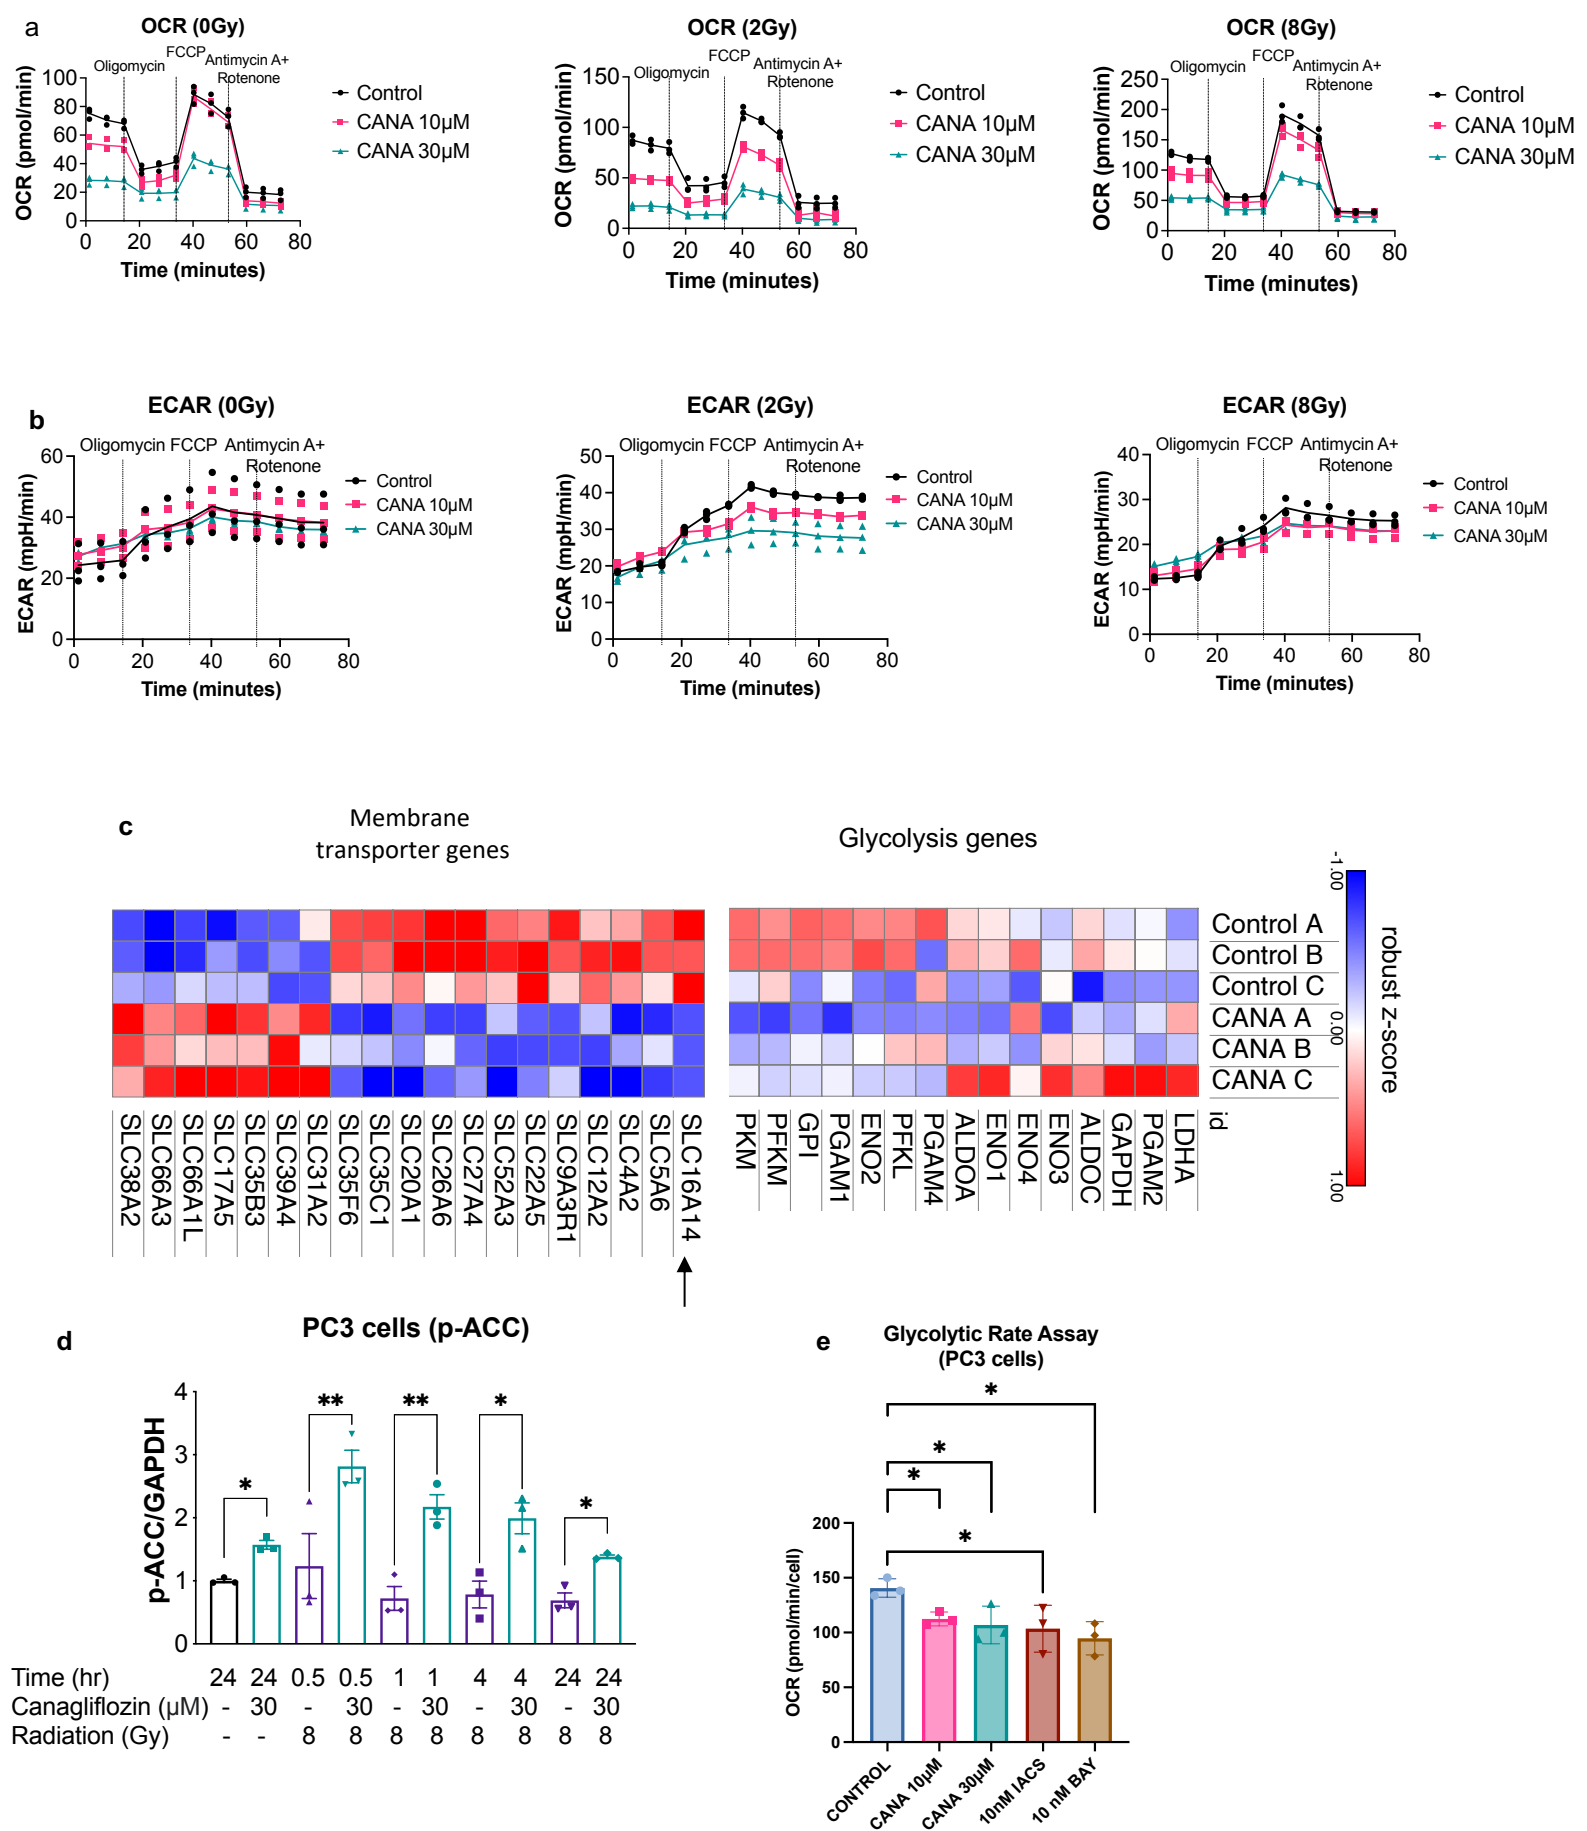

Supplementary Figure 3. (a-b) Effects of canagliflozin and radiation (RT) treatments on **(a)** oxygen consumption rate (OCR), and **(b)** extracellular acidification rate (ECAR), raw data. **(c)** Regulation of expression of glycolytic related genes of the “glycolysis” Gene Ontology (GO) term and membrane transporter genes. All glycolysis related genes are not significantly regulated by canagliflozin, FDR q-value > 0.05. All membrane transporter genes are significantly downregulated by canagliflozin, FDR q-value < 0.05. **(d)** Immunoblotting assay quantification for phosphorylated-ACC(Ser⁷⁹)/GAPDH. **(e)** Normalized basal OCR values from the glycolytic rate assay (GRA) experiment in PC3 cells treated with canagliflozin, IACS-010759, or BAY-872243. Cell number normalization was performed using crystal violet for the cells. The significance of the time course experiment at each treatment dosage was determined using a two-way analysis of variance (ANOVA), asterisks represent of p value, * = p<0.05, and ** = p<0.01. The data shown is mean $\pm$ SEM; n=3. Ordinary one-way ANOVA with the post hoc Tukey's multiple comparisons test was performed for figure e, to determine if there were significant changes between the treatment and control groups.

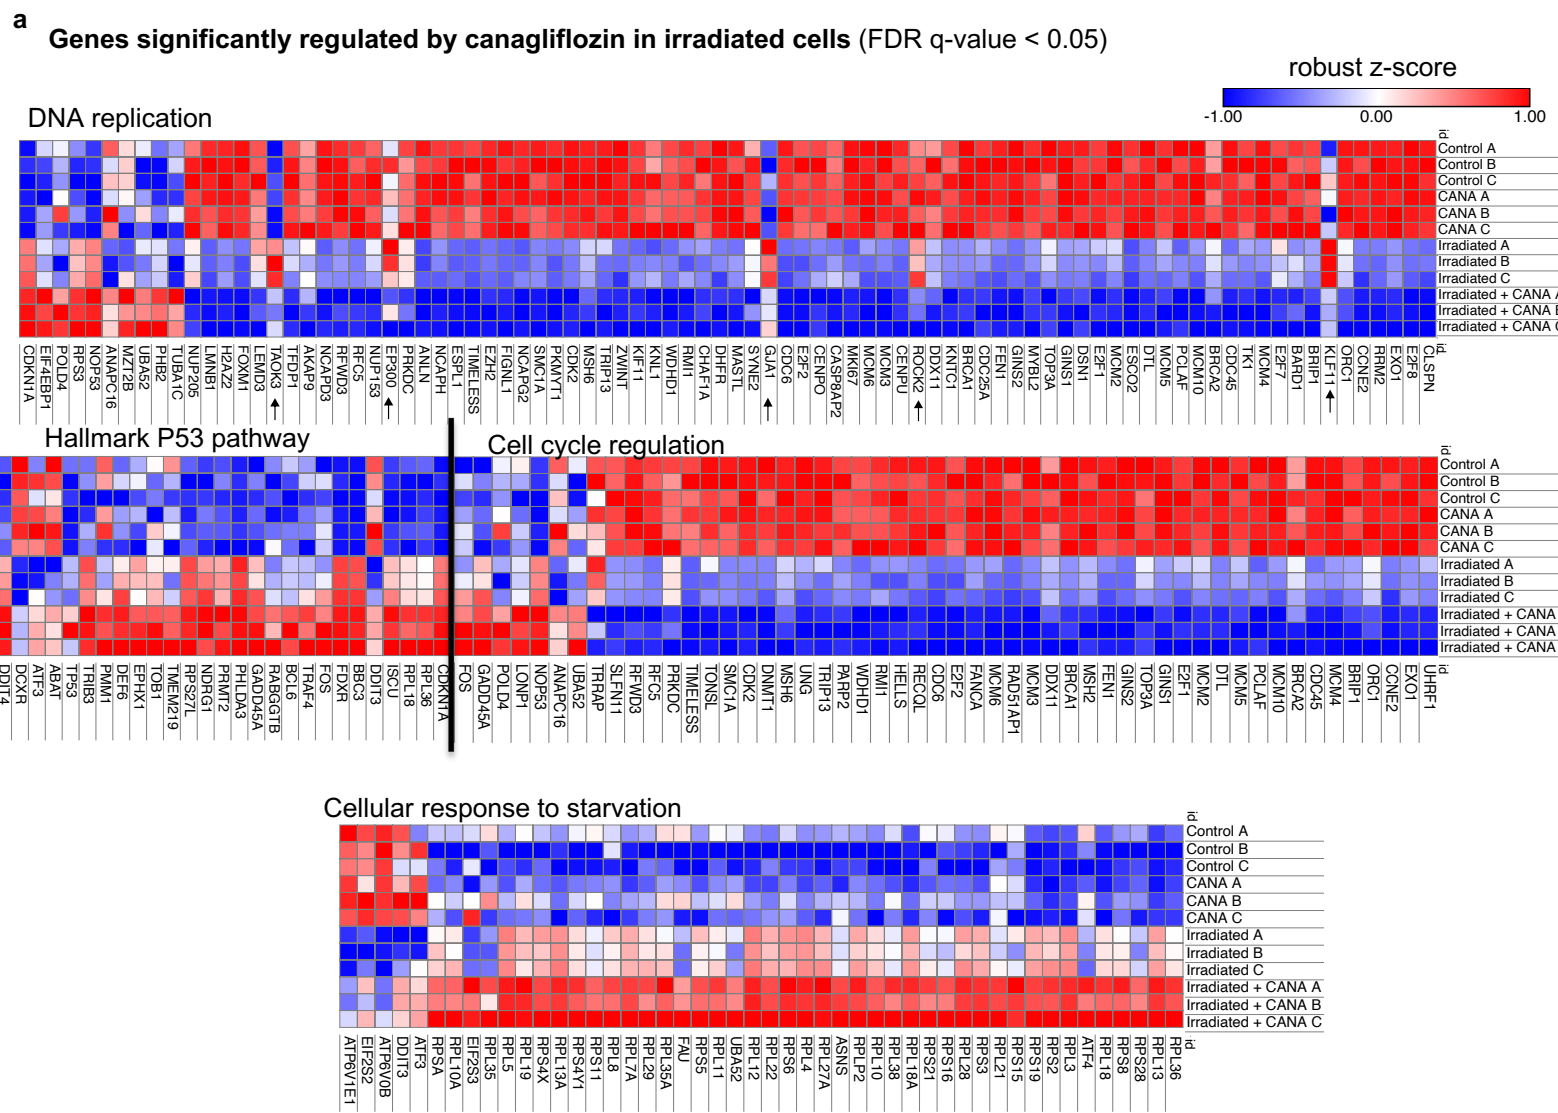

Supplementary Figure 4. Regulation of expression of genes involved in “cell cycle, DNA replication, p53 pathway and cellular response to starvation” Gene Ontology (GO) term. **(a)** Heatmap diagrams illustrating effects of canagliflozin (10 μ M) (CANA), radiation (5Gy) (RT) or combined treatment in 22RV1 cells were generated from RNAseq analysis data (False Discovery Rate (FDR) p-value < 0.05). Normalized log2 feature counts are used to represent gene expression (with robust z-score). The blue to red scale represents downregulated to upregulated from -1 to 1.

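p53 target genes rose and DNA replication and mitosis genes fell in irradiated 22RV1 cells, with and without canagliflozin. Of 45 p53 targets 40 were higher and 0 lower after RT and 41 and 1 after CANA + RT (40 and 41 higher when adjusted over the list alone), with mean log2 changes of 0.64 and 0.70. BBC3 (ENSG00000105327, chromosome 19, 47220822 to 47232766) rose by 1.35 after RT (SE 0.033) and by 1.51 after CANA + RT (SE 0.033). The ferredoxin reductase gene FDXR (ENSG00000161513, chromosome 17, 74862497 to 74873031) rose by 1.35 (SE 0.037) and 1.50 (SE 0.036). Of 60 DNA replication genes 57 were lower after RT and 58 after CANA + RT, with 0 higher (57 and 58 lower over the list alone) and means of -0.43 and -0.53. CLSPN (ENSG00000092853, chromosome 1, 35720218 to 35769978) changed by -1.14 (SE 0.042) and -1.42 (SE 0.037). Of 62 mitosis genes 52 were lower and 1 higher after RT and 53 and 3 after CANA + RT (52 and 53 lower over the list alone), with the centromere gene CENPN at -0.73 and -0.68. Of 42 genes of ATF4 and the integrated stress response 16 were higher and 8 lower after RT and 28 and 2 after CANA + RT (16 and 30 higher over the list alone), with means of 0.10 and 0.23. After RT the adjusted p of limma's camera was 1.1e-25 for p53 targets, 2.5e-27 for DNA replication, 3.6e-18 for mitosis and 0.0394 for ATF4, and after CANA + RT 3.7e-28, 5.8e-33, 2.3e-19 and 2.4e-07. With an estimated correlation the adjusted p was 0.0631, 0.159, 0.355 and 0.644 after RT and 0.0453, 0.0453, 0.0807 and 0.440 after CANA + RT.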

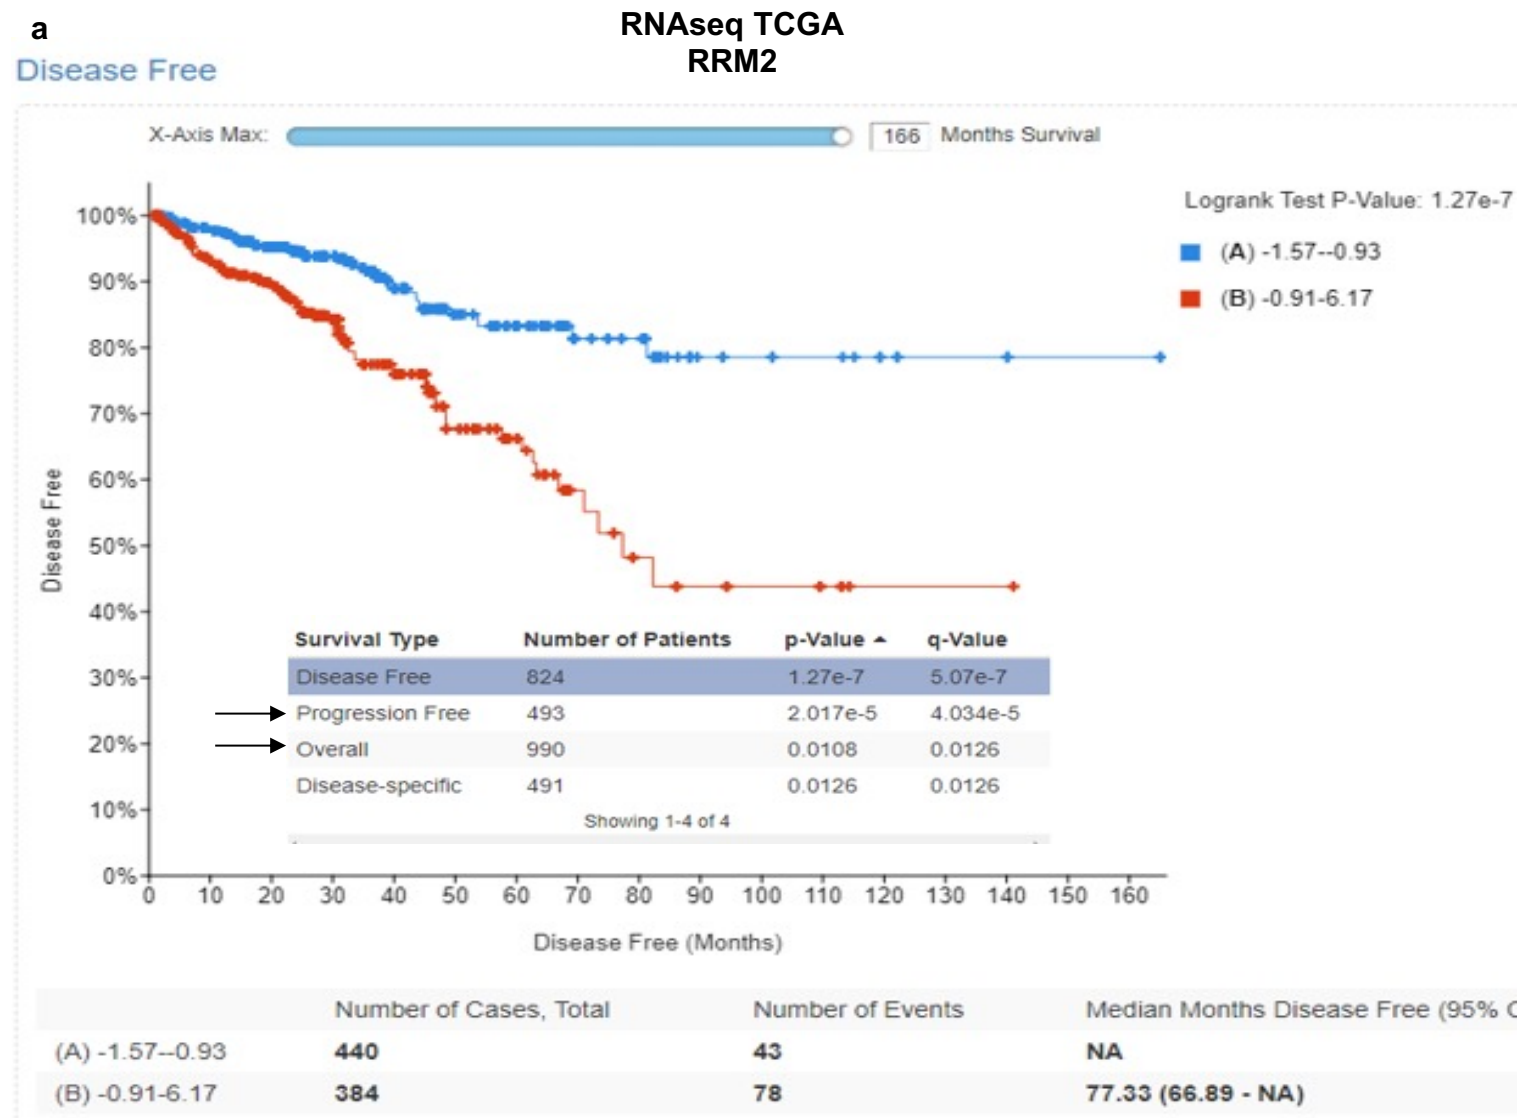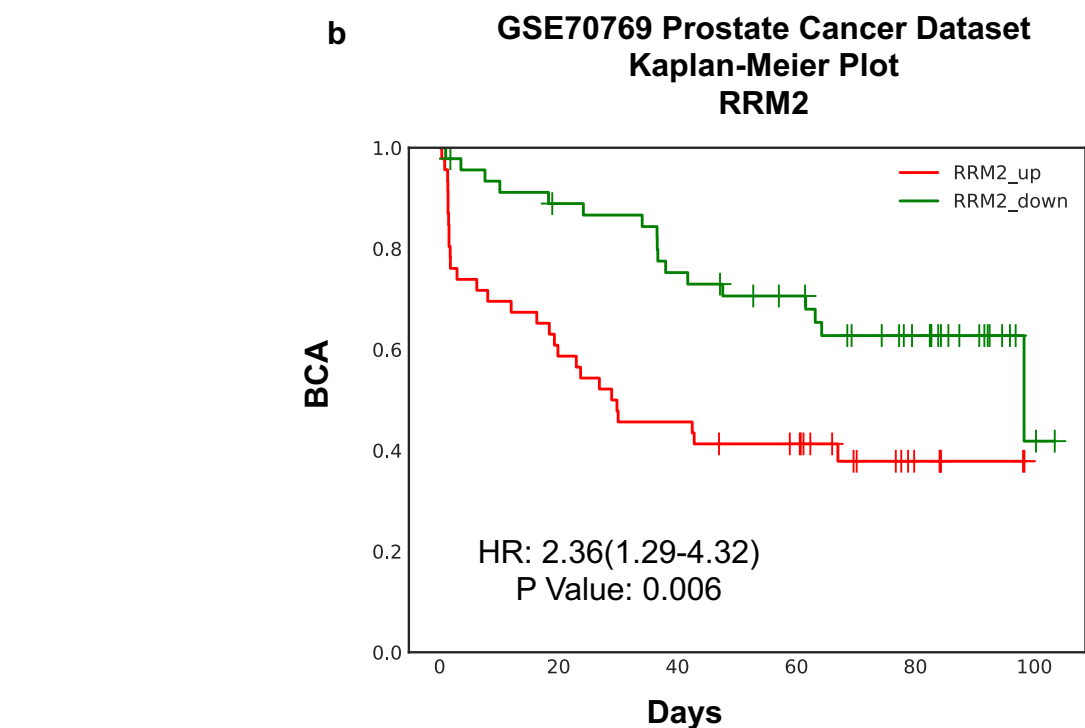

Supplementary Figure 5. Kaplan-Meier plots indicating the potential prognostic value of *RRM2* gene. The cBioPortal for cancer genomics (<http://www.cbioportal.org>) and the Prostate Cancer Transcriptome Atlas (PCTA) (<http://www.thepcta.org>) engines were used to analyze data. **(a)** Kaplan-Meier plot of The Cancer Genome Atlas (TCGA) data analyzed (cBioPortal). Graph illustrates relationship with Disease-Free survival, table insert describes also the relationship with progression-free, disease-Specific and overall survival. **(b)** Analysis of Cancer Research UK Cambridge Institute cohort (GSE70769) data (PCTA). Kaplan-Meier plot of biochemical recurrence-free survival (BCA).

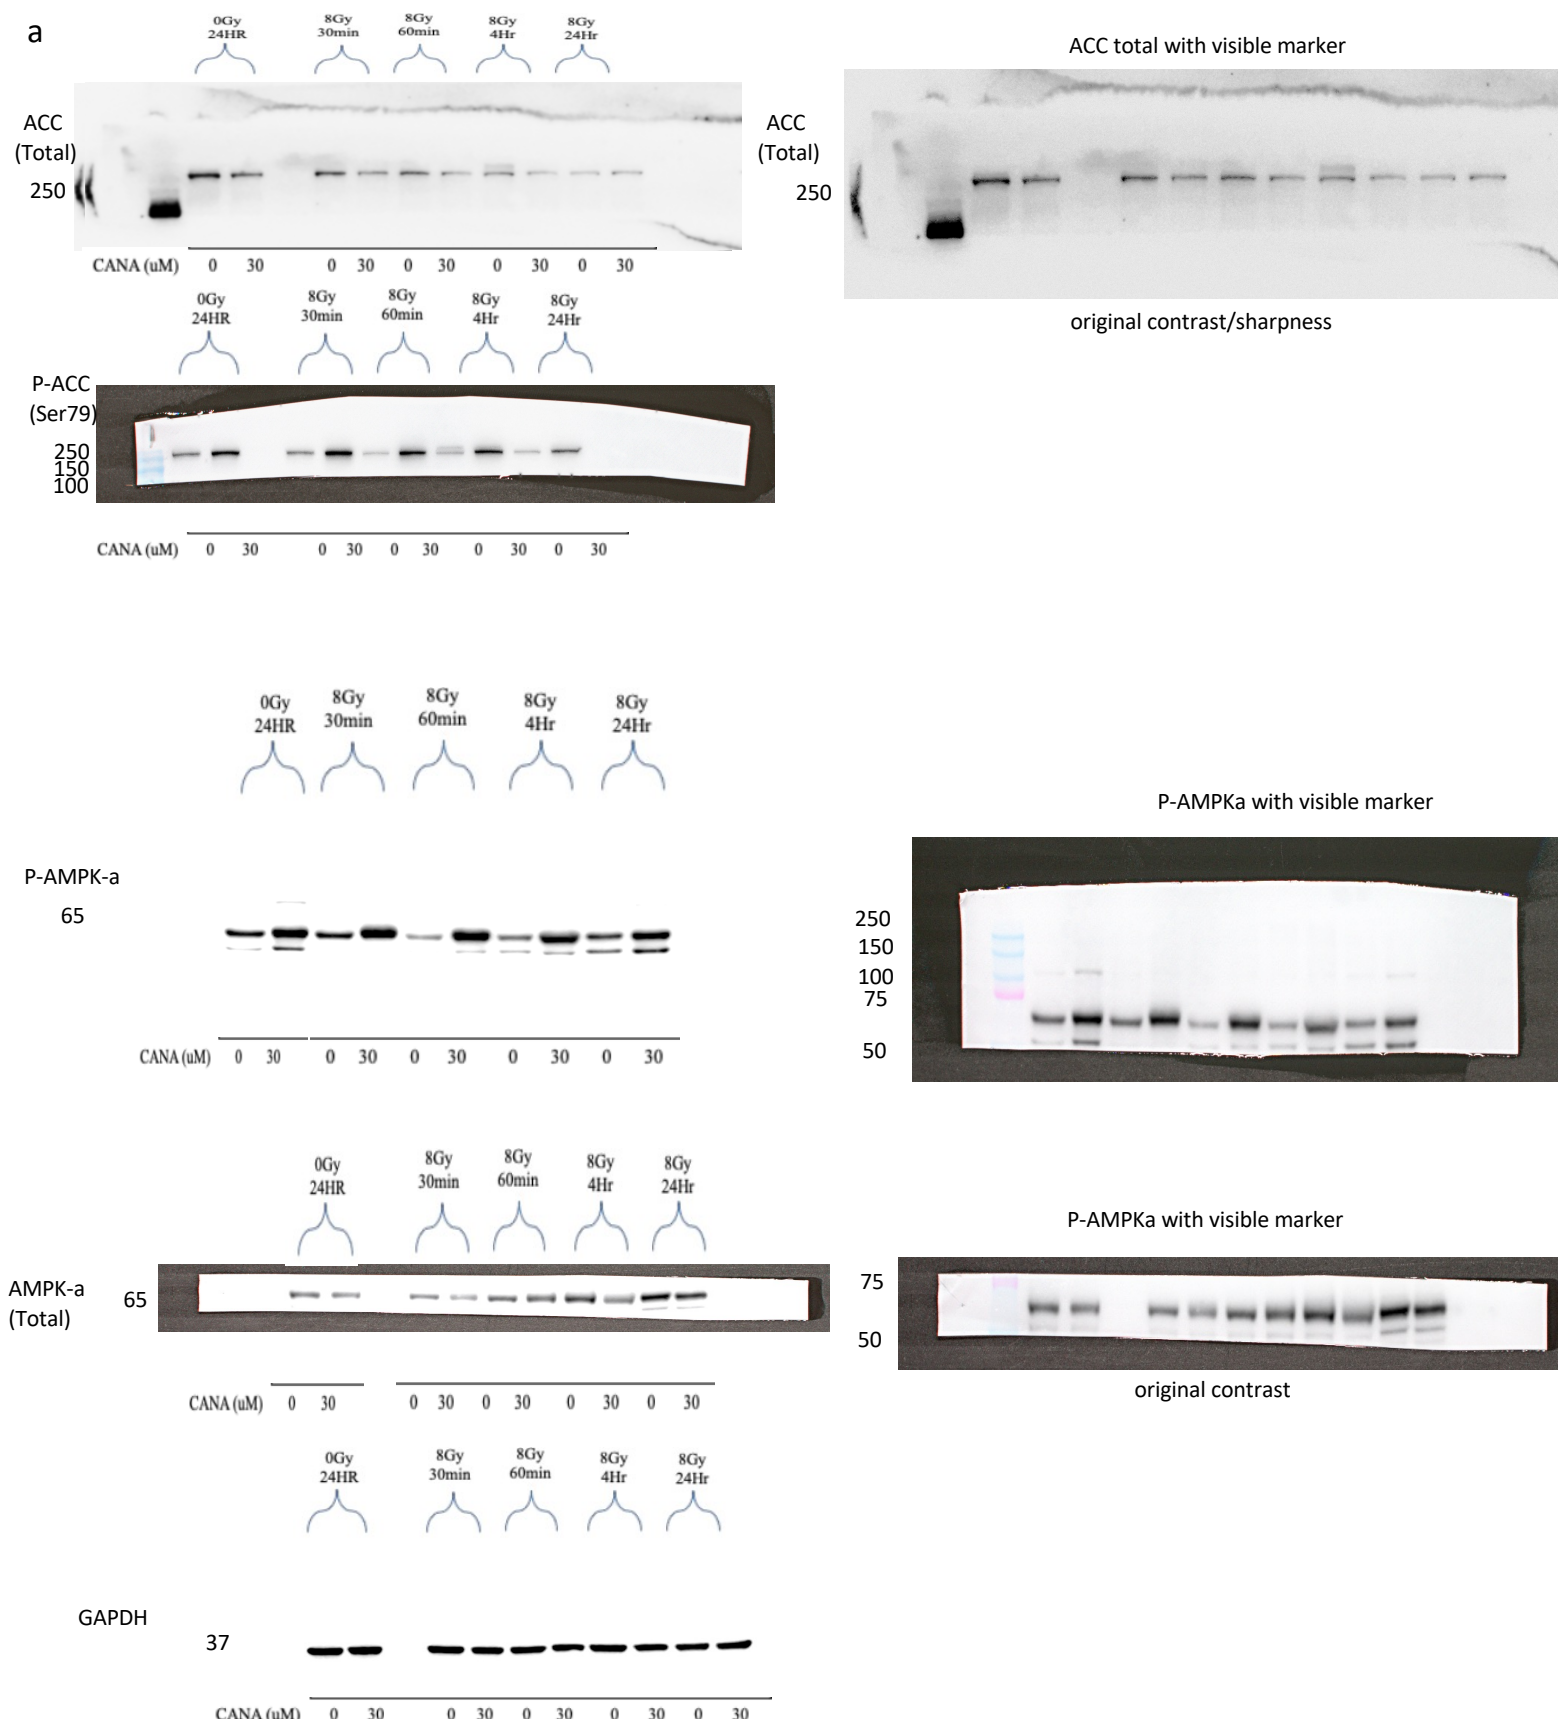

Supplementary Figure 6. Supplementary blots a: The supplementary blots a are for Figure 4h (left side) contain the blots for ACC (total and phosphorylated-ACC ser79), AMPK-alpha (total and phosphorylated AMPK-alpha at Thr172), and a representative GAPDH control blot. The blot on the right side shows the visible molecular weight ladder, original contrast and/or sharpness. The p-AMPK-alpha band in the manuscript has been spaced to match the other blots between CANA 30 and 8Gy 30min. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the fully uncropped and unedited images here.

b

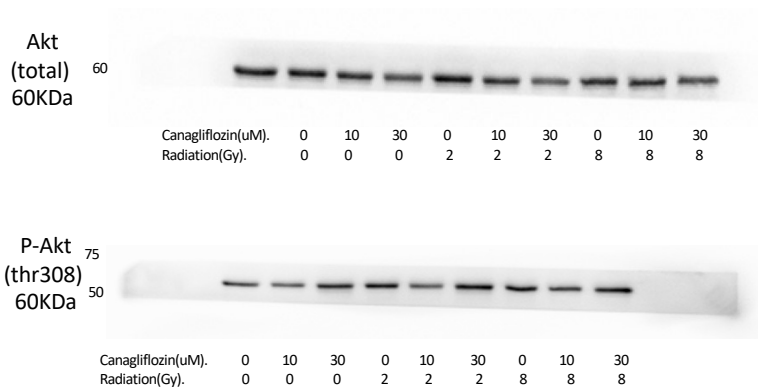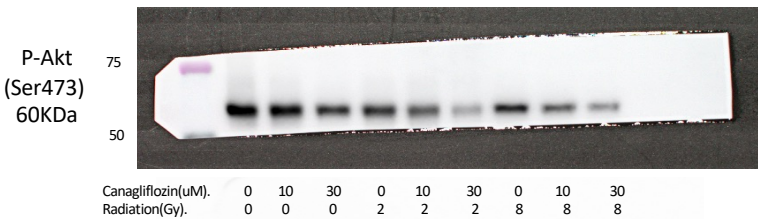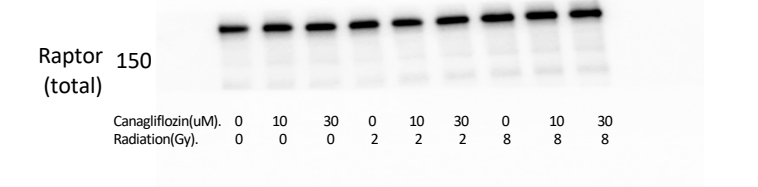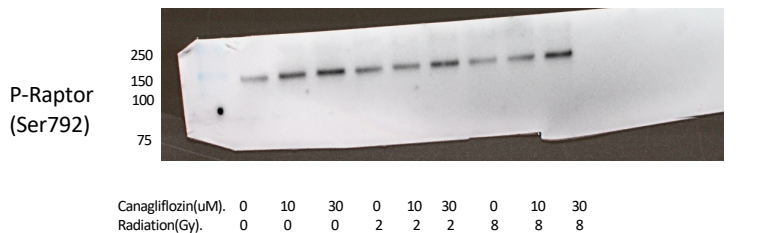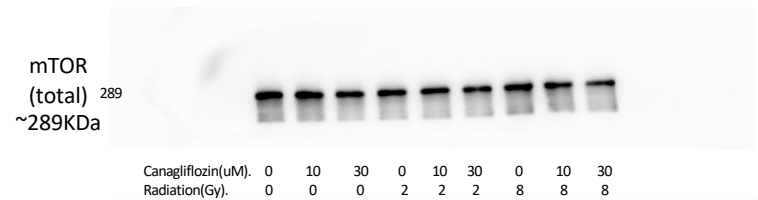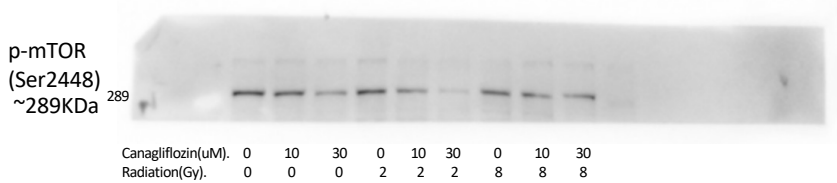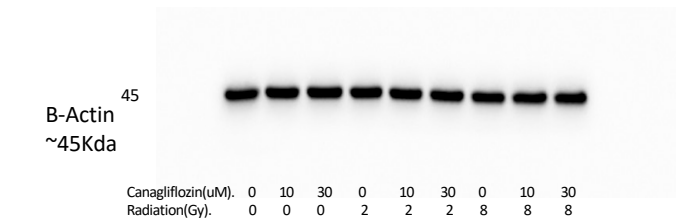

Sample 2 Akt (Total) with visible marker

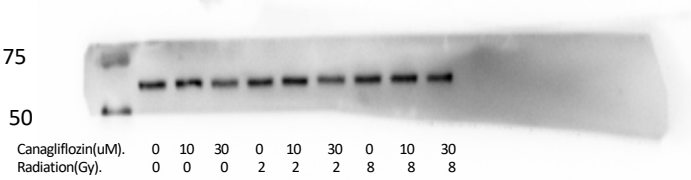

Sample 2 p-Akt (Thr308) with visible marker

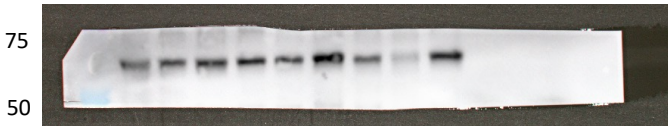

Sample 2 Raptor (Total) with visible marker

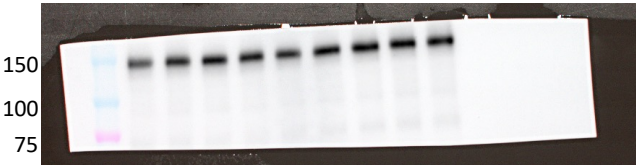

Same sample mTOR (Total) with visible marker – auto-exposure

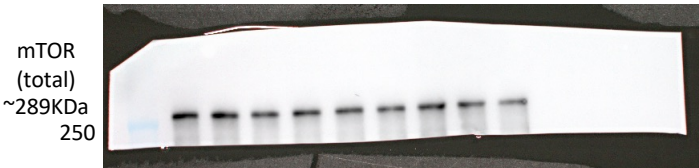

Original contrast/sharpness

b-actin with visible marker sample 2

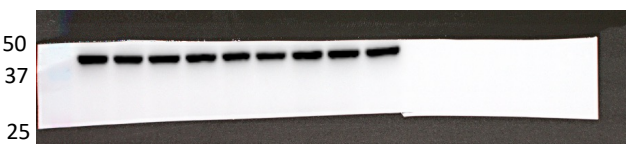

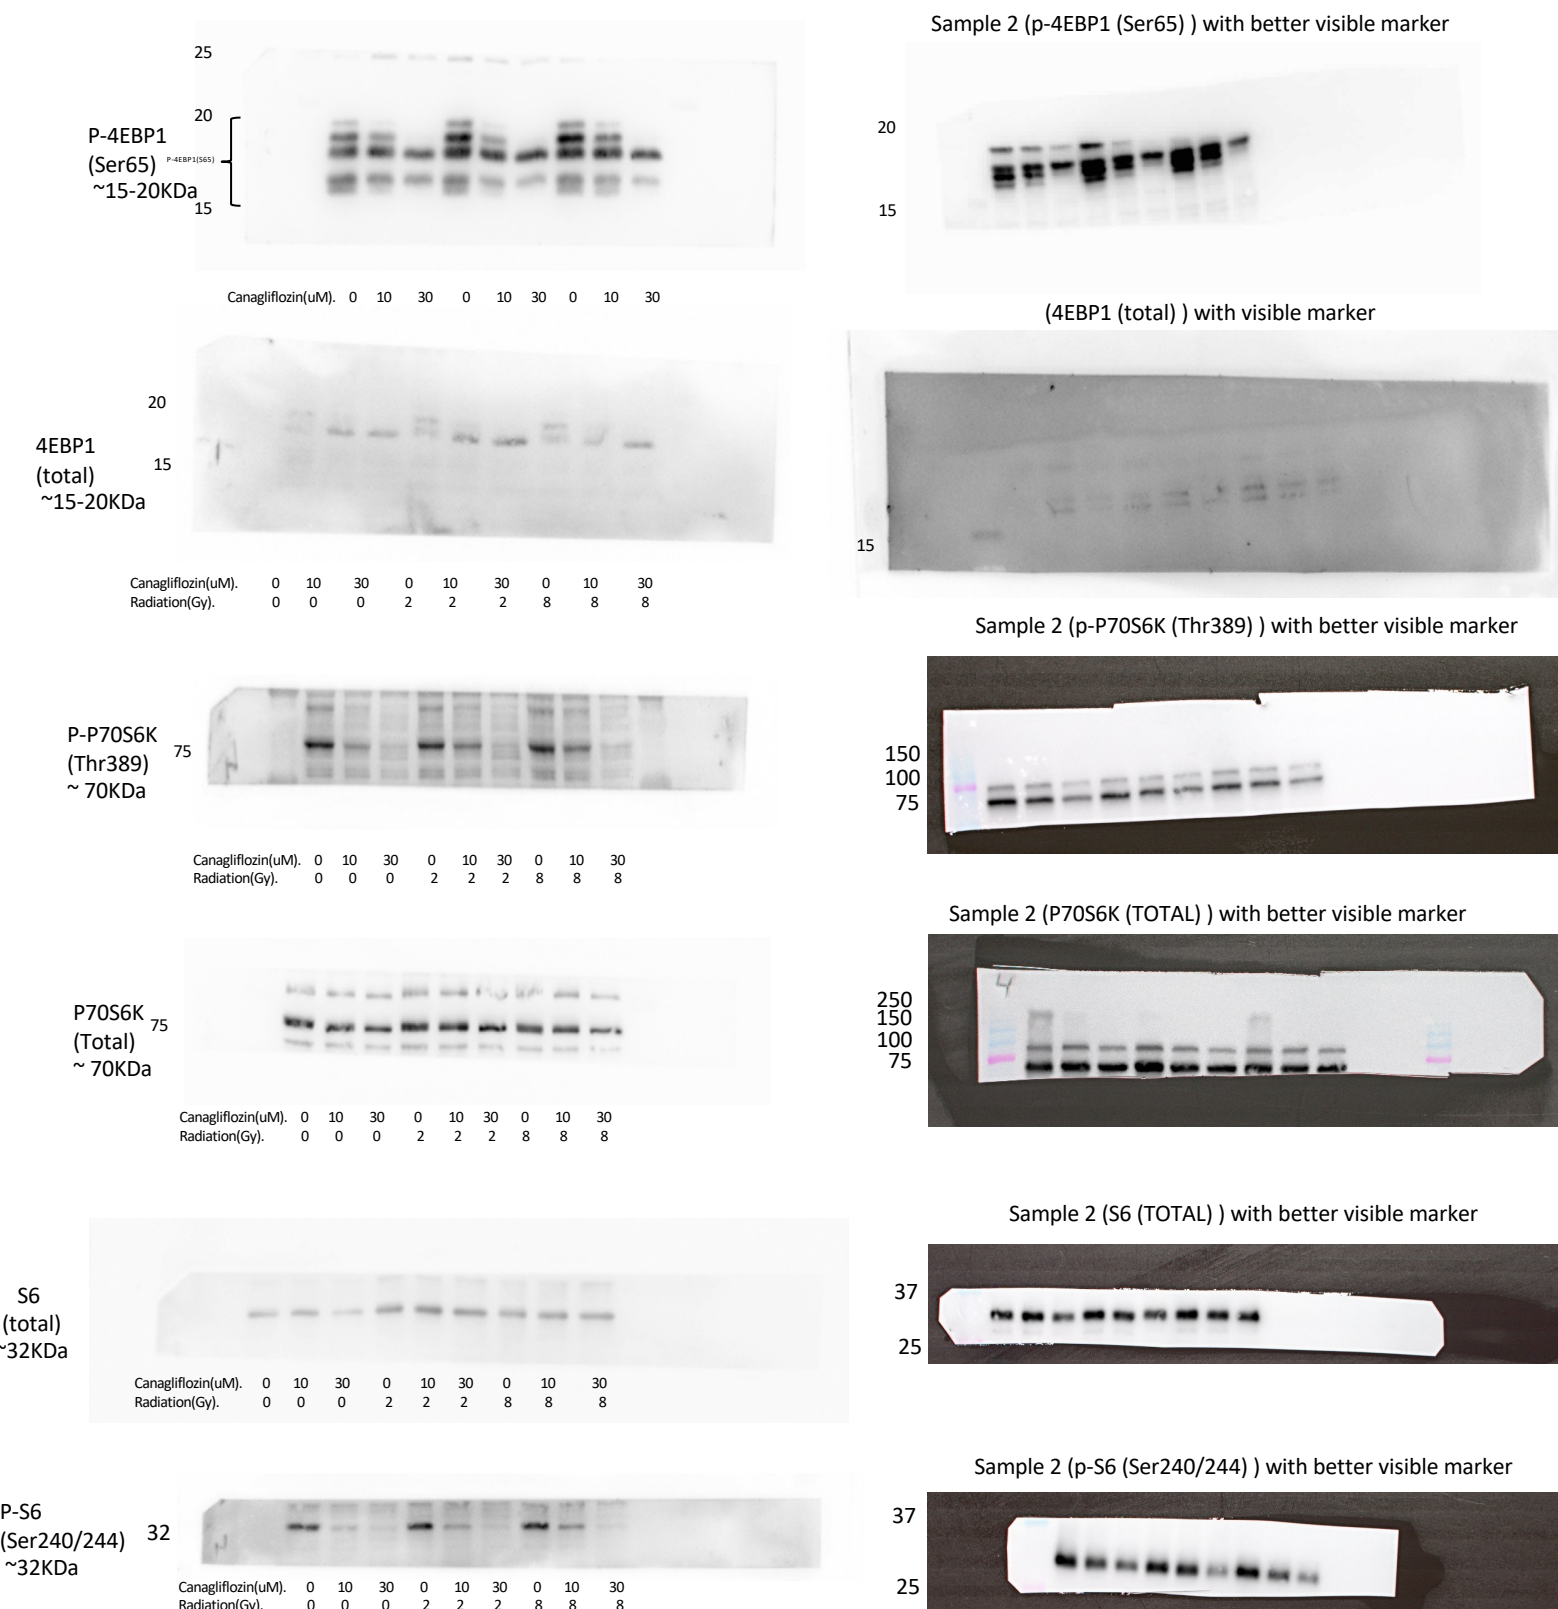

S6
(total)
~32KDa

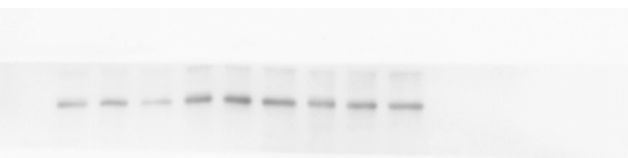

Canagliflozin(uM).

0 10 30 0 10 30 0 10 30

Radiation(Gy).

0 0 0 2 2 2 8 8 8

P-S6
(Ser240/244)
~32KDa

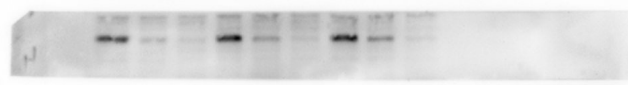

Canagliflozin(uM).

0 10 30 0 10 30 0 10 30

Radiation(Gy).

0 0 0 2 2 2 8 8 8

Sample 2 (p-4EBP1 (Ser65)) with better visible marker

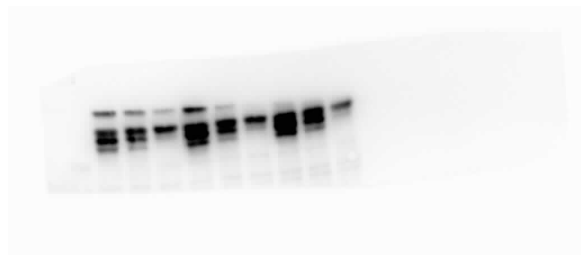

(4EBP1 (total)) with visible marker

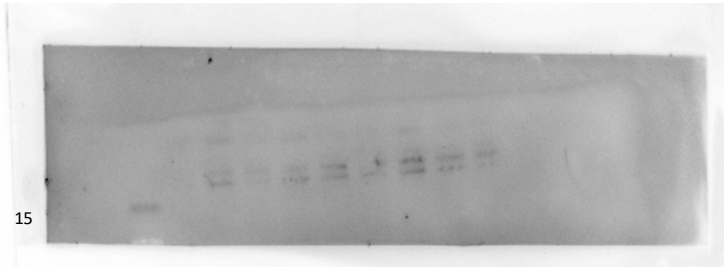

Sample 2 (p-P70S6K (Thr389)) with better visible marker

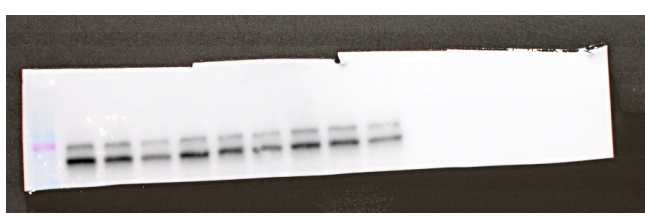

Sample 2 (P70S6K (TOTAL)) with better visible marker

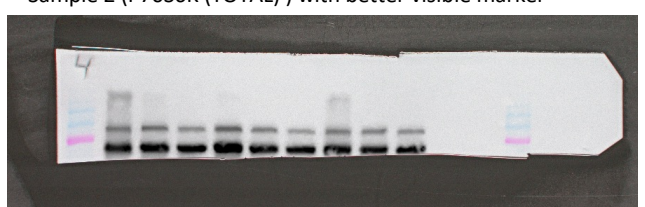

Sample 2 (S6 (TOTAL)) with better visible marker

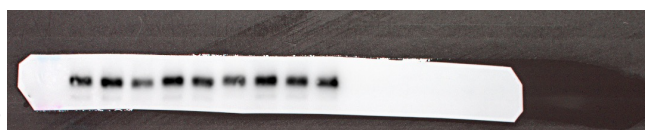

Sample 2 (p-S6 (Ser240/244)) with better visible marker

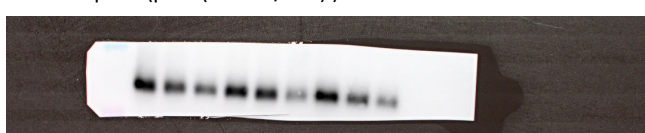

Supplementary Figure 6. Supplementary blots b: The supplementary blots b contain the original blots for Figure 5a (mTOR Pathway), including AKT (total and phosphorylation at thr308 and Ser473), Raptor (total and phosphorylation at Ser792), mTOR (total and phosphorylation at Ser2448), 4-EPBP1 (total and phosphorylation at Ser65), P70S6K (total and phosphorylation at Thr389), S6 (total and phosphorylation at Ser240/244), and a representative β -actin control blot. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the fully uncropped and unedited images here.

C

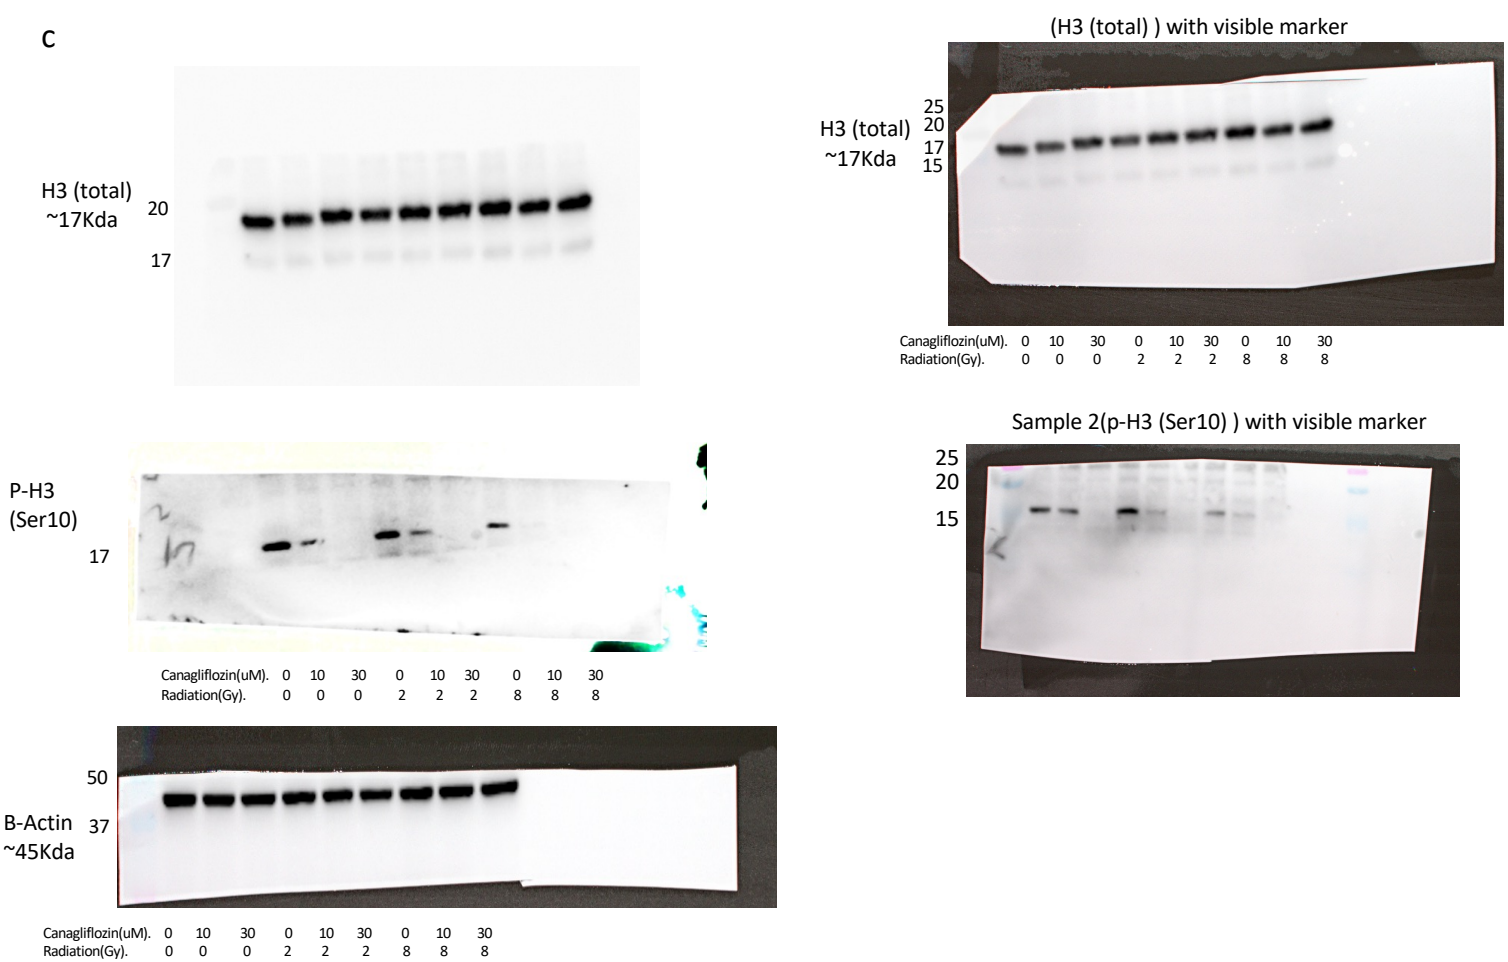

Supplementary Figure 6. Supplementary blots c: The supplementary blots c contain the original blots for Figure 5a (DNA replication), including H3 (total and phosphorylated H3 at ser10), and a representative β -actin control blot. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the fully uncropped and unedited images here.

d

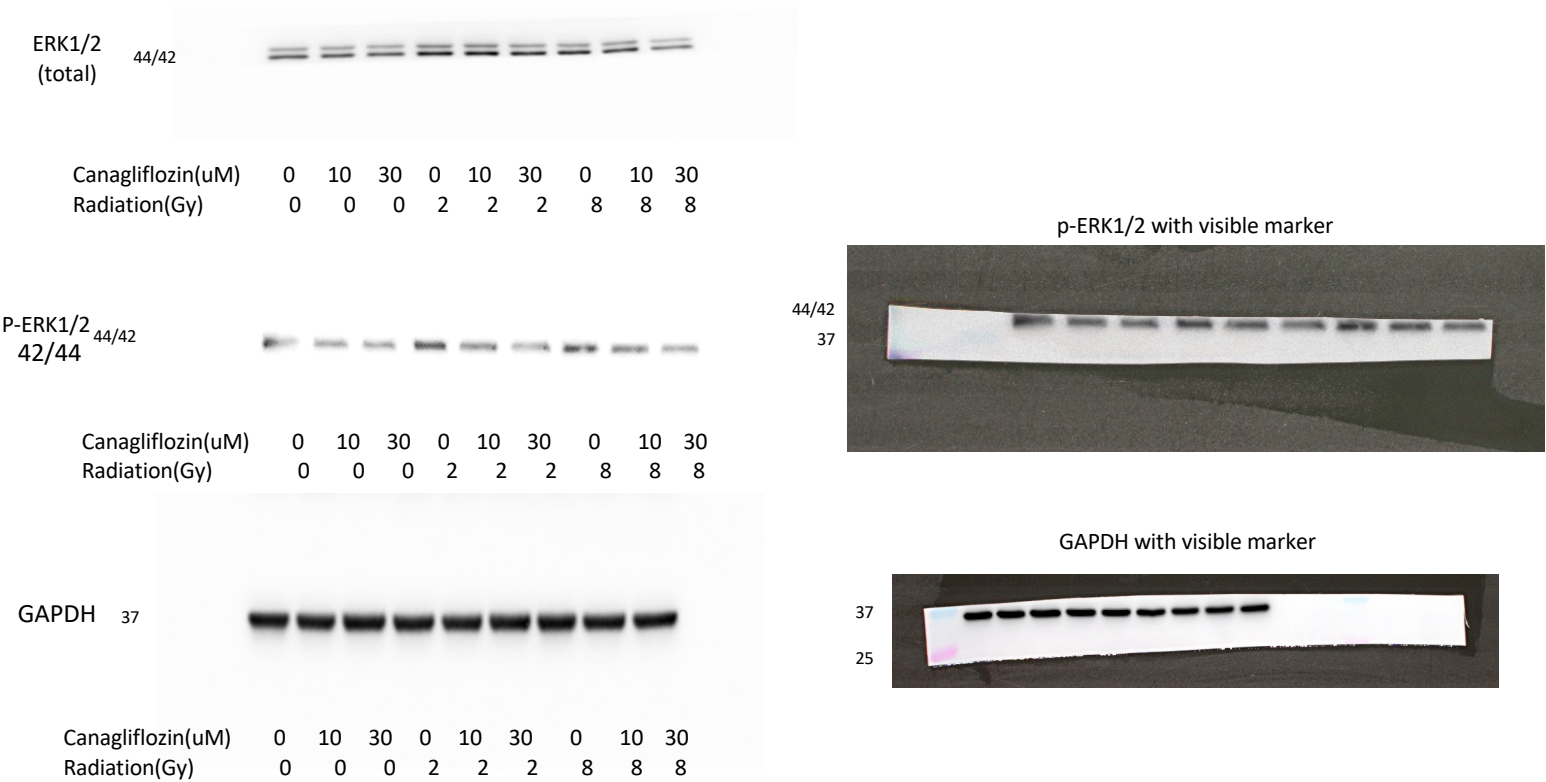

Supplementary Figure 6. Supplementary blots d: The supplementary blots 4 contain the original blots for Figure 5a (Erk/MAPK Pathway), including ERK (total and phosphorylated Erk1/2 at 42/44), and a representative GAPDH control blot. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the fully uncropped and unedited images here.

e

15% gel
HIF-1a
120-
150KDa
250
150
100

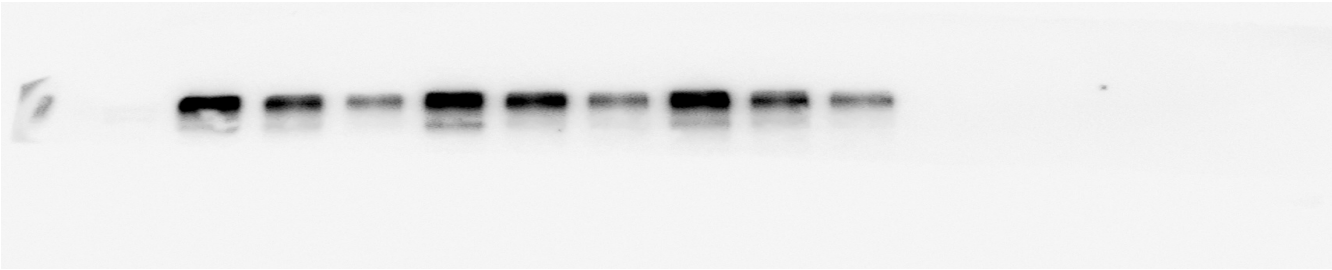

Canagliflozin(uM)	0	10	30	0	10	30	0	10	30
Radiation(Gy)	0	0	0	2	2	2	8	8	8

HIF-1a with better visible marker sample 2

250
150
100

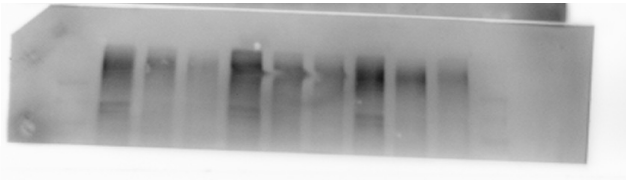

B-actin

45

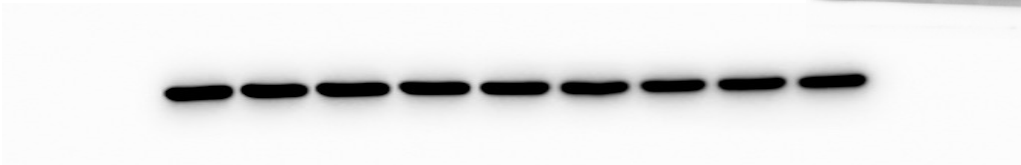

Canagliflozin(uM)	0	10	30	0	10	30	0	10	30
Radiation(Gy)	0	0	0	2	2	2	8	8	8

HIF-1a

120
100

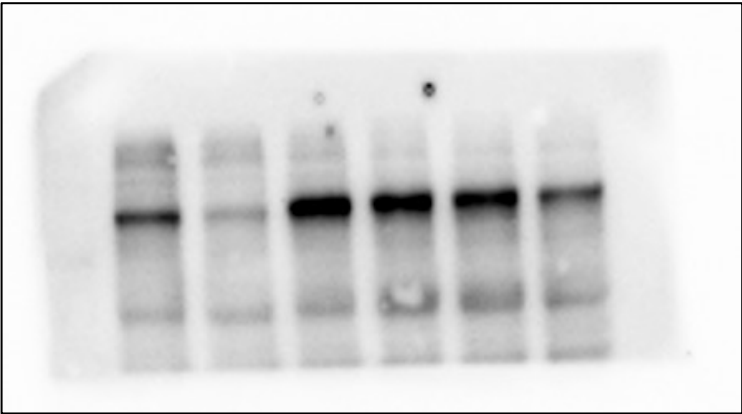

HIF-1a with visible marker

250
150
100
75

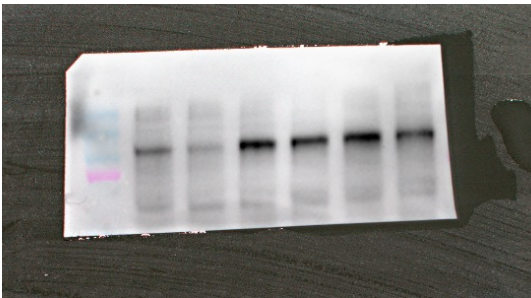

CANA	0	30	0	0	0	30
ROXA	0	0	10	20	30	30

B-actin

45

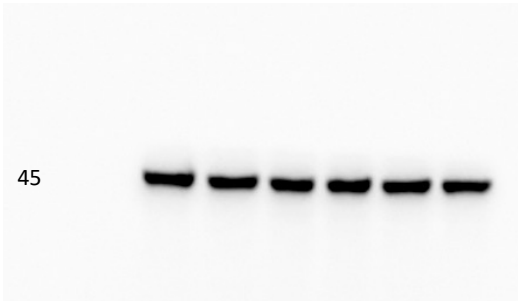

CANA	0	30	0	0	0	30
ROXA	0	0	10	20	30	30

B-actin with visible marker

50
45
37

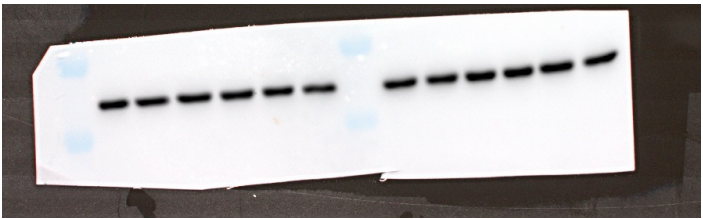

CANA	0	30	0	0	0	30	CANA	0	30	0	0	0	30
ROXA	0	0	10	20	30	30	ROXA	0	0	10	20	30	30

Supplementary Figure 6. Supplementary blots e: The supplementary blots 5 contain the original blots for Figure 6a and Figure 6c (Hif-1aplha), and the representative b-actin control blot. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the full image.

f

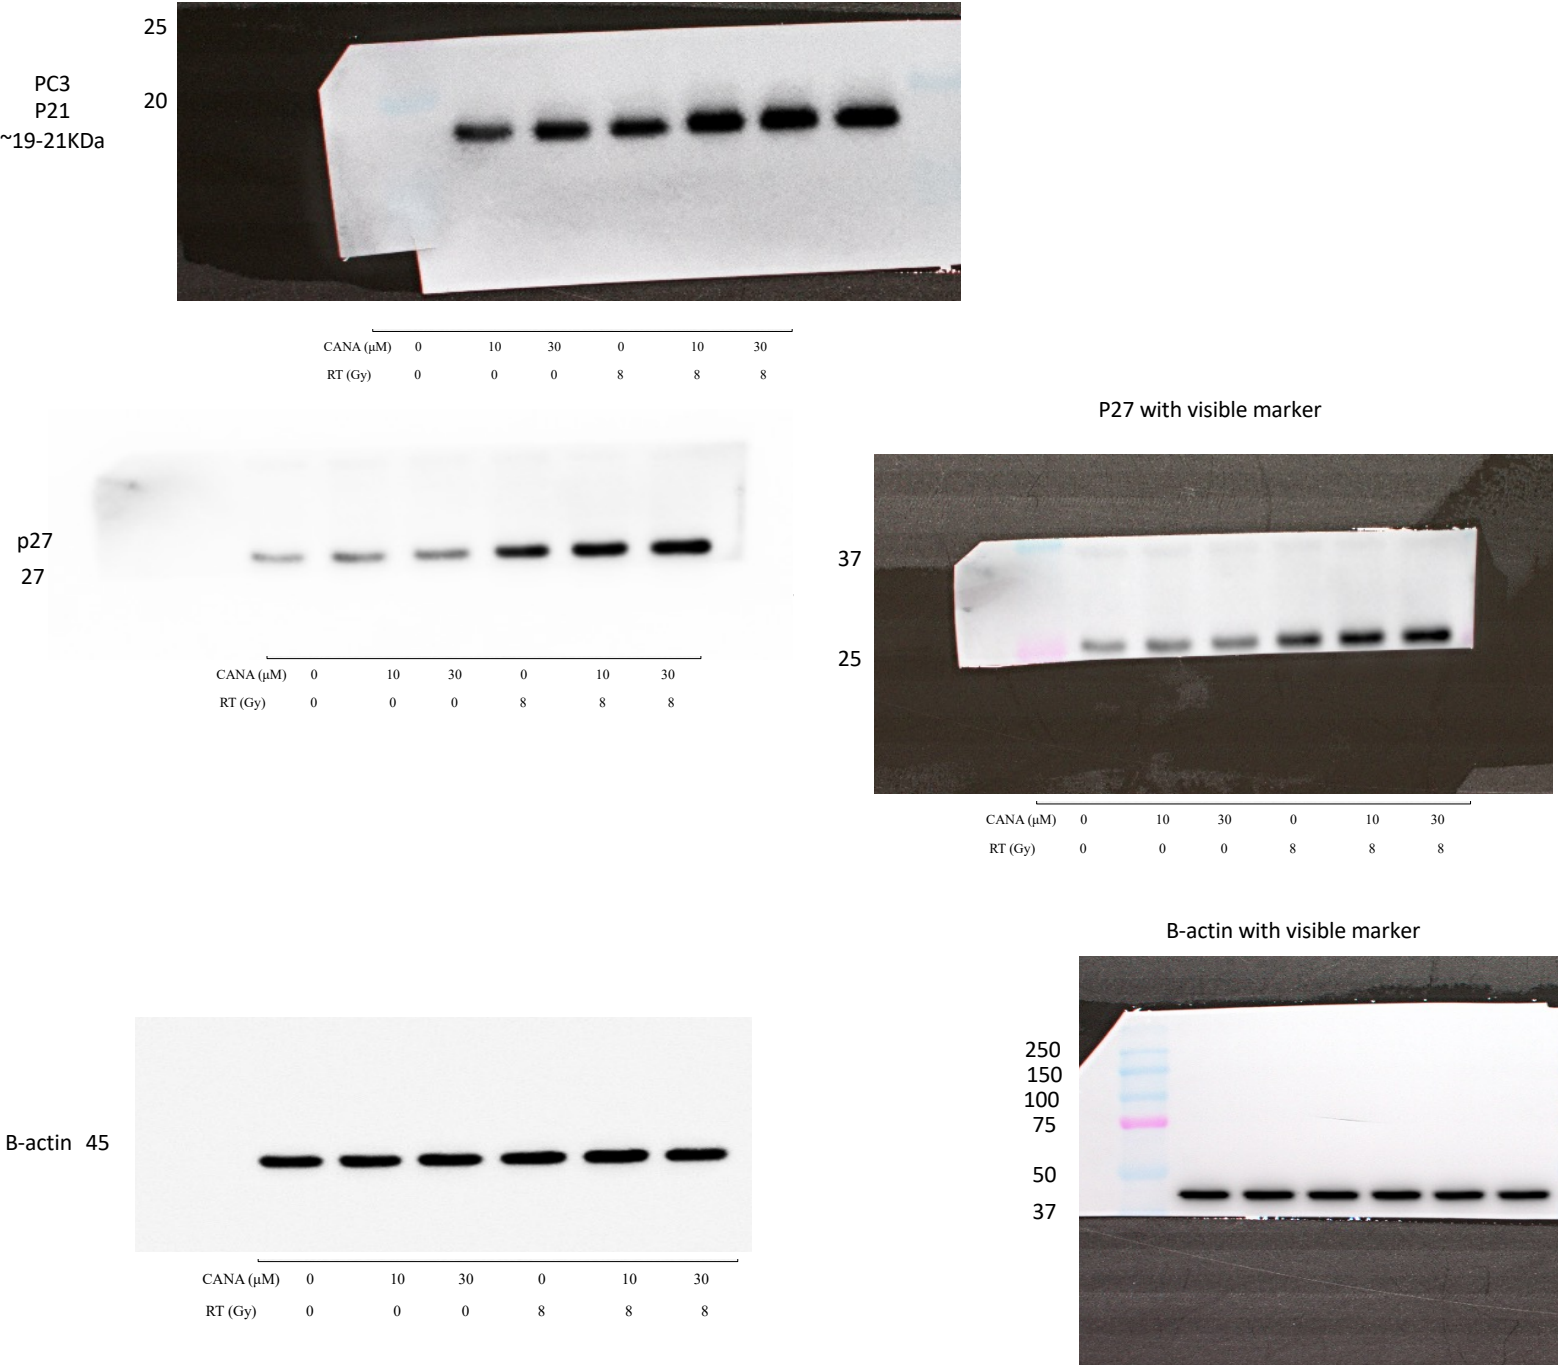

Supplementary Figure 6. Supplementary blots f: The supplementary blots 6 contain the original blots for Figure 7a for PC3 cells cell cycle checkpoints (P21 and P27), and the representative B-actin control blot. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the full image.

g

22rv1-p21
~19-21KDa

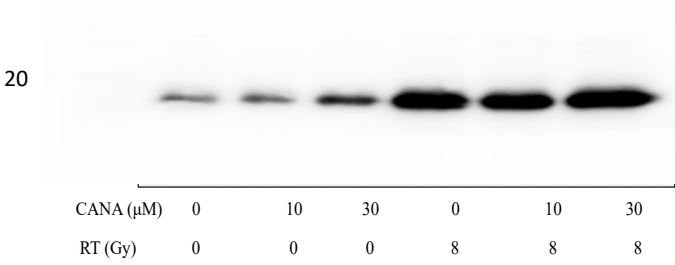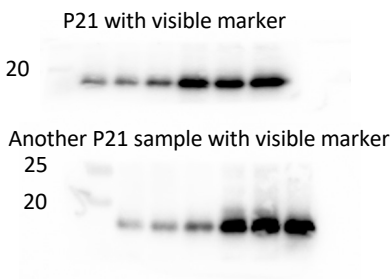

22rv1-b-actin

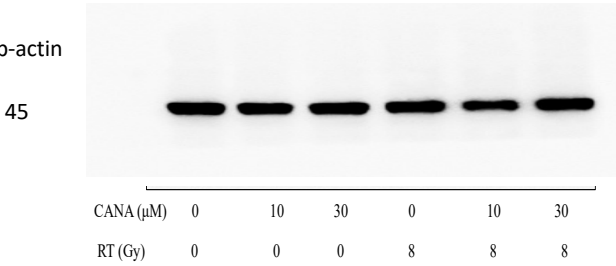

22RV1 cells
P-P53 (Ser15)

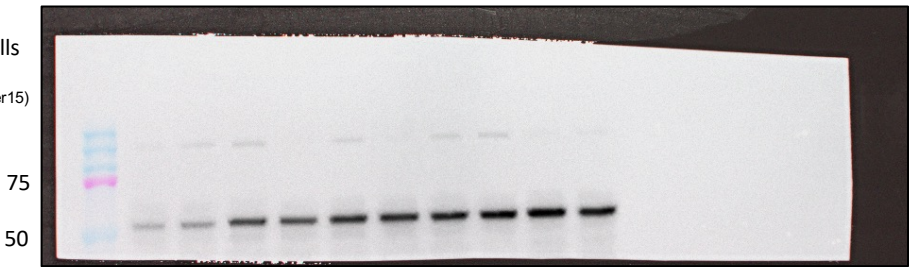

GAPDH

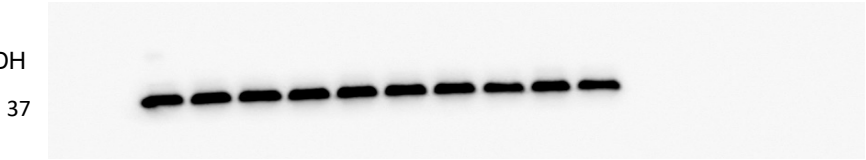

Time post-RT (hr)	24	24	0.5	0.5	1	1	4	4	24	24
CANA (μM)	0	30	0	30	0	30	0	30	0	30

GAPDH sample 2 with visible marker

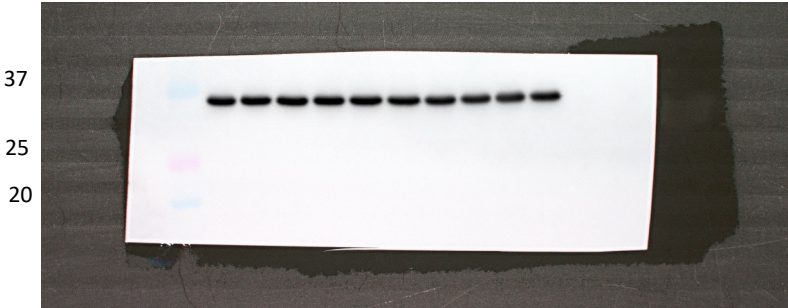

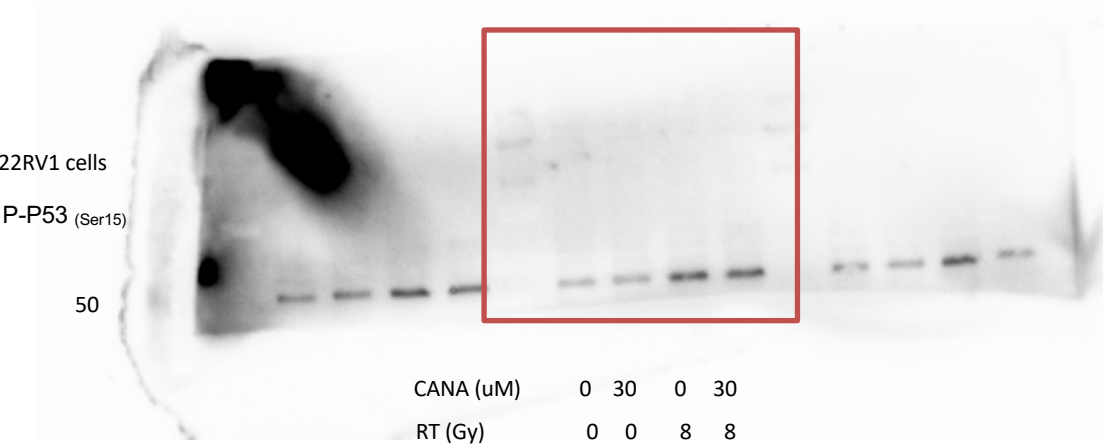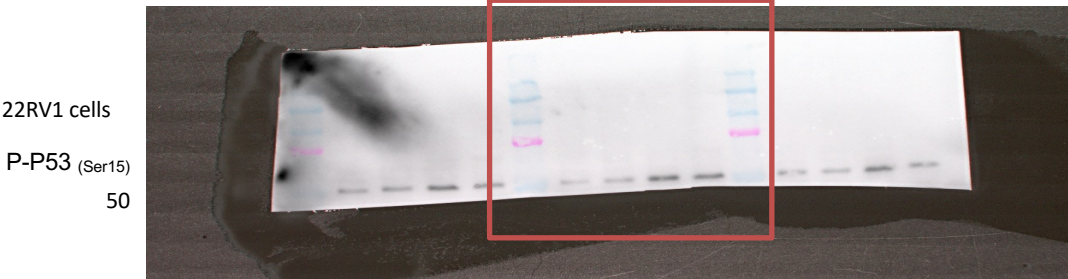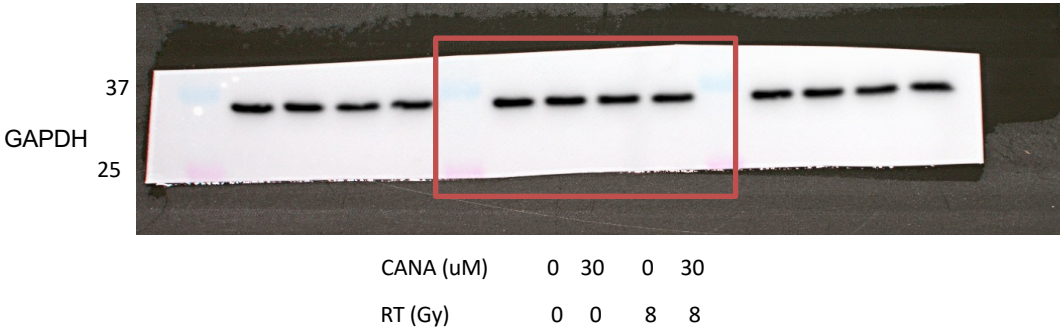

Supplementary Figure 6. Supplementary blots g: The supplementary blots 7 contain the original blots for Figure 7d for 22RV1 cells, including P21 and phosphorylated-P53 at ser15, and their representative GAPDH and b-actin control blots. The blots on the right side shows the visible molecular weight ladder. Figures may have a different aspect ratio than the image in the manuscript due to the size of the blot, as we are showing the full image.

Supplementary Tables

a

Cell line / (genes regulated)	Transcription factor (TF)	Normalized enrichment score (NES)	RNAseq Rank	Number of target genes
PC3 CANA (Upregulated)	ELF3	6.4	11.3	695
	MXI1	4.9	2.15	258
PC3 CANA (Downregulated)	ELK1	3.847	-2.67	405
	E2F2	4.4	-5.64	235
	GATA2	3.8	-3.45	235
	E2F3	4.4	-2.5	200
22RV1 CANA (Upregulated)	ATF3	3.362	1.61	12
22RV1 CANA (Downregulated)	MEF2D	5.277	-1.301	45
	PTPMT1	5.017	-1.61	19
22RV1 (RT-CANA+RT) (Upregulated)	ATF4	8.662	6.39	96
	ELF3	4.98	6.23	216
	FOS	4.7	4.11	46
	ATF3	7.639	2.7	134
22RV1 (RT-CANA+RT) (Downregulated)	E2F7	9.5	-6.87	241
	E2F1	9.5	-5.4	241
	E2F2	11.5	-4.1	246
	TFDP1	8.3	-3.3	117

Supplementary Table 1. Transcription factors. The table contains a list of significantly up- or down-regulated transcription factors identified in RNAseq data from non-irradiated PC3 cells and 22RV1 cells treated with (10μM) canagliflozin (CANA) (comparison: CANA vs control) and from irradiated (RT) (5Gy) 22RV1 cells (comparison: RT vs CANA+RT). All genes regulated significantly by the specified treatment (FDR q-value < 0.05) are selected from RNAseq data and entered into the iRegulon module (Cytoscape) to detect transcription factors associated with the specific gene expression pattern.

Antibodies used for Immunoblotting	
primary Antibody/ catalog no/ dilution	2° Antibody/ catalog no/ dilution
AMPKa #2532S 1:1000	Anti-Rabbit IgG,<br>HRPLinked antibody<br>#7074S 1:10000
P-AMPK (Thr172) #2532S 1:1000	
Raptor #2280S 1:1000	
P-RAPTOR (Ser792) #2083S 1:1000	
P-Akt (Ser473) #4058S 1:1000	
P-Akt (Thr308) #9275S 1:1000	
Akt #9272S 1:1000	
mTOR #2983S 1:1000	
P-mTOR (Ser2448) #2971S 1:1000	
p70S6K #9202S 1:1000	
P-P70S6K (Thr389) #9205S 1:1000	
S6 #2217S 1:1000	
P-S6 (Ser240/244) #2215S 1:1000	
4E-BP1 #9644S 1:1000	
P-4E-BP1 (Ser65) #9451S 1:1000	
HIF-1 α #36169S 1:1000	
P27kip1 #3688S 1:1000	
p21cip1 #2947S 1:1000	
H3 #4499S 1:1000	
P-H3 (Ser10) #53348S 1:1000	
ERK #4695S 1:1000	
P-ERK (Thr202/Tyr204) #4370S 1:1000	
ACC #3662S 1:1000	
P-ACC (Ser79) #11818 1:1000	
P-P53 (Ser15) #9284 1:1000	
GAPDH (14C10) #5174S 1:5000	
B-actin (13E5) #5125S 1:1000	

Supplementary Table 2. Antibodies table. Primary and secondary antibodies used in immunoblotting assay. All antibodies were purchased from Cell Signaling Technology, Canada.

# Supplementary material for: The SGLT2 inhibitor canagliflozin suppresses growth and enhances prostate cancer response to radiotherapy
**Source:** Commun Biol. 2023 Sep 8;6:919. doi: 10.1038/s42003-023-05289-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary data file 1

Description: PC3 cells treated with canagliflozin 10uM_RNAseq GSEA Pathway analysis.

File name: Supplementary data file 2

Description: Irradiated 22RV1 with 5Gy treated with canagliflozin 10uM_RNAseq GSEA Pathway analysis.

File name: Supplementary data file 3

Description: PC3 cells treated with canagliflozin (10uM) for 24Hr_RNAseq_Feature count normalized numbers.

File name: Supplementary data file 4

Description: 22RV1 cells RNAseq_Feature count normalized numbers (24Hours post treatments) (RT (5Gy), Canagliflozin (10uM), and combination (RT+ Canagliflozin).

File name: Supplementary numerical source data

Description: Numerical source data for graphs/charts.

# Supplementary material for: The SGLT2 inhibitor canagliflozin suppresses growth and enhances prostate cancer response to radiotherapy
**Source:** Commun Biol. 2023 Sep 8;6:919. doi: 10.1038/s42003-023-05289-w
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	1- Agilent Technologies Seahorse XFe96 extracellular flux analyzer system (Santa Clara, CA), Wave software, version 2.6.1.56.<br>2- Next Gene Sequencing (NGS) (Illumina HiSeq 1500, Illumina, San Diego, CA) (Fancombe Institute, McMaster University): HiSeq 1500 Software version 2.2.68.<br>3- Cytoflex LX flow cytometer (Beckman Coulter, Mississauga, ON) (Core Flow Facility, McMaster University), CytExpert Software, version 2.4.<br>4- Vilber Fusion-FX imager (Marne-la-Vallée cedex 3, France), Fusion software version 18.02.<br>5- SpectraMax iD5 system (Molecular Devices, San Jose, California), SoftMax Pro 7 Software.<br>6- IHC images were acquired on an Olympus BX-40-F4 microscope (Breinigsville, PA) with Ach 40x/0.65 or Ach 10x/0.25 lens, using AmScope camera and acquisition software AmScope version 4.10.1.
Data analysis	1-Cell cycle data analysis was performed using FlowJo software (Version 10.8.0, FlowJo LLC, Ashland, OR).<br>2- Cell proliferation assay was performed at absorbance 762nm using SpectraMax iD5 system (Molecular Devices, San Jose, California) using SoftMax Pro 7 software.<br>3- Seahorse analysis: Agilent Seahorse Analytics data analysis application (web-base: https://seahorseanalytics.agilent.com/Account/Login) was used to analyse mitochondrial respiration assays and glycolytic rate assays for Agilent Seahorse XF Analyzer raw data output.<br>4- To determine the mode of interaction for therapy combinations (additivity, synergism, or antagonism) we used the SynergyFinder plus (https://synergyfinder.org) with the Highest Single Agent mathematical modelling (HSA) (open source).<br>5- RAD-ADAPT version 1.0 software was used for modelling clonogenic assay data.<br>6- Immunoblotting membrane imaging: Fusion software, version 18.02.<br>7- Immunoblotting quantification and IHC quantification for Necrosis and Cleaved Caspase-3: Image J 2 (version 1.53t).<br>8- RNAseq analysis: The use-galaxy platform (https://usegalaxy.org/) was used for raw sequencing data analysis.<br>9- Gene Set Enrichment Analysis: GSEA software Version 4.2.1.

10- Heat maps were generated using Morpheus software (open source web-base software at "<https://software.broadinstitute.org/morpheus>").

11- Transcription factor analysis: Cytoscape (version 3.9.1) plug in iRegulon (version 1.3).

12- The ProgGeneV2 (<http://www.progtools.net/gene/index.php>) and Prostate Cancer Transcriptome Atlas (PCTA) (<http://www.thepcta.org>) engines were used to analyze open-source mRNA expression and survival data from the Swedish-Watchful-Waiting cohort and GSE16560 vs The Cancer Genome Atlas (TCGA) and Cancer Research UK Cambridge Institute cohort (GSE70769), respectively.

13- All graphs/statistic analysis were generated/performed using GraphPad Prism software (Version 9, San Diego, CA).

14- Schematic graphs were created with BioRender.com under the agreement number: PN25FQG4H5 for figure 2a and the agreement number: PK25FRK4UN for figure 10.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data, including both raw data and normalized data, has been submitted to the Gene Expression Omnibus (GEO) under the accession number GSE:239688.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No formal sample size calculations were used to predetermine sample size in the animal experimental groups; Our in vitro experiments sample sizes are similar to those reported in our previous publication: Villani L.A. et al. The diabetes medication Canagliflozin reduces cancer cell proliferation by inhibiting mitochondrial complex-I supported respiration. Mol Metab. 2016 Oct; 5(10): 1048–1056. doi: 10.1016/j.molmet.2016.08.014.

Data exclusions

Data points were excluded if they were more than two standard deviations away from the mean, as this is the conventionally accepted method for identifying statistical outliers. This was predetermined exclusion criteria. outlier data calculated/determined with the Graphpad software calculator.

Replication

Each experiment's replicates are described in the figure legend. More information on each experiment is provided below:

- Proliferation assay (96 well plates): At least 3 different experiments (replicates) was performed, each included at least 6 duplicates,
- Clonogenic assay (12 well plates): At least 3 different experiments was performed, each included 3 duplicates,
- Seahorse analysis: 3 different experiments was performed.
- Cell cycle analysis: 3 different experiments was performed.
- Immunoblotting assay: At least 3 different experiments was performed.
- RNAseq analysis: 3 different replicates A,B,C for each treatment group.
- Animal study: 24 mice, 6 per group for Control, Canalization, Radiation, canalization + radiation.

-IHC: For PHH3 quantification, investigators quantified 10 random HPFs for each tumor/slide and took average for it.
-For necrosis percentage evaluation, the whole tumor section was evaluated.

Randomization Mice were randomized to treatment groups.

Blinding Investigators were not blinded to the experiments (e.g., treatment groups). Blinding was not necessary as all measurements were objective. For animal experiments blinding was not possible as the investigators were administering treatments, but Investigators were blinded during histology processing and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

All antibodies were purchased from cell signaling company (New England BioLabs):
 AMPKa cat #2532S, lot #21, dilution 1:1000, Polyclonal antibody
 , Phospho-AMPK (Thr172) (40H9) cat #2532S, lot #27, dilution 1:1000, Monoclonal Antibody
 , Phospho-RAPTOR (Ser792) cat #2083S, lot #7, dilution 1:1000, Polyclonal Antibody
 , Raptor, cat#2280S, lot#13, dilution 1:1000, Monoclonal Antibody
 , Phospho-Akt (Ser473), (193H12), cat #4058S, dilution 1:1000, Monoclonal Antibody
 , Phospho-Akt (Thr308) cat #9275S, lot #27 dilution 1:1000, Polyclonal Antibody
 , Akt cat #9272S, lot #30, dilution 1:1000, Polyclonal Antibody
 , Phospho-mTOR (Ser2448), cat #2971S, lot #28, dilution 1:1000, Polyclonal Antibody
 , mTOR, cat#2983s, lot#21, dilution 1:1000, Monoclonal Antibody
 , p70 S6 Kinase, cat #9202S, lot#21, dilution 1:1000, Polyclonal Antibody
 , Phospho-p70 S6 Kinase (Thr389), cat #9205S, lot#26, dilution 1:1000, Polyclonal Antibody
 , S6 Ribosomal protein (5G10), cat #2217S, lot #10, dilution 1:1000, Monoclonal Antibody
 , Phospho-S6 Ribosomal protein (Ser240/244), cat #2215S, lot #18, dilution 1:1000, Polyclonal Antibody
 , 4E-BP1 (53H11), cat #9644S, lot #12, dilution 1:1000, Monoclonal Antibody
 , Phospho-4E-BP1 (Ser65) cat #9451S, lot #12, dilution 1:1000, Polyclonal Antibody
 , HIF-1α (D157W) XP, cat #36169S, lot #4, dilution 1:1000, Monoclonal Antibody
 , P27 kip1 (D37H1), cat #3688S, dilution 1:1000, Monoclonal Antibody
 , p21 waf1/cip1 (12D1), cat #2947S, lot #12, dilution 1:1000, Monoclonal Antibody
 , Histone H3 (D1H2) XP, cat #4499S, lot #20, dilution 1:1000, Monoclonal Antibody
 , Phospho-Histone H3 (Ser10) (D7N8E) cat #53348S, lot #1, dilution 1:1000, Monoclonal Antibody
 , p44/42 MAPK (Erk1/2) (137F5), cat #4695S, lot #35, dilution 1:1000, Monoclonal Antibody
 , Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) XP, cat #4370S, lot #28, dilution 1:1000, Monoclonal Antibody
 , Acetyl-CoA Carboxylase, cat #3662S, lot #8, dilution 1:1000, Polyclonal Antibody
 , Phospho-Acetyl-CoA Carboxylase (Ser79) (D7D11), cat #11818, lot #6, dilution 1:1000, Monoclonal Antibody
 , Phospho-p53 (Ser15), cat #9284, lot#22, dilution 1:1000, Polyclonal Antibody
 , GAPDH (D16H11) XP and (14C10), cat #5174S and #2118, lot #8 and #16, dilution 1:1000, Monoclonal Antibody
 , B-actin HRP Conjugate (13E5), cat #5125S, dilution 1:1000, Monoclonal Antibody
 , Anti-rabbit IgG, HRP-linked Antibody, cat #7074S, lot #31, dilution 1:10000, Secondary Antibody

Validation

All antibodies are commercially available and validation statements can be found on the manufacturer's website (Cell Signaling Technology, Inc.).

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Human prostate cancer cell lines: PC3, 22RV1 and DU145 cells were purchased from ATCC.
 -DU145-RR (radio-resistance) cells were generated by serially treating (DU145 cells, from ATCC) with 2Gy daily fractions of RT (Monday - Friday) to a total of 118Gy.
 -human prostate cancer cell line: LnCap cells were provided by Dr. Damu Tang, (McMaster University, originally purchased from ATCC).

	PC3 cells were cultured in RPMI and 22RV1 and LnCap in ATCC-modified RPMI media supplemented with 10% FBS and 1% penicillin-streptomycin for LnCaps or 1% antibiotic-anti-mycotic for 22RV1 cells. DU145 and DU45-RR cells were cultured in DMEM media supplemented with 10% FBS and 1% antibiotic-anti-mycotic.
Authentication	The cell lines were authenticated (Cell Line Authentication Service, ATCC). Cells were also authenticated using short tandem repeat DNA profiling, and the amplified DNA sequences were compared to the reference cell database, with a match of more than 80% being acceptable.
Mycoplasma contamination	All cells were tested negative for mycoplasma infection.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in the study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	6–8 week old BALB/C nude mice and 6–8 week NOD-congenic (NRG) mice. All animals were housed under standard, regulated conditions following the guidelines of animal facility (McMaster University). Temperature range (20-25 degree c), Humidity range: 20-70%, 12 hour light cycle (on = 6am-6pm, off = 6pm - 6am).
Wild animals	Study did not involved wild animals.
Reporting on sex	Male (NRG and BLAB/C nude) mice are used because prostate cancer only affects male reproductive organs.
Field-collected samples	Following the guidelines of animal research (AUP # 16-12-41 and 20-12-47), animals were euthanized under anaesthesia by cervical dislocation at the end of the experiment. Following sacrifice, predetermined organs, fluids, and/or tissues were harvested, rinsed, placed in pre-weighed counting tubes, and weighed. Blood and urine samples were collected at the end point. The extracted tissues/organs were stored in -80 C or formaldehyde.
Ethics oversight	All experiments were approved by the McMaster Animal Ethics Committee and conducted following the guidelines of animal research (AUP # 16-12-41 and 20-12-47).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Human cell lines: PC3 and 22RV1 cells. Both cells were seeded in a 10cm dishes (0.5x10 ⁶ –2x10 ⁶ /dish), incubated overnight and treated without or with canagliflozin (CANA) (0-30μM) and or radiotherapy (RT) (0-8Gy). Then cells were incubated for 48 hours to a 50-60% confluent. Then cells were harvested and washed with cold PBS buffer, fixed in 70% ethanol, and stored at -20°C. Before analysis, cells were centrifuged, ethanol was aspirated, cells were washed with PBS and stained with propidium-iodide (ThermoFisher FxCycle PI) used to stain cells for 30 minutes. Data collection. Samples were analyzed by flow cytometry using CytExpert software version 2.4. at least 10.000 events were acquired per sample.
Instrument	Cytoflex LX flow cytometer (Beckman Coulter, Mississauga, ON) (Core Flow Facility, McMaster University).
Software	Data collection : CytExpert software version 2.4.<br>Data analysis was performed using FlowJo software (Version 10.8.0, FlowJo LLC, Ashland, OR).
Cell population abundance	No sorting was performed with the flow cytometer.
Gating strategy	We used forward scatter and side scatter to find viable, single cell events. This cell population gate was placed on PI-area vs PI-height where we eliminated doublets from the analysis.
☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

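The study sequenced RNA from 2 prostate cancer cell lines 24 h after treatment, PC3 with and without 10 µM canagliflozin and 22RV1 with and without 10 µM canagliflozin, 5 Gy of radiation or both, with 3 libraries per group named A, B and C.
The authors trimmed single-end reads with Trimmomatic and Cutadapt, aligned them with HISAT2 to hg38, counted reads on exons of the reverse strand and analysed the counts with DESeq2, and they give no versions of these tools.
Their deposited signal values for PC3 are reads per gene divided by each library's DESeq2 size factor.
For 22RV1 the authors deposited log2 values made by the rlog function of DESeq2, which draws differences towards 0, most of all for genes with few reads.
The deposited p-values and adjusted p-values (FDR) and the deposited log2 fold changes in the authors' tables are their DESeq2 results for each comparison, and the deposited test statistics and ranks are scores, DESeq2's Wald statistic or a signed log10 of p.
The deposited table of CANA + RT against RT is written as RT minus the combination, and its signs were turned here.

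The PC3 table has 15195 genes, 101 of them without a gene symbol. The 22RV1 tables of CANA against control and of CANA + RT against RT have 21268 genes each, and that of CANA + RT against control has 21265. In the table of CANA against control 301 genes have no symbol, and they hold 0.0606% of its summed mean values.
Genes without a symbol were left out of the tests.
In the 22RV1 tables 2 symbols that differed from the first table for the same gene name took the symbol of that table.
The deposited table of RT against control holds only the 8507 genes that passed the authors' filter, so the RT comparison took the RT and control libraries from the other tables, joined to 1 matrix of 12 libraries.
In 7 further sheets of 1 gene each, 51 columns of per-sample values carry no sample name, and they were not used here.
The raw reads were not used here.

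Before the data were examined it was set that each comparison would be tested with limma, that a gene would be called at a Benjamini-Hochberg adjusted p under 0.05, which lists of genes would be tested, and how genes would be named.
limma's trend of spread on level was used throughout, since neither experiment's values are counts.
For PC3, log2(value + 1) of the normalized values was tested for genes with a mean of at least 10, and for 22RV1 genes with a mean rlog of at least 3.
Whole reads recovered from the PC3 values served edgeR and DESeq2 as alternatives.
The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.

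Genes are named by 3 rules.
The first takes, per comparison and direction, the 8 largest absolute log2 fold changes among genes past the test whose 3 treated libraries all lie beyond the 3 reference libraries and whose mean is at least 100 reads.
The second takes every gene that the paper names in its RNA sequencing text, and the third the 4 members with the smallest p of each list that is described.
Values of the paper's own tables had been seen when the rules were written.
In PC3 cells 0 genes passed the first rule over all libraries, and the genes named there come from the same rule without CANA replicate B, a choice made after the result was seen.
Sex chromosome genes that mark a person's sex are left out.
Results for some genes are not reported here.

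Gene lists were written from textbook knowledge before the files were opened, 36 in all, of which 35 had at least 5 tested genes.
They cover complex I, complexes II to IV, ATP synthase, mitochondrially encoded genes, the cytosolic and the mitochondrial ribosome, the TCA cycle, glycolysis, V-ATPase, autophagy and lysosome, DNA replication, mitosis, homologous recombination and Fanconi repair, the E2F family, p53 targets, ATF4 and the integrated stress response, unfolded protein response chaperones, cholesterol synthesis, fatty acid synthesis and oxidation, HIF-1 targets, the VHL ubiquitin ligase, ERK output, the MAPK cascade, PI3K, AKT and mTOR, the Wnt pathway, NF-kB and cytokines, the interferon response, NRF2 targets, androgen receptor targets, ETS factors, replication-dependent histones and markers of 22RV1, PC3 and fibroblast identity.
A list was tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over the 35 lists, and again with the correlation estimated from the libraries and with the rotation test fry.
The supplementary tables of the paper with results for all genes are held only in part, with 2000 genes of each, and no overlap or set test was run on them.

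Replicate letters are shared between groups, the paper does not say that a letter marks a shared batch or day, and the letters were not used as a block in the tests.

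Each test was tried on simulated values, drawn gene by gene from the means and spread of these libraries. Changes were planted in 49 or 50 genes at each of 4 sizes.
In PC3 cells limma found 28.6% of genes shifted by a log2 change of 0.5 and 94% of those shifted by 1, and 4 of its 115 calls were unshifted genes.
With the spread of the PC3 libraries without CANA replicate B it found 75.5% and 94%, and 13 of 169 calls were unshifted.
DESeq2 on PC3 reads simulated with the spread of all 6 libraries found 38.8% and 92%, and 24 of 141 calls were unshifted.
For CANA + RT against RT in 22RV1 cells limma found 68% of genes shifted by 0.2 and 96% of those shifted by 0.4, and 7 of 145 calls were unshifted.
For the difference between the drug's effects with and without RT it found 34% at 0.2 and 92% at 0.4, and for the difference between the cell lines 46% at 0.5 and 74% at 1.
A complex I list shifted by 0.1 in such simulated values was found by camera (adjusted p = 2.6e-59) and 0 of 33 other lists were called. The simulated genes vary independently of each other, so this trial cannot tell how many lists camera calls falsely in the real libraries.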

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

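Of the tests in this part, the share of reads in the most abundant genes and the matched lists for ribosomal protein and for respiratory chain genes alone and for the lowered lists were chosen after the result was seen, as were the settings with a length and GC curve, with library weights, and with edgeR or DESeq2 without CANA replicate B.

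The effect of canagliflozin differed between irradiated and unirradiated 22RV1 cells for 15 genes by limma's test of the difference, 8 with a higher and 7 with a lower log2 fold change after RT than without it. GDF15 (0.32, SE 0.051), COLCA1 (0.28) and CDKN1A (0.26, SE 0.048) had a larger change with RT than without, and RRM2 (-0.23, SE 0.041), MCM4 (-0.22, SE 0.042) and KLF10 (-0.35) a more negative one. Of 100 splits of the 12 libraries, 7 gave as many calls, the highest other number being 521, so chance is not excluded for the count of 15. Why another split called many times the real count was not tested. Leaving out 1 library gave 0 to 70 genes with a larger and 0 to 46 with a smaller change, with 0 larger and 0 smaller without RT replicate B (519 and 624 at an unadjusted p under 0.05) or CANA + RT replicate C (532 and 624), and 0 smaller without control replicate A (638), all by limma.

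The effect of canagliflozin differed between PC3 and 22RV1 cells for 9 genes by limma's test of the difference, TFPI (0.76, SE 0.083) and DUSP5 (0.73, SE 0.084) among them, both higher in PC3 cells. Of 100 splits 10 gave as many calls, with a highest other number of 129, so chance is not excluded for the count of 9. The 2 cell lines were measured on different scales, normalized reads and rlog. With genes of a mean of at least 100 in both lines 2 were higher and 0 lower. Leaving out 1 library gave 0 to 671 higher and 0 to 509 lower, highest without PC3 CANA replicate B and 0 and 0 without PC3 control replicate B or any 22RV1 library but control replicate B.

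A signal stands in data that the paper does not report on in the deposited PC3 file, a list by the authors of 10 genes that differ between irradiated and control PC3 cells, whose libraries were not analysed here. In the authors' deposited table H2BC5 (0.50) and ELF3 (0.46) are higher and RRM2 (-0.17) and CEP135 (-0.33) lower after radiation in log2 terms.

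Cholesterol synthesis genes, which the paper's text does not discuss, were higher in 8 of 25 cases and lower in 0 with CANA + RT than with RT in 22RV1 cells, by limma. Of 31 HIF-1 targets, 25 were higher and 4 lower after RT alone.

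PC3 CANA replicate B stands apart from the other 5 PC3 libraries, and the 0 calls of limma rest on it. After all libraries were thinned to 15798134 reads its difference from replicates A and C was nearly the same (Pearson correlation 0.993634 across genes, with 0 genes called by limma and 2357 without replicate B). Random loss of reads keeps expected normalized values. Replicate B had median differences from control of 0.83 for 950 genes with transcripts under 1000 bases and -0.34 for 5110 of 4000 bases or more. These shifts argue against the smaller number of reads in itself as the cause. Replicate B is the smallest library and stayed whole, so a high correlation after thinning was bound to result. The thinning cannot tell whether what made replicate B small also changed its values. A few genes taking most reads is excluded, since its 10 most abundant genes held 1.07004 times the highest share of another library. A curve on transcript length and GC content takes away 43.318% of the variance of its difference, which leaves open whether RNA or library quality made the rest. A larger response of that culture may add to it, since among genes called without it the slope of its change on that of A and C was 1.68808 (1.63 to 1.75 in 95% of resamples of genes), and after the curve 1.18079 (1.11 to 1.24), and how much of its difference is response and how much library quality cannot be told apart here.

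Ribosomal protein and respiratory chain genes were higher with canagliflozin in PC3 cells without replicate B and in irradiated 22RV1 cells, while short transcripts were higher in CANA replicates A and C than in control and in B than in A and C (Spearman correlation with length -0.19 for replicates A and C against control and -0.66 for B against A and C) and in CANA + RT than in RT (-0.39). Of 10000 random lists matched for transcript length and level, 0% had as high a mean in PC3 cells without replicate B (0.33 against a mean of 0.12 and a highest value of 0.17) and 0% in irradiated 22RV1 cells (0.10 against 0.05 and 0.07). Taken alone, ribosomal protein genes lay above all matched lists in both (0.43 against a highest value of 0.20, and 0.147 against 0.081, 0% as high). Respiratory chain genes did so in PC3 cells (0.24 against 0.19, 0%). These values argue against length and level as the whole cause for these genes. The matched lists drew each gene on its own and lack the shared variation of genes that work together, so their range may be too narrow and 0% is not a p-value. Of the lists, 7.85% were as high as the respiratory chain genes in irradiated 22RV1 cells (0.062, with a mean of 0.055 in the lists), so length and level can account for that rise. There the lists of lowered genes lay below all lists matched in the same way, DNA replication at -0.106 against -0.015, homologous recombination at -0.076 against -0.040, the E2F family at -0.103 against -0.064 and mitosis at -0.028 against -0.016 (0% as low for each). With the same limit, this argues against length and level as the whole cause of the DNA replication, homologous recombination and E2F means. For mitosis no conclusion is drawn, since its call by limma's camera was lost without RT replicate C (adjusted p = 0.349). Batch effects between the libraries were not tested.

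Genes higher after RT and lower with CANA + RT than with RT were weighed against the shared RT libraries, which enter both differences with opposite signs. In 100 simulations with the measured RT effect and no effect of canagliflozin the largest number of such genes was 0, against 173 observed and 144 expected if the calls were independent. The simulated data called 0 genes, or at most 1, in each of the 4 directions, so that any observed number would have exceeded them. This test, planned with that bound, decides nothing, and how far the shared libraries made these calls cannot be told apart from an effect of the drug. The covariance of the 2 differences was -0.000538, and -0.000938 in simulations without any effect. Genes moved further in the direction of RT were as many, 215 higher in both and 215 lower in both, so an action of the drug against RT in particular was not shown.

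For the comparisons of 3 libraries with 3 there are only 10 splits, too few for a share under 0.05. In PC3 cells 10 of 10 splits called as many genes as the real one (0, highest other 0) and 1 as many lists (17, highest other 15). With canagliflozin alone in 22RV1 cells these numbers were 10 for genes (0, highest other 10) and 6 for lists (7, highest other 15). For RT they were 1 for genes (8189, highest other 0) and 1 for lists (23, highest other 16), for CANA + RT against control 1 (8311, highest other 0) and 1 (18, highest other 16), and for CANA + RT against RT 1 (1193, highest other 1) and 1 (19, highest other 16).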

How the results depend on the processing

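Library weights, edgeR and DESeq2 without CANA replicate B, and the curve on transcript length and GC content were chosen after the result was seen.

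The PC3 counts of higher and lower genes, 0 and 0 by limma (1441 and 1045 at an unadjusted p under 0.05) and by edgeR (1601 and 915), became 263 and 84 with DESeq2, 2275 and 2240 with library weights (weight of CANA replicate B 0.064), 40 and 4 with the length and GC curve, 1201 and 805 with the authors' p-values adjusted over the genes tested here, 1411 and 1112 with edgeR without CANA replicate B and 1108 and 872 with DESeq2 without it.
Leaving out 1 library gave 0 to 1403 higher and 0 to 1280 lower, the highest values without CANA replicate B and 0 without each other library, and 13 to 19 gene lists past camera.
For CANA + RT against RT the counts, 670 and 523, became 227 and 108 without the minimum level, 110 and 93 without the trend of spread with level, 204 and 170 with all 12 libraries in one fit, 200 and 155 with the authors' p-values, 503 and 279 with the length and GC curve, and 1 and 0 for changes of at least 0.5.
Leaving out 1 library gave 355 to 762 and 233 to 570, lowest without RT replicate B and highest without RT replicate C, and 17 to 20 lists.
Changes of at least 0.5 left 394 and 228 for RT and 392 and 299 for CANA + RT against control.
Leaving out 1 library gave 3528 to 3840 higher, 3635 to 4095 lower and 19 to 23 lists for RT, 3698 to 4034, 3731 to 4147 and 16 to 18 for CANA + RT against control, and 0, 0 to 1 and 2 to 15 for canagliflozin alone (174 and 125 genes at an unadjusted p under 0.05), where 1 gene was called without control replicate C and the fewest lists without CANA replicate B.
For the difference of the drug's effects with and without RT, 8 and 7 genes became 0 and 0 without the trend, 10 and 12 for genes of a mean of at least 100, and 0 to 70 and 0 to 46 with 1 library left out, highest without control replicate C.
For the difference between the cell lines, 6 and 3 became 2 and 0 for genes of a mean of at least 100, 6 and 1 without the trend, and 0 to 671 and 0 to 509 with 1 library left out, highest without PC3 CANA replicate B.
Genes up in both RT and CANA + RT against RT numbered 133 to 237, up then down 65 to 177 (65 without CANA + RT replicate A), down then up 94 to 258, and down in both 114 to 241 with 1 library left out, the other lowest values being those without RT replicate B.
With a replicate block, which pairs libraries of the same letter, CANA + RT against RT had 939 higher and 836 lower, the cell line difference 0 and 0 (1142 and 1055 at an unadjusted p under 0.05), and the genes up with RT and down with the drug added 282.
After the group means were taken away, libraries of the same letter in 2 groups correlated at 0.045 to 0.123 in PC3 cells (3 pairs) and -0.142 to 0.43 in 22RV1 cells (18 pairs), and those of different letters at -0.165 to 0.065 (6 pairs) and -0.369 to 0.433 (36 pairs).
Between RT and CANA + RT each library correlated best with that of its own letter (0.103, 0.092 and 0.170), a hint of pairing from the data that the design does not name.
With an estimated correlation the number of gene lists past camera fell to 0 in PC3 cells, 0 for canagliflozin alone, 0 for RT, 2 for CANA + RT against control and 1 for CANA + RT against RT, and fry called 3, 0, 25, 23 and 7 lists in the same order.
A minimum change lowers counts by construction, and for the other settings the cause was not tested.

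Reversed directions were found for TRIM28, at -0.0925 in CANA + RT against control with quantile normalization (limma adjusted p = 0.00907), and for the cytosolic ribosome list with canagliflozin alone in 22RV1 cells without control replicate B (limma's camera adjusted p = 0.992), where it was 5.6e-38 without control replicate A.
Of the named genes' results, 4862 stayed on their side of the threshold when 1 library was left out, 175 passed it and 285 no longer did, and under the other alternatives 7134, 701 and 284.
Of the lists' results, 978 stayed, 22 passed and 49 no longer did with 1 library left out, and 396, 11 and 118 under the others.
Thinning all PC3 libraries to the smallest left 0 calls by limma with all 6 and lowered the calls without CANA replicate B from 2683 to 2357, and for the 22RV1 rlog values the effect of depth was not tested.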

Differences from the paper's values

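A value is set down here as differing from the paper's when the larger is over 1.5 times the smaller. The paper's counts for canagliflozin, RT and CANA + RT against control in 22RV1 cells were set beside limma's counts at an unadjusted p under 0.05. The main fits lie within 1.5 times of them.

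The paper gives 1324 genes higher and 929 lower with canagliflozin in PC3 cells at an adjusted p under 0.05, and limma here gave 0 and 0 (1441 and 1045 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, leaving out CANA replicate B (1403 and 1280) and the authors' p-values adjusted over the genes tested here (1201 and 805) lie within 1.5 times the paper's counts, and all others differ, DESeq2 with 263 and 84 and edgeR with 0 and 0 (1601 and 915 at an unadjusted p under 0.05) among them. Of settings chosen after seeing the values, edgeR and DESeq2 without CANA replicate B (1411 and 1112, 1108 and 872) also lie within 1.5 times, and of the authors' 2146 called genes that were tested they drop 310 and 626. Without CANA replicate B, 1886 of the authors' 2146 called genes that were tested are called in the same direction.

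The paper's adjusted p is 2.4e-21 for TRIM28, 1.5e-17 for TXNIP, 1.1e-34 for TFPI and 2.3e-27 for DUSP5 in PC3 cells, and by limma it was 0.247, 0.202, 0.118 and 0.162 here. Of the alternatives set before the data were examined, only the authors' p-values adjusted over the genes tested here lie within 1.5 times the paper's for these 4 genes.

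The paper gives 939 genes higher and 982 lower in irradiated 22RV1 cells with canagliflozin. The authors' deposited table holds 983 higher and 941 lower as CANA + RT minus RT at an unadjusted p under 0.05. With its signs as deposited, RT minus CANA + RT, these are 941 higher and 983 lower, which lies nearer the paper's counts. By limma 1588 were higher and 1610 lower at an unadjusted p under 0.05. For the higher count, the fits without the trend of spread, without RT replicate B, without CANA + RT replicate A or C, with all 12 libraries and with the authors' p-values lie within 1.5 times the paper's (956 to 1398), and those without the minimum level, with a mean rlog of at least log2(100), with quantile normalization, equal medians, a replicate block, without RT replicate A or C, without CANA + RT replicate B and with a change of at least 0.5 differ. For the lower count, the fits with a mean rlog of at least log2(100), without the trend, without RT replicate A or B, without CANA + RT replicate A or C, with all 12 libraries and with the authors' p-values lie within 1.5 times (923 to 1463), and those without the minimum level, with quantile normalization, equal medians, a replicate block, without RT replicate C, without CANA + RT replicate B and with a change of at least 0.5 differ.

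For CANA + RT against RT the paper's adjusted p is 5.5e-17 for GDF15, 2.3e-11 for CDKN1A, 8.3e-15 for RRM2 and 8.9e-12 for MCM4, and by limma it was 2.5e-14, 2.0e-08, 3.5e-08 and 1.6e-07 here. For GDF15 and CDKN1A all alternatives set before the data were examined differ. For RRM2 the authors' p-values adjusted over the genes tested here lie within 1.5 times, and for MCM4 both these and the fit without RT replicate C do, while the rest differ. In the authors' deposited table CDKN1A has an unadjusted p of 2.4e-11 and an adjusted p of 4.5e-08.

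The paper lists PIK3C3 among the kinase genes lowered by canagliflozin in PC3 cells, and here its log2 fold change was 0.24 (limma adjusted p = 0.248), while the 8 others were negative. It places GADD45B among lowered cell cycle genes, and here its log2 fold change was 0.40, while the 12 other genes of that group were negative.

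The paper names ROCK2 and EP300 among genes for which canagliflozin opposed the action of RT, and after RT their changes here were -0.02 (limma adjusted p = 0.639) and 0.04 (0.297), while KLF11, GJA1 and TAOK3 were raised. In a list of lowered transporters its heatmap shows 7 of the genes as higher.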

Other observations

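The tests of lists and the leaving out of each library in turn were planned, and which of the values without a library are given here was chosen after the result was seen.

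Genes of cholesterol synthesis were higher with canagliflozin in PC3 and in irradiated 22RV1 cells by limma's camera at its preset correlation. In PC3 cells limma called 4 of 25 higher and 0 lower when adjusted over the list alone, with a mean log2 fold change of 0.19 and means of 0.16, 0.26 and 0.17 in CANA replicates A, B and C. INSIG1, which holds back the factor SREBP, was at 0.51, the sterol methyl oxidase MSMO1 at 0.54 and IDI1 at 0.51. By limma's camera the adjusted p was 5.4e-04 (0.394 as the adjusted p with an estimated correlation, and 0.0166 by fry). In irradiated 22RV1 cells 8 higher and 0 lower of 25 passed with canagliflozin, with MSMO1 at 0.20 and FDFT1 at 0.12 (mean 0.08, camera adjusted p = 9.3e-11, adjusted p = 0.134 with an estimated correlation, by limma), after RT alone had lowered 18 and raised 4 (ACAT2 -0.57, mean -0.15, camera adjusted p = 0.00215, adjusted p = 0.559 with an estimated correlation).

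A candidate explanation, not tested here, is that canagliflozin lowers cellular cholesterol and so activates SREBP2 in PC3 and irradiated 22RV1 cells. Sterol measurements or knockdown of SREBF2 could test it. Without CANA replicate B the PC3 list passed limma's camera at its preset correlation (adjusted p = 5.1e-04) but not with an estimated one (adjusted p = 0.181), while for canagliflozin alone in 22RV1 cells it did not pass (camera adjusted p = 0.307).

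Of 24 androgen receptor targets 14 were lower and 6 higher after RT in 22RV1 cells by limma (mean -0.15, camera adjusted p = 0.0180, adjusted p = 0.355 with an estimated correlation), the lower ones including KLK3, which encodes PSA, with a log2 change of -0.89 (SE 0.055) and KLK2 with -0.84 (SE 0.051). Adding canagliflozin gave 3 higher and 0 lower of 24 (limma's camera adjusted p = 0.563). PC3 cells had 1 higher and 3 lower of 19 over the list alone, mean -0.02, camera adjusted p = 0.705, by limma, with PMEPA1 at -0.50.

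HIF-1 targets rose after RT in 22RV1 cells, with 25 higher and 4 lower of 31, DDIT4 at 0.77 and NDRG1 at 0.72 (mean 0.32, camera adjusted p = 4.6e-08, adjusted p = 0.399 with an estimated correlation, fry 0.00433, all by limma), and adding canagliflozin gave 10 higher and 0 lower of 31, with SLC2A1 at 0.18 and VEGFA at 0.21 (mean 0.10, camera adjusted p = 5.6e-11, adjusted p = 0.304 with an estimated correlation). After RT the interferon response had 15 higher and 5 lower of 29 (IFITM1 0.67, OAS3 -0.84, mean 0.10, camera adjusted p = 0.0402, adjusted p = 0.390 with an estimated correlation) and ERK output 15 higher and 5 lower of 26 (SPRY2 0.93, EGR1 0.67, mean 0.15, camera adjusted p = 0.0180, adjusted p = 0.511 with an estimated correlation). Endoplasmic reticulum chaperones had 2 higher and 14 lower of 23 (HSPA5 -0.39, mean -0.13, camera adjusted p = 0.00203, adjusted p = 0.461 with an estimated correlation). Adding canagliflozin gave 4 higher and 0 lower of 26 in ERK output (DUSP6 0.20, mean 0.07, camera adjusted p = 9.5e-05, adjusted p = 0.264 with an estimated correlation) and 5 higher and 0 lower of 20 in glycolysis (HK2 0.16, mean 0.06, camera adjusted p = 2.6e-06, adjusted p = 0.304 with an estimated correlation), by limma.

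In PC3 cells the remaining lists gave, by limma, for the integrated stress response 3 higher and 0 lower of 41 over the list alone, mean 0.10, camera adjusted p = 0.0251 (0.394 as the adjusted p with an estimated correlation), with ASNS at 0.59 and CHAC1 at 0.57. Without control replicate C this call was lost (camera adjusted p = 0.0946), and without CANA replicate A too (0.0811). Endoplasmic reticulum chaperones had 0 higher and 0 lower of 23 over the list alone, mean 0.15, camera adjusted p = 0.0136 (0.394 as the adjusted p with an estimated correlation), and NRF2 targets 0 higher and 0 lower of 24 over the list alone, mean 0.17, camera adjusted p = 0.0419 (0.503 as the adjusted p with an estimated correlation), by limma, the latter lost without control replicate C (0.0748). Fatty acid oxidation had 0 higher and 0 lower of 23 over the list alone, mean 0.14, camera adjusted p = 0.0455 (0.571 as the adjusted p with an estimated correlation), by limma, and was lost without CANA replicate B (0.445), control replicate A (0.0891) or control replicate C (0.0807). By limma, p53 targets had 0 higher and 0 lower of 42 over the list alone, mean 0.08, camera adjusted p = 0.231, fatty acid synthesis 0 higher and 0 lower of 15 over the list alone, mean -0.11, camera adjusted p = 0.166, ERK output 1 higher and 1 lower of 23 over the list alone, mean -0.07, camera adjusted p = 0.285, ETS factors 1 higher and 0 lower of 19 over the list alone, mean -0.08, camera adjusted p = 0.112 and homologous recombination 1 higher and 0 lower of 37 over the list alone, mean -0.01, camera adjusted p = 0.884.

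Replication-dependent histones in PC3 cells had 0 higher and 0 lower of 27 over the list alone, mean 0.15, camera adjusted p = 0.117, by limma, and passed camera without control replicate A (0.0469) or CANA replicate A (0.0499). Markers of PC3 identity had 3 higher and 1 lower of 13 over the list alone, mean 0.25, camera adjusted p = 0.0561, of 22RV1 identity 0 higher and 2 lower of 7 over the list alone, mean -0.12, camera adjusted p = 0.155 and of fibroblasts 0 higher and 0 lower of 6 over the list alone, mean -0.25, camera adjusted p = 0.182, by limma. Of these lists the PC3 markers passed camera without CANA replicate B (0.0130), control replicate B (0.0330) or CANA replicate C (0.0376).

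With canagliflozin alone in 22RV1 cells 7 lists passed limma's camera by small means with 0 genes called. They were the cytosolic ribosome (0.04, camera adjusted p = 2.0e-07), HIF-1 targets (0.06, 2.7e-09), the integrated stress response (0.04, 4.5e-06), mitochondrially encoded genes (0.08, 2.9e-06), complexes II to IV (0.03, 0.00297), p53 targets (0.02, 0.0376) and the VHL ligase (0.03, 0.0409), each tested by limma and all with adjusted p = 0.807 with an estimated correlation. Of the 10 splits of these libraries 6 passed as many lists, the real split among them, with a highest other number of 15. Chance is therefore not excluded for these 7 lists. With 1 library left out at a time, HIF-1 targets alone kept their call (highest adjusted p = 0.00114, by limma's camera). Without control replicate B the calls of the ribosome (0.992), complexes II to IV (0.883), mitochondrially encoded genes (0.170) and the VHL ligase (0.250) were lost. Without CANA replicate B those of the ribosome (0.554), complexes II to IV (0.554), the integrated stress response (0.253), p53 targets (0.253) and the VHL ligase (0.293) were. Without control replicate C the integrated stress response was lost (0.518), as were complexes II to IV, p53 targets and the VHL ligase. The p53 targets were also lost without control replicate A or CANA replicate C, and the VHL ligase without CANA replicate A.

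Lists that canagliflozin did not move past limma's camera in irradiated 22RV1 cells were V-ATPase (adjusted p = 0.0854), autophagy and lysosome (0.433), fatty acid synthesis (0.433), the VHL ligase (0.295), MAPK cascade (0.295), PI3K, AKT and mTOR (0.294), Wnt (0.258), NF-kB and cytokines (0.739), interferon response (0.295), ETS factors (0.739), histones (0.928) and the identity and fibroblast markers (0.985, 0.478 and 0.928). V-ATPase passed without CANA + RT replicate B (0.0439). Mitochondrial ribosomal protein genes had 15 higher and 0 lower of 74 and mitochondrially encoded genes 3 higher and 0 lower of 13 by limma (camera adjusted p = 2.0e-11 and 0.0134, adjusted p = 0.297 and 0.528 with an estimated correlation). The latter call was lost without RT replicate B (0.0867), RT replicate C (0.101) or CANA + RT replicate A (0.250).

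Across genes the changes with canagliflozin in PC3 and 22RV1 cells had a Pearson correlation of 0.22, and those in PC3 and irradiated 22RV1 cells 0.39. The PC3 changes include CANA replicate B, whose difference from replicates A and C followed transcript length (Spearman correlation -0.66). The change with CANA + RT against RT followed length as well (-0.39). A shared length trend and a shared response to the drug cannot be told apart here.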
